# A compendium and comparative epigenomics analysis of *cis*-regulatory elements in the pig genome

**DOI:** 10.1038/s41467-021-22448-x

**Published:** 2021-04-13

**Authors:** Yunxia Zhao, Ye Hou, Yueyuan Xu, Yu Luan, Huanhuan Zhou, Xiaolong Qi, Mingyang Hu, Daoyuan Wang, Zhangxu Wang, Yuhua Fu, Jingjin Li, Saixian Zhang, Jianhai Chen, Jianlin Han, Xinyun Li, Shuhong Zhao

**Keywords:** Epigenomics, Functional genomics

## Abstract

Although major advances in genomics have initiated an exciting new era of research, a lack of information regarding *cis*-regulatory elements has limited the genetic improvement or manipulation of pigs as a meat source and biomedical model. Here, we systematically characterize *cis*-regulatory elements and their functions in 12 diverse tissues from four pig breeds by adopting similar strategies as the ENCODE and Roadmap Epigenomics projects, which include RNA-seq, ATAC-seq, and ChIP-seq. In total, we generate 199 datasets and identify more than 220,000 *cis*-regulatory elements in the pig genome. Surprisingly, we find higher conservation of *cis*-regulatory elements between human and pig genomes than those between human and mouse genomes. Furthermore, the differences of topologically associating domains between the pig and human genomes are associated with morphological evolution of the head and face. Beyond generating a major new benchmark resource for pig epigenetics, our study provides basic comparative epigenetic data relevant to using pigs as models in human biomedical research.

## Abstract (web summary)

To date, little is known about the regulatory landscape of the pig genome. Here, the authors characterize *cis*-regulatory elements in the pig genome using RNA-seq, ChIP-Seq and ATAC-seq, finding a higher degree of usage conservation between pig and human than mouse and human.

## Introduction

The Encyclopedia of DNA Elements (ENCODE) project, which aims to systematically improve the understanding of gene regulation, chromatin accessibility, histone modification, and chromatin structure, has examined humans^1^, as well as classic model organisms including *Caenorhabditis elegans*^2^, *Drosophila melanogaster*^3^, and mouse^4,5^. Moreover, the NIH Roadmap Epigenomics Consortium has comprehensively collected human epigenomes for tissues, providing a resource for interpreting the molecular mechanisms of human biology and diseases^6^. However, the continuation of ENCODE and Roadmap Epigenomics projects had not extended to the domestic pig (*Sus scrofa*), which not only serves as a major meat source worldwide but is also frequently used as an animal model for human diseases and as a donor for xenotransplantation^7,8^.

In recent years, transgenic pig models have become available for research on human diseases such as Huntington’s disease^7^, human type II diabetes^9^, Duchenne muscular dystrophy^10^, and Hutchinson–Gilford Progeria Syndrome^10^. The pig also represents an attractive model for the study of human breast cancer^11^ and lung cancer^12^. Moreover, xenotransplantation using pigs as donors has advanced rapidly in recent years^8,13–15^, as evidenced by the success of porcine-to-baboon heart transplantation, in which genetically modified pig hearts can function for up to 195 days^8^. Furthermore, the overall medical importance of pigs necessitates the exploration of its genomics and epigenomics to aid our understanding of human diseases and the development of new therapies.

On top of the immeasurable medical potential of this species, commercial pig farming is of great economic importance, which is reflected in a long breeding history. Large White (LW) and Duroc pigs, which are commonly used Western commercial breeds, have been subjected to intense selection for major economic traits including higher growth rates, muscle mass, and feed efficiency^16,17^. On the contrary, the Chinese local pig breeds like Meishan (MS) and Enshi Black (ES) possess relatively poor performance for these traits^17,18^, but comparatively stronger tolerance to roughage and high intramuscular fat^17,19^. Previous studies have shown that Western commercial breeds and Chinese local breeds differ in their genome-wide genetic variant landscapes^20,21^ and gene expression profiles in various tissues (e.g., subcutaneous adipose and skeletal muscle)^22,23^. To date, the determination of genotype-phenotype relationships has been limited by using only genomic sequence or gene expression profiling. Thus, the characterization of differences among *cis-*regulatory elements in diverse tissues between different pig breeds represents a timely and relevant scientific need.

In this work, we follow the guidelines of the previous ENCODE and Roadmap Epigenomics projects^1,5,6^ and design RNA sequencing (RNA-seq), chromatin immunoprecipitation followed by sequencing (ChIP-seq), an assay for transposase-accessible chromatin using sequencing (ATAC-seq), and high-throughput chromosome conformation capture (Hi-C) methodologies to identify and characterize the function of *cis-*regulatory elements in the pig genome. Here, our study fundamentally enriches *cis*-regulatory element annotation in the pig genome, which also lays a foundation for pig and human biology studies and, especially, extends ENCODE and Roadmap Epigenomics projects in the research field of large animals.

## Results

### Overview of *cis-*regulatory elements and 3D genome architecture of the pig genome

In this study, we generated a new benchmark resource of transcriptomics and epigenomics data for domestic pigs, comprising a total of 61 samples of 12 tissues from two-week-old piglets of two Western commercials (LW and Duroc) and two Chinese locals (MS and ES) breeds (Fig. 1a). 

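Libraries of H3K27ac ChIP-seq, H3K4me3 ChIP-seq and ATAC-seq were made from tissues of 2-week-old piglets. H3K27ac marks active enhancers and promoters, H3K4me3 marks promoters, and ATAC-seq reads out chromatin that is open to a transposase. For each histone mark 61 libraries were analysed, 24 from 12 tissues of LW, 17 from 12 tissues of ES and 10 from 5 tissues each of Duroc and MS. For ATAC-seq 25 libraries were analysed, 9 from Duroc, 7 from ES, 5 from LW and 4 from MS. Of the 34 combinations of breed and tissue with ChIP-seq, 27 had 2 individuals and the other 7, all from ES, had 1, so that the latter carry no replicate error. The authors aligned the ChIP-seq reads to susScr11 with BWA, removed duplicates and called narrow peaks in each individual with MACS2 against the input library. ATAC-seq reads were trimmed with Cutadapt and aligned with Bowtie2, and their peaks and summits were called with MACS2. The authors' peak lists give for every peak its position, its fold enrichment over background and −log10 of its p-value and q-value. No listed peak had a −log10 p below 5.00, so the paper's threshold was already applied. An ATAC-seq region with several summits is listed once per summit and was counted once here.
The lists held between 36562 (LW thymus replicate 2) and 199319 (ES heart replicate 2) H3K27ac peaks per library, with a median of 82685 peaks that covered a median of 83.0 Mb. H3K4me3 peaks numbered between 21886 (ES thymus replicate 1) and 36383 (Duroc fat replicate 2), with a median of 30283 peaks and 45.0 Mb. For ATAC-seq the numbers lay between 61557 (ES muscle replicate 2) and 148489 (ES liver replicate 2), with a median of 91465 regions and 70.9 Mb. A stricter threshold on −log10 p of 8 moved the H3K27ac median most, to 50908 peaks. The reads behind a single peak are not in the lists, so the depth behind each peak is unknown and only library totals can be given, as the paper reports them. The paper's number of filtered reads per library was 21629908 to 98564556 (median 49252636) for H3K27ac and 16740824 to 116379270 (median 51387610) for H3K4me3.
Because each list was called on its own library, fold enrichments and p-values were not compared between libraries, and libraries were compared by the positions of their peaks. The Jaccard index, the length covered by both libraries over the length covered by either, had a median of 0.586 between the 2 individuals of a breed and tissue for H3K27ac, 0.542 between breeds of the same tissue and 0.269 between tissues. For H3K4me3 these medians were 0.782, 0.760 and 0.608, and for ATAC-seq 0.552, 0.543 and 0.322. Pairs share libraries, so no p-value is given. The library with the most similar peaks was of the same tissue for all 61 H3K27ac, all 61 H3K4me3 and all 25 ATAC-seq libraries, and of the same breed as well for 30, 28 and 5 of the 54, 54 and 18 libraries with a second library of their breed and tissue.

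**Figure D1:**
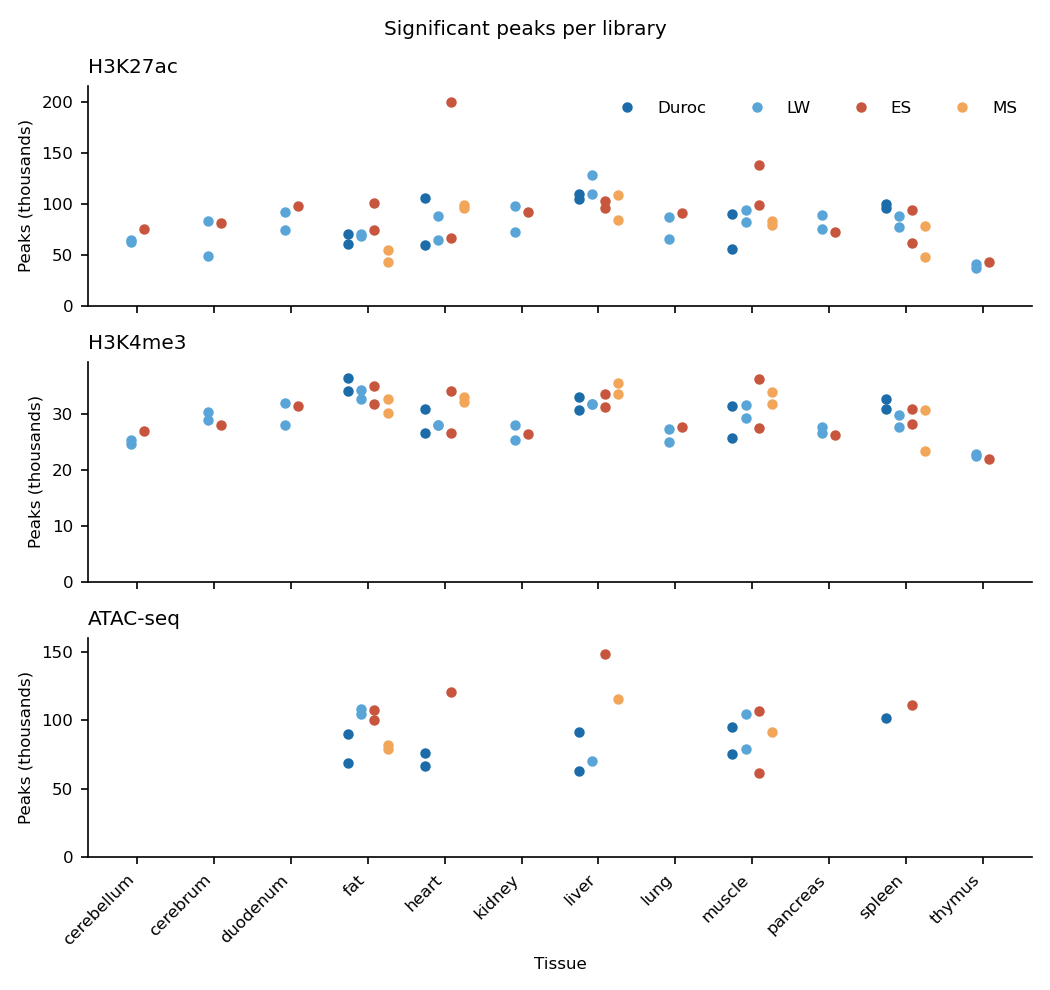
Number of peaks per library (y axis) by tissue (x axis) for H3K27ac, H3K4me3 and ATAC-seq, with 1 point per library coloured by breed. The highest H3K27ac point is ES heart replicate 2 with 199319 peaks.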

We identified the genomic localization of histone H3 lysine 4 trimethylation (H3K4me3) and H3 lysine 27 acetylation (H3K27ac) by ChIP-seq and also characterized open chromatin regions using ATAC-seq methods (Supplementary Tables 1–3 and Supplementary Data 1–2). The saturation plots of both ChIP-seq and ATAC-seq data from different samples indicated that their sequencing depths were saturated (Supplementary Fig. 1a–b) or nearly saturated (Supplementary Fig. 1c). Furthermore, all ATAC-seq samples had over 76 million effective reads (after removing low MAPQ reads, unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, duplicates, and mitochondrial reads; Supplementary Table 1), which surpassed the ENCODE project standard of 50 million effective reads for ATAC-seq data (https://www.encodeproject.org/atac-seq/). In addition to the values of cross-correlation, the fraction of reads in peaks (FRiP), transcription start site (TSS) enrichment analyses, and Principal Component Analysis (PCA), showed that our ChIP-seq and ATAC-seq data were of sufficient quality for further analyses (Supplementary Fig. 1d–i, Supplementary Tables 2–3, and Supplementary Data 2).

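For the 25 ATAC-seq libraries the paper's number of filtered reads lay between 76568718 and 252024694, with a median of 130163628, and the library with the fewest peaks, ES muscle replicate 2, also had the fewest reads. Across these libraries the number of peaks rose with the number of filtered reads (Pearson r = 0.558, two-sided permutation p = 0.00448; Spearman rho = 0.622, permutation p = 0.00104). After Benjamini-Hochberg adjustment over the 6 relations computed for the 3 assays, these p-values were 0.00896 and 0.00208. Without the 2 libraries farthest from the median number of reads r was 0.510, and within the 2 breeds with at least 6 libraries it was 0.433 and 0.571. The permutation p-values take libraries as independent, although libraries share animals and tissues. A fraction of reads in peaks counts reads inside the called peaks, so calling more peaks can itself raise it. The paper's fraction of reads in peaks showed a closer relation with the number of peaks (r = 0.730, permutation p = 2e-05; rho = 0.793, permutation p = 2e-05; adjusted p = 0.00012 for both), with an r of 0.756 without the 2 libraries farthest from its median and of 0.678 and 0.837 within the breeds. For H3K27ac the number of peaks was not related to the number of filtered reads in a detectable way (r = −0.109, permutation p = 0.402; rho = −0.109, permutation p = 0.403; adjusted p = 0.482 and 0.483), with an r of −0.0536 without the 2 farthest libraries and between −0.377 and 0.195 within the 4 breeds. It rose with the fraction of reads in peaks (r = 0.404, permutation p = 0.00119; rho = 0.474, permutation p = 0.00013; adjusted p = 0.00357 and 0.00039), with an r of 0.352 without the 2 farthest libraries and between 0.176 and 0.752 within the breeds. For H3K4me3 the number of peaks rose with the number of filtered reads (r = 0.327, permutation p = 0.00989; rho = 0.388, permutation p = 0.00246; adjusted p = 0.0148 and 0.00369), with an r of 0.403 without the 2 farthest libraries and between −0.172 and 0.608 within the breeds. No relation with the fraction of reads in peaks was detected there (r = −0.0868, permutation p = 0.507; rho = −0.0420, permutation p = 0.746; adjusted p = 0.507 and 0.746).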

**Fig. 1:**
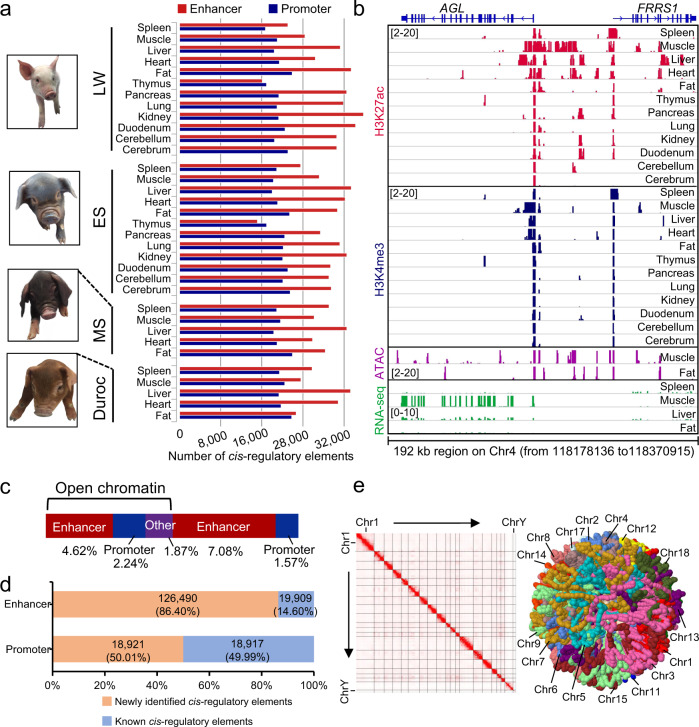
*Cis*-regulatory element landscape of the pig genome. LW, ES, and MS represent Large White, Enshi Black, and Meishan breeds, respectively. **a** Summary of *cis-*regulatory elements (enhancers and promoters) identified in various tissues of four pig breeds. **b** Genome browser views of ChIP-seq, ATAC-seq, and RNA-seq data at the *AGL* and *FRRS1* loci in tissues of LW pig. The numbers in the brackets located in the respective ChIP-seq, ATAC-seq, and RNA-seq tracks indicate their signal intensities. **c** A bar plot showing the percentage of *cis-*regulatory elements annotated in the pig genome. The percentage of enhancers (or promoters) in the black bracket were in genomic regions of open chromatin. “Other” indicates the proportion of open chromatin regions that did not overlap with enhancers or promoters. **d** Percentages of *cis-*regulatory elements newly identified in this study (salmon) and recovered by UCSC TSSs or published data (blue) from pig pluripotent stem cells^24^ and liver tissue^25^. **e** Overview of Hi-C heatmap matrix (left) and a simulated structure of 3D chromatin (right) in pig skeletal muscle. A Lorentzian objective method^27^ and GenomeFlow v2.0^28^ were used for modeling.

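Positions were compared on the 2501912388 bp of susScr11. Enhancers that lay in open chromatin regions covered 3.38% of the genome and enhancers outside them 6.94%. Promoters in open chromatin regions covered 2.53% and promoters outside them 2.13%. Open chromatin regions outside both enhancers and promoters covered 4.596% of the genome. This last share moved most when each peak was replaced by a window of 2 kb around its midpoint, to 11.3%. Counted by region, 48.8% of 210702 enhancers and 80.4% of 64325 promoters on placed chromosomes overlapped an open chromatin region by at least 1 bp. When the same regions were shifted along their chromosome 100 times, the medians were 22.8% and 27.2%, and no shift reached the observed shares (one-sided permutation p = 0.0099 for each, the smallest that 100 shifts can give). Within LW muscle alone the shares were 58.9% of enhancers and 85.1% of promoters, and within LW fat 69.9% and 84.0%. In ES muscle they were 48.7% and 85.6%, and in ES fat 66.6% and 84.9%. ATAC-seq covered 5 of the 12 tissues, so enhancers of the other tissues could only be compared with open chromatin of these 5.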

The datasets, which passed quality control procedures, were used to identify *cis*-regulatory sequences following the ENCODE guidelines (https://www.encodeproject.org/). In total, 220,723 non-redundant *cis-*regulatory sequences were identified, including 37,838 putative promoters, 146,399 potential enhancers, and 137,838 open chromatin regions mapped to the susScr11 genome assembly (Fig. 1a and Supplementary Fig. 2a). 

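For the counts made here, the regions of a breed and tissue were the merged peaks that every library of that group supported by at least 1 bp, and the regions of all groups were then merged. H3K4me3 regions were taken as promoters, and H3K27ac regions that overlapped no H3K4me3 region as enhancers. These steps gave 386390 non-redundant regions, among them 65885 promoters, 212398 enhancers and 297509 open chromatin regions. Per breed and tissue there were between 19438 (LW thymus) and 31385 (ES duodenum) promoters, with a median of 25343.5 over 34 groups. Enhancers per group lay between 11715 (MS fat) and 70815 (ES duodenum), with a median of 31281.5. Open chromatin regions per group lay between 52616 (MS fat) and 148489 (ES liver), with a median of 74004 over 16 groups. ES duodenum and ES liver ATAC-seq had 1 library each, for which no support by a replicate could be required. The same holds for every other group with 1 library, and the peaks of such groups entered the totals as listed. These include further ES tissues for ChIP-seq, and only 9 of the 16 ATAC-seq groups had 2 libraries. The number of enhancers was 90537 with windows of 2 kb around the midpoints, 129657 with peaks of −log10 p over 8 and 367716 with regions of any library of a group. For ChIP-seq the paper called peaks on merged replicates and filtered windows of 2 kb on their read coverage, and this step could not be repeated from lists of peaks. The paper also left H3K27ac regions near an annotated TSS out of its enhancers. The rule used here has no such step, so the enhancers counted here can include such regions.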

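FRRS1 is listed as ENSSSCG00000006873 on chromosome 4 of susScr11 from 118269143 to 118375846. MYOG is listed as ENSSSCG00000034654 on chromosome 9 from 113779112 to 113785381. A gene was counted as having a peak at its TSS when a peak overlapped the stretch from 2500 bp upstream to 1000 bp downstream of it. FRRS1 had an H3K27ac and an H3K4me3 peak at the TSS in 61 of 61 libraries and an ATAC-seq peak in 25 of 25. MYOG had an H3K27ac peak at the TSS in 21 of 61 libraries, an H3K4me3 peak in 9 of 61 and an ATAC-seq peak in 11 of 25. Among the 12 LW tissues, both individuals had an H3K4me3 peak at MYOG in muscle only and an H3K27ac peak in heart and muscle. In RNA-seq of LW, FRRS1 had its highest mean in kidney, 35.8 ± 6.10 TPM (SD, n = 2), which was within the replicate spread of spleen at 32.3 ± 7.61 TPM (SD, n = 2), and its lowest in cerebrum at 6.89 TPM.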

*AGL* and *FRRS1* genes located on pig Chr4 and *MYOG* on Chr9 were chosen as examples to illustrate the signal distributions of ChIP-seq and ATAC-seq around their TSSs along with their transcriptional expression (Fig. 1b and Supplementary Fig. 2b). Note that similar numbers of these *cis-*regulatory element sequences were also detected based on susScr3 genome assembly (Supplementary Table 4). The combined length of these non-redundant *cis-*regulatory sequences was approximately 434.92 million base pairs, accounting for 17.38% of the susScr11 genome assembly (Fig. 1c).

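The promoters, enhancers and open chromatin regions counted here covered 116 Mb, 258 Mb and 263 Mb. Together they covered 489.6 Mb, which is 19.6% of the genome assembly. With peaks of −log10 p over 8 only, the combined length was 413 Mb or 16.5%, and with regions of any library of a group the share was 22.9%. Windows of 2 kb in place of the called peaks gave 852 Mb or 34.1%. With replicate 1 or replicate 2 left out in all groups, the share was 21.0% and 20.9%.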

To assess the mapping accuracy of the above-identified *cis-*regulatory sequences, putative enhancers and promoters were compared with TSSs annotated by the University of California, Santa Cruz (UCSC) pig project and previously published ChIP-seq data (Supplementary Table 5) from pig pluripotent stem cells^24^ and liver tissue^25^. The results showed that approximately 50% of our putative promoters overlapped with promoters identified from published data or coincided with TSSs (Fig. 1d). Moreover, over 65% of the enhancers and known promoters identified from previously published studies can be recovered in our data (Supplementary Fig. 2c). Specifically, approximately 74% of enhancers and 98% of promoters from liver tissues^25^ were also identified in our liver tissue data (Supplementary Fig. 2d). These results indicate the high sensitivity of the methods used in this study. Notably, in liver tissue, over 53% and 36% of enhancers and promoters, respectively, were newly identified by this study (Supplementary Fig. 2e). Furthermore, in total, more than 86% of the enhancers and 50% of the promoters we identified have not been previously reported in the pig genome (Fig. 1d).

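In situ Hi-C, which records pairs of genomic positions that lie close together in the nucleus, was done on skeletal muscle of 1 LW piglet aged 2 weeks. The authors sequenced 2 libraries, pooled their reads, processed them with HiC-Pro on susScr11 and computed an ICE-normalized contact matrix in bins of 40 kb. From this matrix they called boundaries and TADs by the insulation score. The files analysed give the start and end of each TAD and of each boundary and no contact counts, so the depth behind each position is unknown here. With 1 animal there is no replicate error, and nothing in these positions separates this animal from the breed.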

The 3D structure of the pig genome was assessed using in-situ Hi-C data where the skeletal muscle of one LW pig was used as a representative tissue. In total, 1,189,583,975 paired-end reads were sequenced, yielding more than 21× coverage of the pig genome. After filtering potentially artificial reads using the HiC-Pro pipeline^26^, 408,546,465 unique valid contacts were obtained, among which 290,325,259 were *cis-*contacts. Based on these contact data, chromatin conformation was plotted as the chromatin interaction frequency (Fig. 1e, left). Moreover, a 3D genome structural modeling method^27,28^ using these data clearly showed the spatial relationships between pig genomic regions (Fig. 1e, right).

### The transcriptome of the pig genome

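RNA-seq was done on 2 individuals of each breed and tissue, 22 libraries from 11 tissues of LW and 10 libraries each from fat, heart, liver, muscle and spleen of Duroc, ES and MS. RNA was depleted of rRNA and sequenced in strand-specific libraries. The authors aligned the reads to susScr11 with TopHat, assembled new transcripts with Cufflinks and quantified the UCSC annotation together with the new transcripts with RSEM. The deposited values are TPM, each gene's share of the library after division by transcript length, without the read counts behind them. The values of each library summed to between 999998 and 1000002.1. The tables list 26116 entries, 22800 reference genes and 3316 new transcripts. Reference genes are listed by Ensembl identifier, and 14832 of them were paired with a symbol. Between 13669 and 18756 entries per library had at least 1 TPM, with a median of 15682. The paper's number of uniquely mapped reads per library was 45023496 to 111287750, with a median of 72779656, and its RNA integrity number was between 6.1 and 9. MS fat and MS spleen are given the same read numbers there, although the correlation of their log2(TPM + 1) values was 0.8286 for replicate 1 and 0.8538 for replicate 2, so the reads of these 4 libraries are uncertain.
A limit of the TPM values concerns entries with few or no reads. In every one of the 52 libraries, 2471 entries had exactly the TPM of at least 1 other entry, in 323 sets of which 311 spread over more than 1 chromosome. The median TPM of a set fell with the length of its shortest gene (Spearman correlation across sets −0.779; sets are not independent replicates). In sets whose shortest gene was under 200 bp the median was 15.2 TPM, and where it was at least 1000 bp 0.13 TPM. Taking entries within 10% or 0.011 TPM of such a shared profile, 2982 were affected, of which 1263 reached 1 TPM in at least 1 library. A value of at least 1 TPM therefore does not show that a short gene was transcribed.
The log2(TPM + 1) values of the 2 individuals of a breed and tissue had a Pearson correlation across genes of 0.961 to 0.992, with a median of 0.977 over 26 pairs. Genes are not independent replicates, so no p-value is given. Libraries of the same tissue from other breeds had a median of 0.968 (0.924 to 0.983, 120 pairs), and libraries of other tissues 0.787 (0.610 to 0.928, 1180 pairs). The median between individuals moved most when genes with a mean of at least 1 TPM were used alone, to 0.969. With TPM without the logarithm the median was 0.973, but the lowest pair, Duroc spleen, had 0.232.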

RNA-seq was used to analyze the transcriptomic features of 52 samples of 11 pig tissues from the four pig breeds (Supplementary Table 6 and Supplementary Fig. 3a). The RNA expression in each tissue showed distinct patterns, which were grouped into 20 clusters via the kmeans function in R (Fig. 2a and Supplementary Fig. 3b). Genes that were highly expressed in all samples were presented in the p20 cluster and were primarily involved in fundamental biological processes as revealed by the DAVID^29,30^ GO enrichment terms, indicating them to be housekeeping genes (Fig. 2a and Supplementary Fig. 3b–c). Tissue-specific expression trends were evident for more than half of these clusters (Fig. 2a and Supplementary Fig. 3b). 

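The rule was applied here to 22664 entries with at least 1 TPM in at least 1 library. TPM was quantile-normalized, the 2 individuals of a breed and tissue were averaged, and the means were turned into Z scores over the 26 groups. A gene was taken as specific to a tissue when every breed's Z score there was at least 3 times that of every group of every other tissue, or was above 0 where all of the latter were not. Where both were below 0 the reciprocal of their ratio had to be at least 3. By this rule 5068 entries were specific, 1448 of them new transcripts. Thymus had 1089, cerebrum 665, liver 568, cerebellum 506 and duodenum 404. There were 337 in spleen, 334 in lung, 329 in kidney, 324 in muscle, 296 in heart and 216 in fat. Tissues outside the 5 shared by all breeds came from LW alone, so there the rule rests on 2 animals. When every breed's mean TPM had to be at least 3 times that of every other tissue, without Z scores, the number was 3207, of which 3196 were among the 5068. On simulated values of 22664 genes, 200 genes were raised far more than 3-fold in 1 tissue and the others had no tissue difference. Both forms of the rule found all 200, which so large a change made nearly certain. Smaller changes were not simulated. The form with Z scores also called 60 of the unchanged genes and the plain ratio 0. That 0 follows from the small spread given to the unchanged genes.
The specific gene with the highest mean TPM was GFAP in cerebellum (ENSSSCG00000017343), with 2656 ± 272 TPM (SD, n = 2). In duodenum it was GKN3 (ENSSSCG00000037028) with 16216 ± 6308 TPM (SD, n = 2), and in lung SFTPC (ENSSSCG00000009619) with 15591 ± 1055 TPM (SD, n = 2). Over the 4 breeds it was COL3A1 (ENSSSCG00000016034) in fat with 32802 ± 6685 TPM (SD, n = 8) and MYH6 (ENSSSCG00000002029) in heart with 15568 ± 1703 TPM (SD, n = 8). ALB (ENSSSCG00000008948) had 164482 ± 23398 TPM (SD, n = 8) in liver and ACTA1 (ENSSSCG00000010190) 67254.5 ± 17779 TPM (SD, n = 8) in muscle. In spleen ENSSSCG00000007978 had 21019.9 ± 9819 TPM (SD, n = 8), with 2461 TPM in its lowest and 32214 TPM in its highest library. It was counted here among the globin genes. The Duroc spleens had 2461 and 14488 TPM and those of the other breeds 15818 to 32214 TPM. All 7 red blood cell marker genes tested were also lower in both Duroc spleens.
For 4 tissues the mean TPM of the specific gene with the highest mean, before quantile normalization, was not 3 times that of every other group. GFAP had 1150.4 TPM in LW cerebrum. TCONS_00050952, the new transcript called for cerebrum, had 29699 ± 8768 TPM (SD, n = 2) there and 37567.5 TPM in MS heart. RPS29 (ENSSSCG00000038507), called for kidney, had 18327 ± 10544 TPM (SD, n = 2) there and 15780.5 TPM in LW heart, a difference within the replicate spread. ENSSSCG00000036093, called for thymus, had 20325 ± 677 TPM (SD, n = 2) there and 23723.5 TPM in LW spleen.

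**Figure D2:**
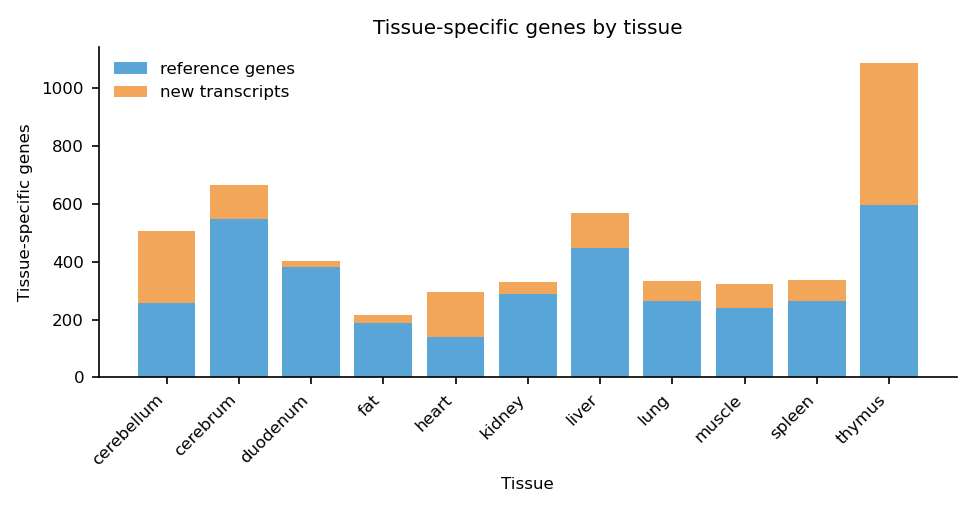
Number of tissue-specific genes per tissue under the rule with Z scores. Thymus has the most genes under the rule with Z scores, 1089.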

We further identified 4510 tissue-specific genes as determined by the *Z* score matrix, where tissue-specificity was determined by at least 3-fold higher expression than other tissues in all breeds (Supplementary Data 3). Analysis of the DAVID^29,30^ GO terms showed that tissue-specific genes were significantly enriched for specific functions of various tissues (Supplementary Data 4). The typical examples and validations of these tissue-specific genes revealed a high consistency between RNA-seq and RT-PCR results, supporting the accuracy of our analysis (Fig. 2b, c, Supplementary Fig. 3d, and Supplementary Table 7).

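Of the genes tested by RT-PCR, MYOG (ENSSSCG00000034654) had 42.5 ± 5.10 TPM (SD, n = 2) in LW muscle and at most 0.400 ± 0.283 TPM (SD, n = 2, thymus) in the other 10 tissues. UMOD (ENSSSCG00000007859), on chromosome 3 from 25473162 to 25492276, had 1655 ± 316 TPM (SD, n = 2) in kidney and at most 1.91 TPM elsewhere, in lung. RBP2 (ENSSSCG00000011663), on chromosome 13 from 80320853 to 80346112, had 832 ± 596 TPM (SD, n = 2) in duodenum and at most 9.80 ± 2.23 TPM (SD, n = 2, kidney) elsewhere. For each of these genes both individuals of the named tissue lay above all libraries of the other LW tissues. The difference in RBP2 between the 2 duodenum libraries was large compared with the spread of the other genes. At the TSS of UMOD and RBP2, both LW individuals had an H3K27ac and an H3K4me3 peak in kidney and duodenum respectively and in no other LW tissue. ATAC-seq has no library from kidney or duodenum. In the tissues it covers, a peak lay at the TSS of RBP2 in 14 of 25 libraries, from fat, liver and muscle, and at the TSS of UMOD in none. The RT-PCR itself was not analysed here.

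**Figure D3:**
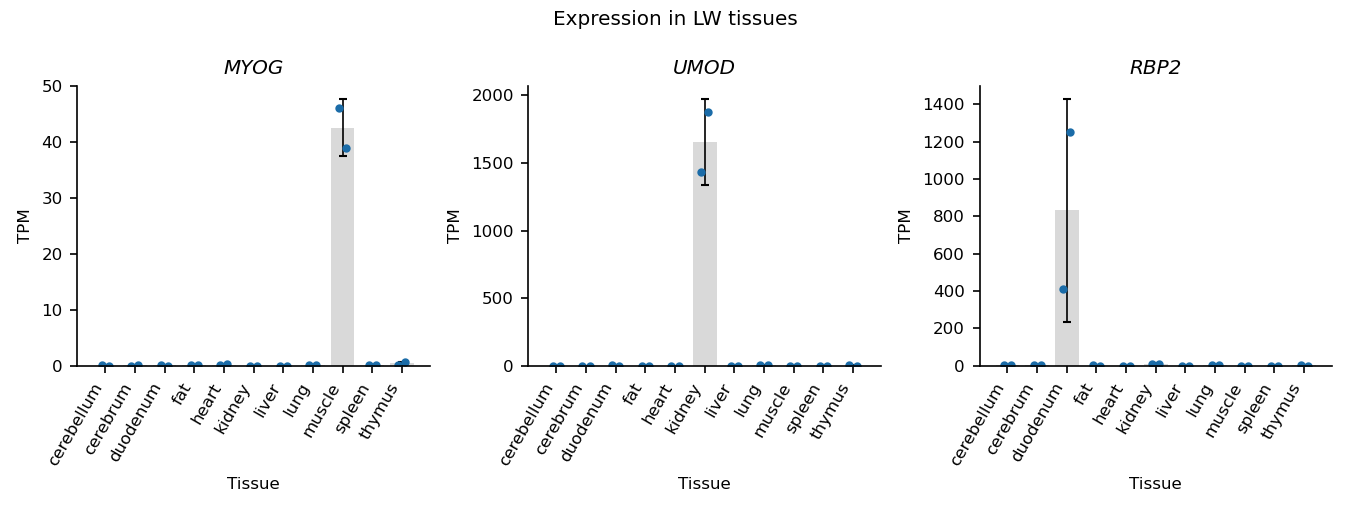
TPM of MYOG, UMOD and RBP2 (y axis) in the LW tissues (x axis), with 1 point per individual, a bar for the mean and an error bar for the SD. Each gene is highest in 1 tissue, MYOG in muscle, UMOD in kidney and RBP2 in duodenum.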

**Fig. 2:**
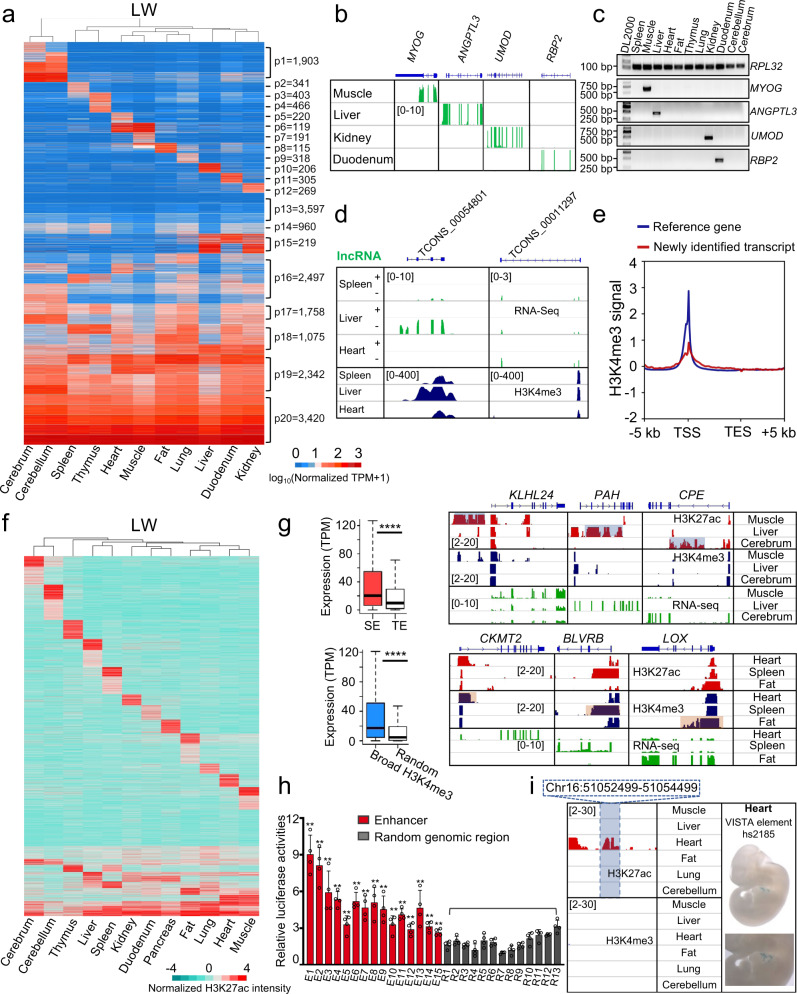
Transcriptional profiling and *cis*-regulatory elements analysis. **a** Heatmap showing gene expression patterns in 11 tissues of two-week-old Large White (LW) pigs. **b** Examples of genes exhibiting tissue-specific expression. **c** RT-PCR validation in 11 tissues of tissue-specific expression of the genes in **b**. The validation was repeated twice independently with similar results and *RPL32* was used as a control. The PCR target fragment size of *RPL32* is 93 bp, *MYOG* specifically expressed in muscle is 612 bp, *ANGPTL3* specifically expressed in the liver is 420 bp, *UMOD* specifically expressed in the kidney is 470 bp, and *RBP2* specifically expressed in the duodenum is 395 bp. The original gel pictures of RT-PCR, including this figure and its repeated experiment, were provided as a source data file. **d** Examples of lncRNAs identified in this study expressed in specific tissues. H3K4me3 signals were enriched around their TSSs. **e** The distribution of H3K4me3 signals around TSSs of UCSC reference genes and newly identified transcripts. **f** Classification of enhancers based on their chromatin states (H3K27ac) among different tissues of LW pigs. **g** Statistical comparisons and representative expression profiles of genes associated with super-enhancers (top) or associated with broad H3K4me3 peaks (bottom). SE and TE indicate super- and typical enhancers, respectively. Blue shading (top) indicates SE regions; orange shading (bottom) indicates broad H3K4me3 regions (right panels). The bounds of boxplots represent the 25th percentile, median, and 75th percentile. The minima and maxima values of boxplots were defined by excluding outliners. *P*-values were calculated using a two-sided unpaired Wilcoxon test. **** indicates *P* < 2.2e−16 (*n* = 19,451 genes for super-enhancers, *n* = 178,670 genes for typical enhancers, *n* = 51,666 genes for H3K4me3 regions, and *n* = 51,666 genes for random regions). **h** Validation of the enhancers identified in this study using a Dual-Luciferase Reporter Assay System in pig 3D4/21 cells. Data shown are means ± SD (*n* = 4). * indicates *P* < 0.05, ** indicates *P* < 0.01 (3.3e−25 < *P* < 0.021), which was calculated with a two-sided Student’s *t*-test without multiple comparisons. **i** Tissue-specific enhancers from pig heart tissue carrying the conserved VISTA-validated element hs2185^43^. The numbers in brackets in ChIP-seq and RNA-seq tracks indicate signal intensity.

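An H3K27ac peak overlapped the stretch of chromosome 16 shown in the panel of hs2185 in 8 of 8 heart libraries, 2 from each breed, and in 0 of the other 53 H3K27ac libraries. An ATAC-seq peak was listed in 3 of 3 heart libraries and in 0 of the other 22. No H3K4me3 peak was listed there in any of the 61 libraries. The lists hold only peaks past the threshold, so weaker signal in other tissues cannot be excluded.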

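Of the 26116 entries with TPM values, 3316 are new transcripts, named by their TCONS number. TCONS_00054801 lies on chromosome 4 from 110412163 to 110413455 and TCONS_00011297 on chromosome 11 from 18425461 to 18461735, both on the minus strand. TCONS_00011297 had an H3K27ac and an H3K4me3 peak at its TSS in all 61 libraries and an ATAC-seq peak in all 25. TCONS_00054801 had an H3K4me3 peak there in 61 libraries, an H3K27ac peak in 51 of 61 and an ATAC-seq peak in 21 of 25. Taken by mean TPM over the 2 individuals of LW, 3264 new transcripts had at least 1 TPM in at least 1 of the 11 tissues, 632 in all 11 and 442 in 1 tissue only. Only 2 new transcripts belonged to the profile of equal TPM values that many short genes share.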

We next identified 3316 new transcripts, including 1713 lncRNAs (based on the susScr11 assembly, see “Methods” section; Fig. 2d and Supplementary Data 5), which had not been annotated previously. We detected roughly equal numbers of new transcripts in all tissues, suggesting that early investigations into pig transcriptomes possessed limited power to detect these particular transcripts (Supplementary Fig. 3e). Furthermore, we found enriched H3K4me3 signals in the vicinities of the TSSs of these newly identified transcripts (Fig. 2d, e and Supplementary Fig. 3f), providing plausible support for their transcription. Such robust identification further confirmed the advantage of using rRNA depleted RNA and constructing strand-specific libraries, which were rarely used in early studies of pigs. 

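In LW the number of new transcripts with a mean of at least 1 TPM was 2235 in cerebellum, 2172 in lung, 2165 in cerebrum and 2155 in duodenum. It was 2030 in fat, 1859 in kidney, 1855 in heart, 1832 in thymus and 1582 in spleen, and lowest in muscle with 1276 and liver with 1103. The highest number was 2.03 times the lowest, against a ratio of 1.26 for reference genes. The threshold moved the numbers most. At 0.1 TPM or more they lay between 2667 and 3203, and above 0 TPM between 3304 and 3316.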

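A TSS was counted as marked when an H3K4me3 region of any breed and tissue lay within 1000 bp of it. Of 3222 new transcripts on placed chromosomes, 1519 (47.1%) were marked, against a median of 9.42% when the TSSs were shifted along their chromosome 100 times (one-sided permutation p = 0.0099, the smallest that 100 shifts can give). Of 21466 reference genes, 15169 (70.7%) were marked, against 10.1% after shifting. Among the 2720 new transcripts more than 5 kb from a reference TSS the share was 39.7%, and within 2500 bp of the TSS it was 51.6% for all new transcripts. By their highest mean TPM, 68.1% of new transcripts with 1 to 10 TPM and 41.1% of those with at least 10 TPM were marked, whereas for reference genes the shares were 48.7% and 88.2%. From the H3K4me3 signal near these TSSs, the paper proposes that the new transcripts are transcribed.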

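Tau, an index that is 0 for a gene expressed equally in all tissues and 1 for a gene expressed in a single tissue, was computed on log2(TPM + 1) of the 11 LW tissue means. Its median was 0.687 over 3316 new transcripts and 0.337 over 22652 reference genes, a difference of 0.350 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give; genes are not independent replicates). TPM without the logarithm moved the difference most, to 0.254. With reference genes matched to the new transcripts on their highest expression it was 0.308. Without the genes of the shared profile of equal TPM the median of reference genes was 0.389 and the difference 0.298. With replicate 1 or replicate 2 left out, the difference was 0.361 and 0.302.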

Our results also showed that the tissue specificity index of our newly identified transcripts was higher than that of annotated genes using the Tau method^31,32^ in R (Supplementary Fig. 3g).

### Analysis of *cis-*regulatory elements in the pig genome

Enhancer sequences are fundamental regulators for tissue-specific gene expression and have major functional impacts on the establishment of distinct gene expression patterns^5,33^. We cataloged such tissue-specific patterns associated with putative enhancers in various pig tissues (Fig. 2f and Supplementary Fig. 4a) and identified 15,753 tissue-specific enhancers with high confidence (see “Methods” section; Supplementary Data 6). 

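Positions of the paper's tissue-specific enhancers were complete here for 8 tissues, 6595 enhancers in all. The share of a tissue's enhancers that an H3K27ac region of the same tissue overlapped was between 89.2% (cerebrum) and 100% (liver). H3K27ac regions of each of the other tissues overlapped far fewer, with medians between 0.0984% (kidney list) and 0.649% (fat list), and the highest single share was 3.72% of the spleen enhancers by liver regions. The difference between the own tissue and the median of the others had a median of 98.2 percentage points over the 8 lists. It moved most when at least 50% of the enhancer had to be covered, to 83.7. The lists were chosen by the authors on these same samples, so these shares are not independent evidence and no p-value is given.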

The HOMER^34^ analysis revealed that the motifs of known transcription factors with tissue-specific expressions from other species^5,35,36^ were also significantly (*P* < 10^−10^) enriched in the tissue-specific enhancers of pigs, supporting the tissue-specific functions of these enhancers (Supplementary Table 8). Results from GO analysis with the Genomic Regions Enrichment of Annotations Tool (GREAT^37^) indicated the enrichment for corresponding tissue-specific functional processes (e.g., nervous system development in the cerebrum, Supplementary Data 7), further supporting that these identified sequences do indeed function as tissue-specific *cis-*regulatory elements.

The concept of super-enhancer elements is well-established—these elements typically comprise multiple enhancer elements and represent major drivers of transcriptional activation^38,39^. In this study, 414–1306 super-enhancers were separately identified in each tissue of each breed using the ROSE algorithm^38,40^ (Supplementary Table 9 and Supplementary Fig. 4b). As expected, the expressions of super-enhancer-associated genes were significantly higher than those of typical enhancer-associated genes (Fig. 2g). Moreover, the H3K27ac intensities with super-enhancer loci also exhibited tissue-specific patterns (Supplementary Fig. 4c). Indeed, the GO enrichment analysis using GREAT^37^ indicated that the super-enhancers could largely define the identities of the respective tissue types (Supplementary Fig. 4d).

The broad H3K4me3 peaks and H3K27ac enriched active promoters were reported to induce increased gene transcriptional activation^41,42^. 

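The peak lists are of narrow H3K4me3 peaks, so peaks within 1000 bp of each other were merged here before the length was taken. Regions over 5000 bp that overlapped a TSS stretch numbered between 288 and 1113 per breed and tissue, with a median of 784.5 over 34 groups. A minimum of 4 kb moved the median most, to 1579.5, with between 627 and 2079 regions per group. Without merging across gaps the median was 434.5.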

Results from our separate analysis revealed 418–1899 broad H3K4me3 peaks (i.e., those H3K4me3 peaks exceeding 5 kb in size) in each tissue of each breed (Supplementary Table 10). Similar to our data for the super-enhancers, the expression of genes near broad H3K4me3 peaks was significantly higher than randomly selected genes (Fig. 2g). 

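Genes whose TSS stretch was overlapped by such a broad H3K4me3 region were compared with other genes in the 26 groups with RNA-seq. Their median log2(TPM + 1) was higher than that of all other genes by 2.58 in the median over groups, with 2.26 as the lowest and 3.64 as the highest difference, and higher in 26 of 26 groups. Against genes with an H3K4me3 region of 5000 bp or less the difference was 1.02 (0.62 to 1.67), again in 26 of 26 groups. A pseudocount of 0.1 moved the first of these differences most, to 3.10. Groups of different breeds share tissues and genes, so the range over groups is given in place of a p-value.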

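A promoter was taken as active here when an H3K27ac region of the same breed and tissue overlapped an H3K4me3 region or a TSS stretch. By this rule there were between 15299 and 30399 active promoters per breed and tissue, with a median of 21938.5 over 34 groups. With −log10 p over 8 the numbers lay between 12687 and 23614, with a median of 18075.5. When 1 library of each group was used alone, the medians were 27230 without replicate 1 and 27086 without replicate 2.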

We also separately identified 13,971–20,138 active promoters in each tissue of each breed (Supplementary Table 10). In addition, the expression of genes with active promoters was also significantly higher than the genes without H3K27ac promoters (Supplementary Fig. 5a–b). 

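Genes with an H3K27ac region at the TSS had a median log2(TPM + 1) that was higher than that of genes without one by 3.35 in the median over the 26 groups. The lowest difference in a group was 2.53 and the highest 3.82, and the sign was the same in 26 of 26 groups. A pseudocount of 0.1 gave the largest change, with a median difference of 4.72. The size of the difference depends on how the lowest values are treated.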

Similar to the super-enhancers, the H3K27ac intensities of active promoters also revealed tissue-specific patterns indicating their roles in driving tissue-specific gene expressions (Supplementary Fig. 5c).

To confirm the reliability and accuracy of our method, we randomly selected 15 predicted non-tissue-specific enhancers and 18 promoter sequences for validation in pig 3D4/21 cells based on the Dual-Luciferase reporter assay. 

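Positions were used for 14 distinct enhancers and 18 promoters tested as non-tissue-specific elements, and for 13 enhancers and 10 promoters tested as pig-specific elements. Of 11 pig-specific promoters listed, 1 has a listed length of 1 bp and was left out. H3K27ac regions of at least 1 breed and tissue overlapped 14 of 14 non-tissue-specific and 13 of 13 pig-specific enhancers. H3K4me3 regions overlapped 18 of 18 and 10 of 10 promoters. When the tested elements were shifted along their chromosome 1000 times, the median overlap was 42.9% for non-tissue-specific and 38.5% for pig-specific enhancers and 5.56% for non-tissue-specific and 10% for pig-specific promoters. The elements were selected by the authors from these data, so the overlap follows from their selection and no p-value is given. The luciferase activities were not analysed here.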

The results showed significantly increased transcriptional activities by the tested enhancers and promoters compared with random genomic regions (*P* < 0.01, Student’s *t*-test; Fig. 2h and Supplementary Fig. 5d). Moreover, it was notable that 1216 of the identified enhancers harbored conserved sequences with the well-known human VISTA enhancers^43^ (Fig. 2i, Supplementary Fig. 4e, and Supplementary Data 8).

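Of 1213 enhancers with a VISTA sequence whose positions were listed, 1165 (96.0%) were overlapped by an H3K27ac region. The authors called these enhancers from the same H3K27ac libraries, so the overlap follows from their selection and no p-value is given. With at least 50% of the enhancer covered the share was 78.2%. Among the 7 tissues with H3K27ac lists of 2 breeds the share by tissue was between 10.7% in thymus and 39.7% in cerebrum, and among the 5 tissues with lists of 4 breeds between 30.2% in spleen and 41.0% in heart. Regions of more breeds cover more enhancers, so tissues with 2 and with 4 breeds were not ranked together.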

### The 3D genome structure of the pig genome

The Hi-C-based 3D structure of the pig genome was partitioned into either the active “A” compartments or the inactive “B” compartments following principal component analysis using the runHiCpca.pl script of HOMER^34^ (Fig. 3a). Our data illustrated that the “A” compartments were highly enriched in actively transcribed genes, active histone modifications, and open chromatin signals (Fig. 3b). Further analysis revealed distinct topologically associating domain (TAD) structures at 40 kb resolution (Fig. 3c). In total, 2364 boundaries were identified at this resolution, and collectively 2305 TADs were defined in the susScr11 genome assembly using the insulation score method^44,45^. 

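The listed TADs numbered 2305 and the boundaries 2364. On the autosomes alone there were 2219 TADs and 2268 boundaries. Together the TADs covered 2216 Mb or 88.6% of the genome assembly.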

Notably, our further comparisons revealed very little difference in the span lengths of TADs between human^46^ and pig genomes (Supplementary Fig. 6a). Moreover, sub-domains present in the TADs based on the insulation scores were also further characterized by the directionality index (DI)^47^ and TopDom analysis^48^ (Fig. 3c, bottom).

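The median length of the 2305 TADs was 920 kb, with quartiles of 720 kb and 1160 kb. The shortest TAD was 200 kb long and the longest, on chromosome 6 from 55920001 to 58560000, was 2640 kb. With the 2289 TADs of up to 2 Mb the median was again 920 kb. Human TADs were not analysed here.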

**Fig. 3:**
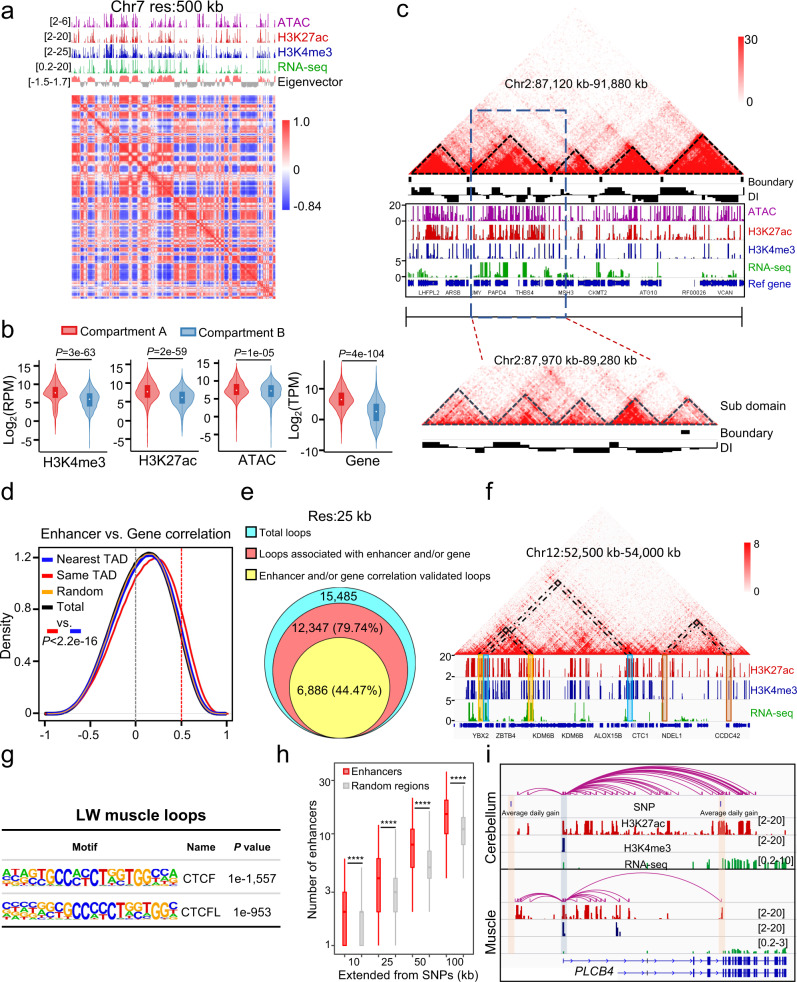
3D structure and regulation of *cis*-regulatory elements. **a** ATAC-seq, ChIP-seq, and RNA-seq enrichment and correlation map of a Hi-C matrix for chromosome 7 at 500 kb resolution (res) in LW muscle. **b** Signal intensities in the enrichment of histone modifications (H3K27ac and H3K4me3), open chromatin, and gene expression in the active “A” compartment (H3K4me3 *n* = 1167; H3K27ac *n* = 1168; ATAC-seq *n* = 1167; Gene *n* = 1004) and the inactive “B” compartment (H3K4me3 *n* = 1192; H3K27ac *n* = 1192; ATAC-seq *n* = 1191; Gene *n* = 832). A two-sided unpaired Wilcoxon test was used to calculate *P*-values. **c** TAD structure on chromosome 2 (87,120 kb–91,880 kb). Heatmap for normalized Hi-C interaction frequencies overlaid on RNA-seq data, ChIP-seq data, ATAC-seq data, directionality index (DI), and TAD boundaries. **d** Distribution of Spearman correlation coefficients between gene expression profiles and H3K27ac intensity for a given enhancer. The red vertical dotted line indicates the estimated cutoffs for significant correlation. The two-side unpaired Wilcoxon test was used to calculate *P*-value. **e** Venn diagram showing numbers of total identified Hi-C loops (blue circle), loops associated with enhancers and/or genes (red circle), and loops validated by significantly correlated enhancers and/or genes (yellow circle) at a resolution (res) of 25 kb. **f** Hi-C interaction heatmap showing consistency between the Hi-C loops and highly correlated *cis-*regulatory elements on chromosome 12 (52,500 kb–54,000 kb). The shading with the same color across tracks indicates consistency between Hi-C loops and significantly correlated enhancer-enhancer pairs, gene-gene pairs, or enhancer-gene pairs. **g** Enrichment for CTCF motifs at loop anchors. The motif enrichment was based on open chromatin regions in ATAC-seq data. The *P*-values were using a two-side cumulative hypergeometric test without adjustments. **h**, The number of enhancers detected at the indicated distances from GWAS-associated SNPs. The **** indicates *P* < 2.2e−16 and a two-sided unpaired Wilcoxon test was adopted to calculate *P*-values. The *n* = 2577, *n* = 3059, *n* = 3283, and *n* = 3378 SNPs were for extending 10 kb (*P* = 6.6e−38), 25 kb (*P* = 6.2e−98), 50 kb (*P* = 9.8e−127), and 100 kb (*P* = 1.9e−152) distances respectively. The bounds of boxplots represent the 25th percentile, median, and 75th percentile. The minima and maxima values of boxplots were defined after excluding outliners. **i** Significantly correlated enhancers and GWAS-associated SNPs around the *PLCB4* gene in pig cerebellum and muscle tissues. The orange shading indicates SNP loci and the blue shading shows *PLCB4* gene promoter regions. The purple curve lines indicate the enhancers that were significantly correlated with the *PLCB4* gene. The numbers in brackets (right side) indicate ChIP-seq, ATAC-seq, and RNA-seq signal intensities.

*Cis-*regulatory elements in different TADs could be insulated by boundaries^49^, and it is possible that a significant fraction of enhancers may not interact with their nearest genes, but rather with specific long-range genes^50^. Thus, we adopted the Spearman correlation coefficients (SCCs) analysis to reveal the enhancer/gene organizations of the pig genome. 

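Pairs of genes were compared by the Spearman correlation of their mean TPM over the 26 breed and tissue groups, for 21518 genes with at least 1 TPM in at least 1 group. The 196156 pairs with both TSSs in the same TAD of LW muscle had a mean correlation of 0.400, and the 239647 pairs in neighbouring TADs 0.323, a difference of 0.0771. TADs shifted along their chromosomes 1000 times gave a median difference of 0.0577 and a highest of 0.0791 (one-sided permutation p = 0.006). Most of the difference was therefore also present for shifted TADs, because pairs within a TAD lie closer together. Their median distance was 290.3 kb, against 1044 kb between neighbouring TADs. With both kinds of pairs weighted to the same TSS distances, the difference was 0.0377, against a median of −0.000772 for shifted TADs (permutation p = 0.008). Pearson correlation of log2(TPM + 1) moved the difference most, to 0.108. Over the 11 LW tissues alone it was 0.0839 (permutation p = 0.042). Without the genes of the shared TPM profile the difference was 0.0844.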

The results showed that SCCs of enhancer-gene pairs in the same TADs were significantly higher than those of enhancers and genes spanning the two nearest adjacent TADs (Fig. 3d), and also those of corresponding enhancer-enhancer pairs and gene-gene pairs (Supplementary Fig. 6b, c). Thus, significant enhancer-enhancer pairs (*R* > 0.5), gene-gene pairs (*R* > 0.8), and enhancer-gene pairs (*R* > 0.5) embedded in the same TAD were identified based on their SCC values (Fig. 3d and Supplementary Fig. 6b, c).

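A Spearman correlation over 0.8 was found for 27049 gene pairs of the same TAD, which is 13.8% of these pairs. Among pairs in neighbouring TADs the share was 5.18%. Because correlations were higher within TADs, the paper reasons from pairs in the same TAD and takes gene pairs past this correlation as significant. Pairs with enhancers need read signal and were not analysed here.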

We next identified the chromatin loops via Hi-C matrix analysis. Here, 15,485 loops at 25 kb resolution and 11,838 loops at 40 kb resolution were identified by the modified HiCCUPS^51^ algorithm (Fig. 3e and Supplementary Fig. 6d). An integrative analysis of Hi-C and *cis-*regulatory element datasets revealed that, at the 25 kb resolution level, 79.74% (12,347) of the loops were associated with *cis-*regulatory elements, and 44.47% of the loops were validated by the significantly correlated *cis-*regulatory elements (Fig. 3e, f). Similar statistical results were obtained at the resolution of 40 kb (Supplementary Fig. 6d). A subsequent analysis that integrated the loop data with open chromatin regions based on the ATAC-seq data revealed significant enrichments for CTCF-binding motifs in the anchors of these loops (Fig. 3g). These results further support that the role of CTCF binding in mediating the 3D structure of mammalian genomes is strongly conserved^47,51^.

To investigate the global nature of enhancers in the regulation of complex traits in pigs, we collected published genome-wide association studies (GWASs) significantly-associated SNPs and investigated the enrichment of enhancers around them. In total, 7238 published GWAS significantly-associated SNPs were collected, and 3445 of them were non-redundant. Our results found that enhancers were significantly enriched around the GWAS significantly-associated SNPs compared with random genomic regions at different extended distances (Fig. 3h). Previous studies reported that the *PLCB4* gene represents one of the candidate genes for pig growth and average daily gain traits^52,53^. Our results extend this finding by showing the significantly-associated SNPs that were associated with an average daily gain in pigs^53,54^ were located near the significantly correlated enhancers of the *PLCB4* gene (Fig. 3i). Furthermore, the *PLCB4* gene was highly expressed in the cerebellum, and its expression was also detected in muscle tissue. These results indicated that the enhancers around the GWAS significantly-associated SNPs were potentially associated with the related pig complex traits.

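PLCB4 is listed as ENSSSCG00000007058 on chromosome 17 from 17916027 to 18402537. In LW its highest mean was 241 ± 33.3 TPM (SD, n = 2) in cerebellum, followed by 61.4 ± 0.898 TPM (SD, n = 2) in heart. In LW muscle it had 15.8 ± 2.82 TPM (SD, n = 2), and in muscle of Duroc, ES and MS 20.0, 16.4 and 21.0 TPM. Its lowest LW mean was 0.96 TPM in liver. Both cerebellum libraries lay above all other LW libraries. An H3K4me3 peak was listed at its TSS in all 61 libraries, an H3K27ac peak in 58 of 61 and an ATAC-seq peak in all 25.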

### Comparison of histone changes and genome sequence variants cross different pig breeds

It is known that major economic traits including backfat thickness and growth rate differ between Western commercial and Chinese local pig breeds. We identified 7708 non-redundant differentially expressed (DE) genes at *FDR* < 0.05, of which 4469 showed |log_2_FC| ≥ 1 (Supplementary Data 9), using the DEseq2^55^ R package and based on the gene expressions in skeletal muscle, fat, spleen, liver, and heart among the four pig breeds. In addition, more DE genes were identified through the comparison between Western commercial pig and Chinese local pig breeds than those between LW and Duroc in most tissues (Fig. 4a, b, Supplementary Fig. 7a and Supplementary Data 9).

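Differential expression was tested here with limma on log2(TPM + 1), because the files hold TPM and no counts. In each tissue the 8 libraries of the 4 breeds were fitted together with 1 mean per breed, and genes with at least 1 TPM in at least 2 of the 8 libraries were tested, from 15068 genes in liver to 17907 in fat. The paper's filter on read counts could not be applied to TPM. Over the 5 comparisons that the paper lists and 5 tissues, 2309 non-redundant genes had an adjusted p under 0.05 (limma with trend, Benjamini-Hochberg adjustment per tissue and comparison), and 2166 genes also had an absolute log2 fold change of at least 1. With only the 4 libraries of the 2 breeds compared in each fit, the number was 3946, of which 1851 genes were among the 2309. Leaving out LW replicate 2 gave 5645 genes, Duroc replicate 1 gave 1323 and Duroc replicate 2 gave 1190. In simulated muscle data of 15339 genes, 31.5% of genes changed by 1 log2 unit between LW and ES were recovered with 2 animals against 2, 73.4% of those changed by 2 and 90.6% of those changed by 4, with 5.43% false calls. The simulation drew the noise of each gene independently and gave no library a shift of its own. These rates may therefore not hold for the real libraries.
The calls include genes whose values follow the shared profile of equal TPM. Of the comparisons that the paper lists, 8 had such calls. In liver they were 41 of 138 (LW versus MS), 14 of 39 (Duroc versus LW) and 14 of 429 (LW versus ES), in muscle 27 of 373 (Duroc versus ES), 14 of 37 (Duroc versus LW), 14 of 48 (Duroc versus MS) and 13 of 61 (LW versus ES), and in spleen 55 of 914 (Duroc versus MS). Without the genes of this profile 2406 non-redundant genes were called, of which 2201 were among the 2309.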

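Between Duroc and LW, 8 genes were called in fat, 4 in heart, 39 in liver, 37 in muscle and 543 in spleen. Between LW and ES the numbers were 2, 16, 429, 61 and 47, and between LW and MS 6, 37, 138, 30 and 44. Between Duroc and ES they were 76, 36, 483, 373 and 549, and between Duroc and MS 36, 32, 104, 48 and 914. In 15 of the 20 Western–Chinese comparisons more genes were called than between Duroc and LW of the same tissue, in all 4 of heart and of liver, 3 of 4 in muscle and 2 of 4 each in fat and spleen. Comparisons that share a breed share its libraries, so these counts are not independent. Single libraries moved the tallies, and neither all 4 in heart nor all 4 in liver held with every library left out. Without LW replicate 2 in heart, neither LW versus ES nor LW versus MS gave more genes than Duroc versus LW. Without Duroc replicate 2 in liver, Duroc versus MS gave fewer genes than Duroc versus LW. Without LW replicate 1 in muscle, LW versus ES did too. Each such fit leaves 1 breed with a lone library. In heart without LW replicate 2, neither comparison of LW with a Chinese breed gave more genes than Duroc versus LW. The tally of all 4 did not hold there. Without LW replicate 1 the number between Duroc and LW rose, and both LW comparisons stayed above it. The number between Duroc and ES fell with any of its libraries left out. Such fits leave 1 breed with a lone library, so only directions are given for heart and liver. In fat, the number between Duroc and LW was 26 without Duroc replicate 1 and 1 to 3 without any other of its libraries, and the number between LW and ES was 113 without ES replicate 2. In spleen, leaving out LW replicate 2 raised the number between Duroc and LW from 543 to 4706, whereas it was 100 without LW replicate 1 and 201 without Duroc replicate 2. In muscle, the number between Duroc and LW lay between 20 without LW replicate 2 and 86 without Duroc replicate 1, with 22 without LW replicate 1 and 21 without Duroc replicate 2. Between LW and ES in muscle it was 21 without either LW library and 17 without either ES library.
In a fit of 4 Western against 4 Chinese libraries per tissue, limma called 124 genes in fat, 25 in heart, 182 in liver, 72 in muscle and 11 in spleen. No other split of the 8 libraries into 4 and 4 gave as many genes in fat, liver or muscle, where the highest counts were 1, 1 and 37. In heart another split gave 71 genes and in spleen 2686. Most of these splits part the 2 libraries of at least 1 breed. With breeds kept whole there are 3 groupings, which allow no p below 0.333, and the other 2 gave at most 1 gene in any tissue. Single libraries moved these counts, to 0 in fat without Duroc replicate 1 or ES replicate 2 (limma, with 2450 and 2643 genes at an unadjusted p under 0.05). Without MS replicate 1 limma called 83 genes in heart, 891 in liver and 701 in muscle, and without LW replicate 1 it called 863 in spleen. The paper bases its statement on the number of DE genes per comparison and tissue.

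**Figure D4:**
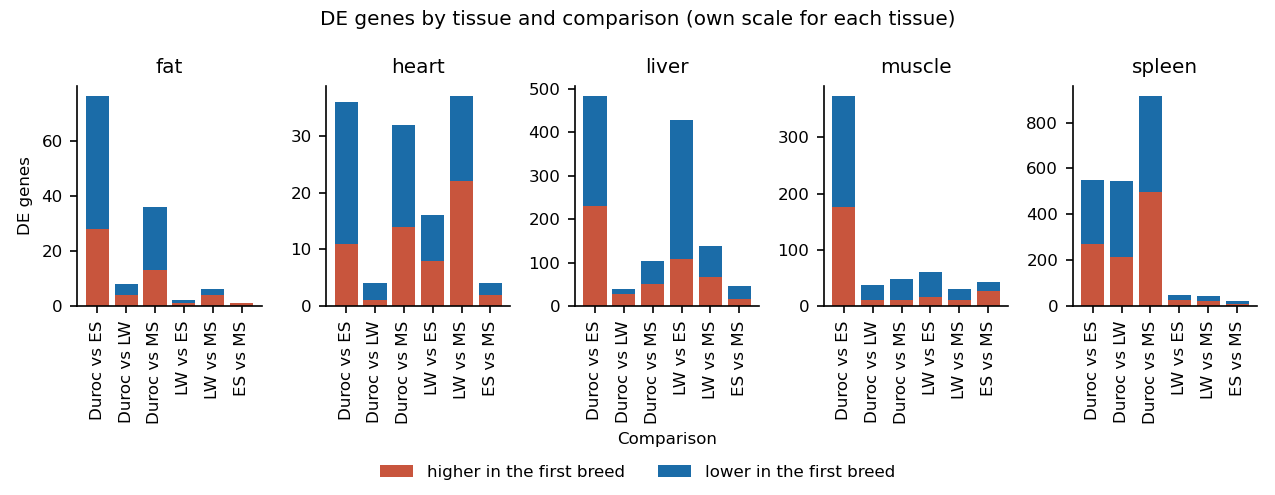
Number of DE genes (y axis) for each comparison of breeds (x axis) in the 5 tissues, limma at an adjusted p under 0.05. The highest number is 914, between Duroc and MS in spleen.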

**Fig. 4:**
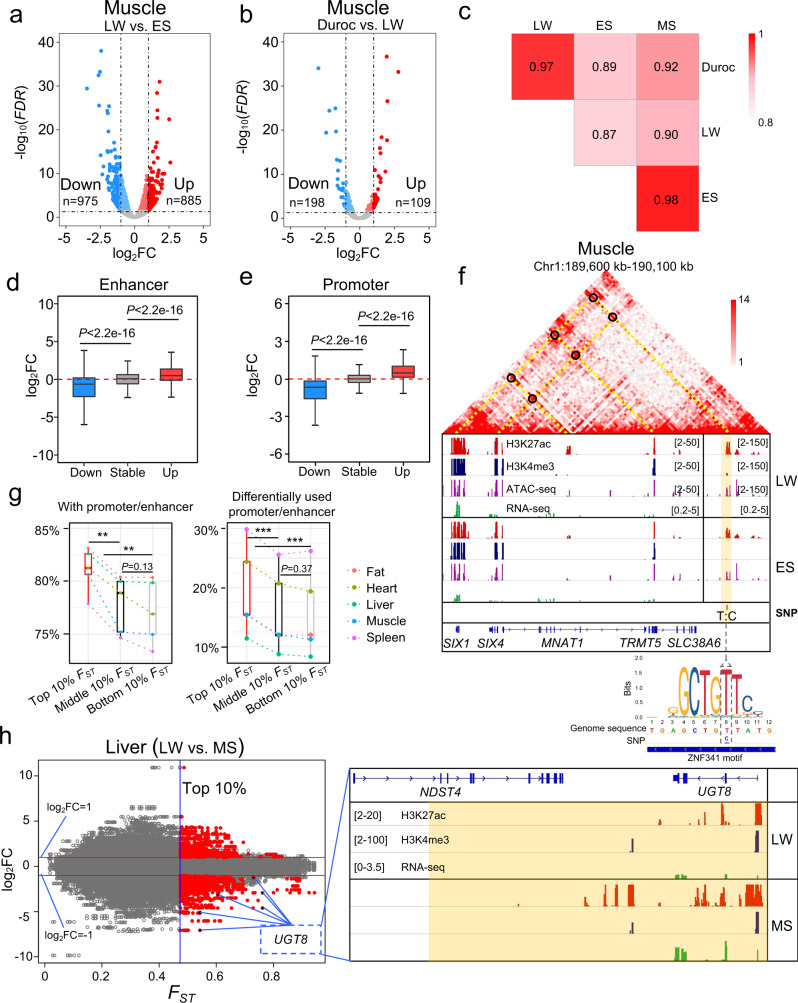
Differentially expressed genes and variable histone intensity of *cis*-regulatory elements among pig breeds. **a** The *FDR* distribution from a comparison of differential gene expression in muscle tissue of LW compared with ES pigs. **b** The *FDR* distribution from a comparison of differential gene expression in muscle tissue between LW and Duroc pigs. The red dots indicate upregulated genes, and blue dots indicate downregulated genes. **c** Pearson correlation heatmap of H3K27ac intensities at ±500 kb around all differentially expressed genes (*FDR* < 0.05) in muscle tissue of four pig breeds. **d** Boxplot of fold change (FC) in H3K27ac intensities of the enhancers (Up *n* = 2161; Down *n* = 3762; Stable *n* = 6079) of differentially expressed genes (*FDR* < 0.05 and |log_2_FC| ≥ 1) between different pig breeds in each tissue. **e** Boxplots showing fold changes in the H3K27ac intensities of active promoters (Up *n* = 2925; Down *n* = 5175; Stable *n* = 11,711) of differentially expressed genes (*FDR* < 0.05 and |log_2_FC| ≥ 1) between different pig breeds. **f** An example of a T/C SNP (Chr1:190035161) with allele frequency difference (ΔAF = 0.63) between LW and ES located in the enhancer correlated with the expression of transcription factors of *SIX1* and *SIX4*. Yellow shading indicates the region harboring the SNP, and black circles indicate Hi-C contact maps. **g** The different 10% quantile *F*_*ST*_ regions associated with *cis*-regulatory elements. ** in the left panel indicate *P* < 0.01 (*P* = 0.0042, *P* = 0.0020) and was calculated by two-sided paired *t*-test (*n* = 5). *** in the right panel indicates *P* < 0.001 (*P* = 0.00018, *P* = 0.00037) and was calculated by a two-sided paired *t*-test (*n* = 5). **h** Left: distribution of *F*_ST_ values and log_2_FC in histone modifications (H3K27ac) of *cis*-regulatory elements in liver tissue of LW and MS pigs. Right: example of histone modification signal of enhancers and promoters near the differentially expressed *UGT8* gene. Yellow shading indicates the top 10% of the *F*_ST_ genome region. *P*-values in **d** and **e** were calculated by the two-side unpaired Wilcoxon test. The bounds of boxplots represent the 25th percentile, median, and 75th percentile. The minima and maxima values of boxplots were defined after excluding outliners. The numbers in brackets located in the tracks of ChIP-seq, ATAC-seq, and RNA-seq indicate signal intensities.

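In muscle, the largest changes between LW and ES among genes past the threshold whose 2 libraries of a breed both lay above both of the other were in TCONS_00044997 (chromosome 2, 1381838 to 1383096). It had 506.6 and 400.6 TPM in LW and 5.17 and 3.31 TPM in ES, a log2 fold change of 6.45 (standard error 0.67, limma, Benjamini-Hochberg adjusted p = 0.0159). Under 9 other settings the change lay between 6.19 and 6.73 and passed the threshold in 5. ENSSSCG00000031575 (chromosome 1, 250084812 to 250085017) and ENSSSCG00000031623 (chromosome 6, 47712941 to 47746809) were listed at 0 in both LW libraries and at 60.7 and 87.2 TPM in ES (limma, Benjamini-Hochberg adjusted p = 9.9e-06). These 2 genes have the same TPM in every library and follow the shared profile of short genes, so their values need not come from reads.
Between Duroc and LW in muscle, ATP8 (ENSSSCG00000018080, chromosome M, 8959 to 9162) had 8234 and 10394 TPM in Duroc and 22.9 and 25.1 TPM in LW, a log2 fold change of 8.53 (standard error 0.44, limma, Benjamini-Hochberg adjusted p = 0.000169). TCONS_00078317 (chromosome 9, 4700024 to 4702190) changed the other way, with 41.2 and 47.1 TPM in Duroc and 3618 and 5046 TPM in LW (log2 fold change −6.57, standard error 0.29, limma, Benjamini-Hochberg adjusted p = 0.000169). Of the 204 bp of ATP8, 196 align within TCONS_00078317 with 98.5% identity, so that reads could be assigned to either and both values are uncertain. Alignments to the mitochondrial genome of 833, 800 and 534 bp, at 98.5% to 99.2% identity, covered nearly all 2167 bp of TCONS_00078317. Its reads therefore need not come from chromosome 9. ENSSSCG00000021087 (chromosome 13, 194437473 to 194439042) was listed at 0 in both Duroc libraries and at 69.3 and 39.2 TPM in LW, and it too follows the shared profile of short genes. ATP8, TCONS_00078317 and ENSSSCG00000021087 passed the threshold under all 9 other settings.
UGT8 (ENSSSCG00000031904, chromosome 8, 108230635 to 108418077) had 3.76 and 4.37 TPM in LW liver and 16.0 and 13.9 TPM in MS liver, a log2 fold change of −1.65 (standard error 0.18, limma, Benjamini-Hochberg adjusted p = 0.0095). Under 9 other settings it lay between −1.85 and −1.49 and passed the threshold in 7, with a highest adjusted p of 0.0727. Its means in LW cerebellum and cerebrum were 193 and 186 TPM. The annotations place its TSS 102793 bp apart. At 108418077, the TSS in the TPM tables, no H3K27ac or H3K4me3 peak was listed in any library and an ATAC-seq peak in 2 of 25, whereas at 108315284, the TSS in the NCBI annotation, an H3K4me3 peak was listed in 61 of 61 libraries, an H3K27ac peak in 34 of 61 and an ATAC-seq peak in 25 of 25.

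**Figure D5:**
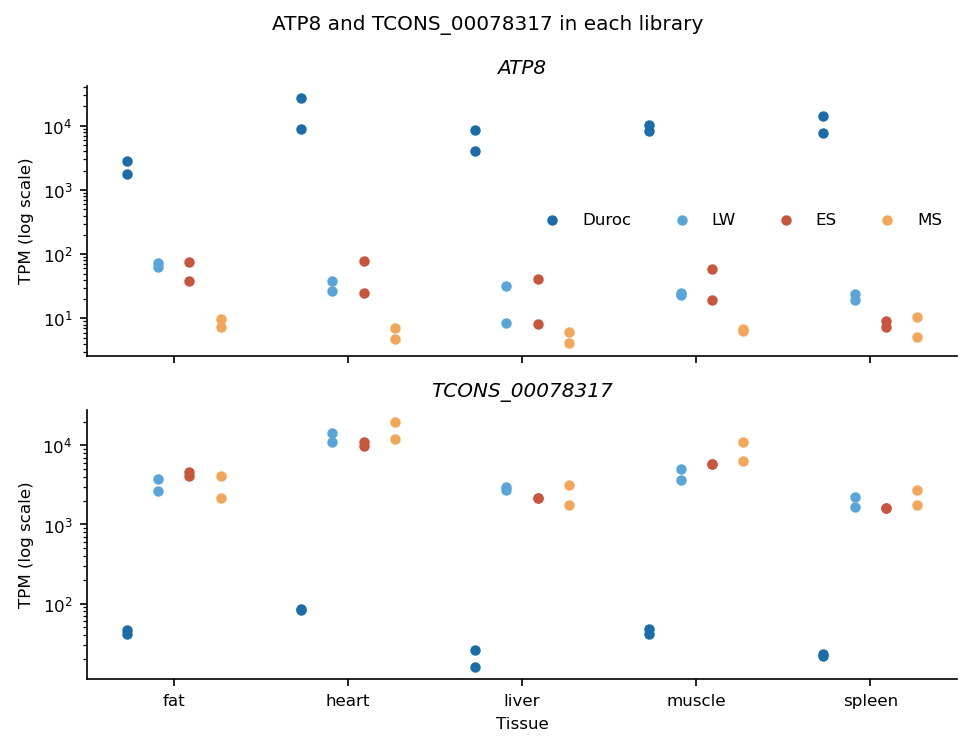
TPM of ATP8 and TCONS_00078317 (y axis, log scale) by tissue (x axis), with 1 point per library coloured by breed. Duroc libraries have the highest values of ATP8 and the lowest of TCONS_00078317 in all 5 tissues.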

Based on these findings, we questioned how changes in histone modifications altered differential gene expression between breeds. 

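Peaks of H3K27ac in the 8 muscle libraries were compared here by the Jaccard index within 500 kb of the 423 genes that were DE in muscle in at least 1 comparison. After merging there were 310 such windows with a combined length of 338 Mb. Read signal, which the Pearson correlation needs, is not in lists of peaks. The mean index over the 4 library pairs was 0.626 between Duroc and LW and between 0.552 (Duroc and ES) and 0.579 (LW and ES) for Western–Chinese pairs of breeds. Between ES and MS it was 0.523. The 2 individuals of the same breed had 0.648 in LW, 0.611 in Duroc, 0.555 in MS and 0.545 in ES. Pairs of libraries within the Western or the Chinese side, pairs of the same breed included, had a mean index that was higher by 0.0145 than pairs between the sides, which no other of the 35 splits of the 8 libraries into 4 and 4 reached (exact permutation p = 0.0286, the smallest the design allows, with 0.0137 as the highest of the other splits). With peaks of −log10 p over 8 the difference was 0.00985 (exact permutation p = 0.143), and over the whole genome 0.0144 (exact permutation p = 0.0571). With pairs of the same breed left out and breeds kept whole, the difference was 0.00937, and it was 0.00827 when Duroc was grouped with MS and LW with ES. This other grouping had the larger difference with peaks of −log10 p over 8 (0.0189 against 0.000623), over the whole genome (0.0105 against 0.00848) and without replicate 2 of each breed (0.0152 against 0.00608). It was smaller with the same number of strongest peaks from each library (0.00172 against 0.0121) and without replicate 1 (−0.00235 against 0.0100), so whether this part of the result singles out the Western and Chinese sides depends on the setting. With replicate 1 or 2 left out, 3 splits allow no exact permutation p below 0.333.

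**Figure D6:**
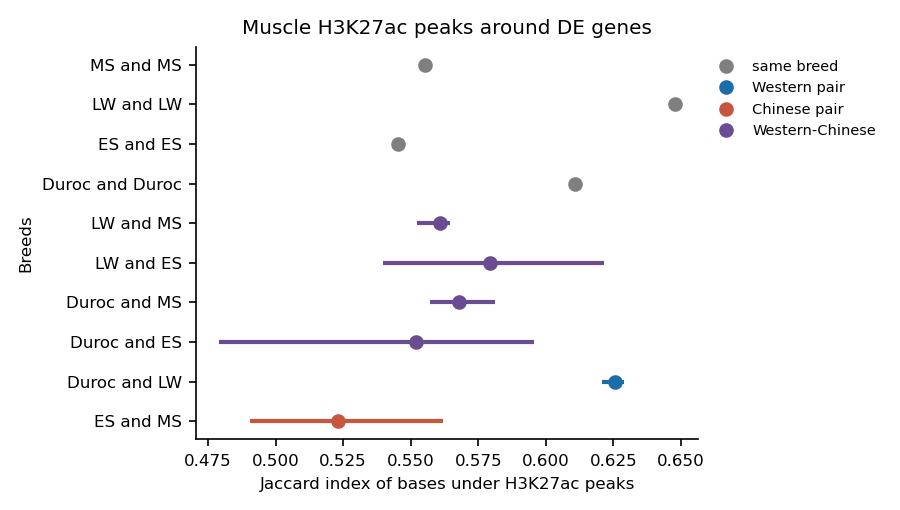
Jaccard index of H3K27ac peaks around DE genes for pairs of muscle libraries, by pair of breeds. The pairs of Duroc and LW have the highest mean of the pairs of different breeds, 0.626.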

Taking the skeletal muscle as a representative tissue, Pearson correlation coefficients of H3K27ac signals within ±500 kb (5 kb window size) ranges of DE genes were higher between LW and Duroc than those between Western commercial (LW or Duroc) and Chinese local (ES or MS) breeds (Fig. 4c). We further investigated the fold-changes of H3K27ac intensities of enhancers, which were significantly correlated with the DE genes based on our Hi-C TADs and *cis*-regulatory elements correlation results, between different breeds using the edgeR^56^ R package. Our results showed that the changes in H3K27ac intensities of enhancers were consistent with their significantly correlated DE genes, but were different from those of the enhancers significantly correlated with randomly selected non-DE genes (Fig. 4d). Concordant results were also observed from the comparison of active promoters of DE genes (Fig. 4e). These results indicated that gene expression differences between the four breeds were associated with the differential enrichment of H3K27ac at enhancers or active promoters.

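Because lists of peaks hold no read signal, changes in H3K27ac were read here from regions present in both libraries of 1 breed and in neither library of the other. In muscle there were 2489 regions present only in LW and 8296 present only in ES. A region present only in LW lay within 100 kb of the TSS of 8 of 16 genes that were higher in LW (50%) and of 8 of 45 genes that were lower (17.8%), a difference of 32.2 percentage points (two-sided Fisher's exact test, p = 0.0198). Of these 61 genes, 13 follow the shared profile of equal TPM, and the test was not repeated without them. With any 1 library of LW or ES left out, fewer of these genes were called. Regions present only in ES lay near 68.8% of the genes higher in LW and 48.9% of the genes lower (Fisher's exact test, p = 0.245). Within 20 kb of the TSS, regions present only in LW were found at 31.25% of the higher and 6.67% of the lower genes (Fisher's exact test, p = 0.0239), whereas at the promoter alone the difference was 6.25 percentage points (Fisher's exact test, p = 0.262). The sign for regions present only in ES changed at the promoter, where the difference was −4.44, and within 20 kb, where it was −18.2. Over the 22 combinations of tissue and comparison with at least 10 genes on each side, with regions present only in the breed named first, the share was larger at genes higher in that breed in 20, and the unadjusted p of Fisher's exact test was under 0.05 in 12 of these. With regions present only in the breed named second it was larger at genes higher in that breed in 19 of 22, with an unadjusted p under 0.05 in 10. The combinations share libraries and are not independent, so no p is given for these tallies. From changes of H3K27ac that follow those of the DE genes, the paper concludes that expression differences between the breeds were associated with differential H3K27ac at enhancers or active promoters.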

In our study, 251,361 SNPs with differential allele frequencies were localized in active promoters or enhancers based on the comparison of Western commercial pigs with Chinese local pigs. 

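The position 190035161 on chromosome 1 of susScr11 lies in the reference sequence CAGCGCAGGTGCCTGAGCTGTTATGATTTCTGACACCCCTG, which spans 190035141 to 190035181, between the annotated genes SLC38A6 (189923385 to 189988562) and TMEM30B (190161201 to 190171726). It is 352378 bp from the TSS of SIX4 (ENSSSCG00000005089, 189670390 to 189682783). The position and the TSS of SIX4 lie in the same TAD of LW muscle, from 189480001 to 190200000. At this position an H3K27ac peak was listed in 14 of 61 libraries, 8 of 8 from muscle and 6 of 8 from heart. An ATAC-seq peak was listed in 7 of 7 muscle, 3 of 3 heart and 1 of 2 spleen libraries and in none of fat and liver. An H3K4me3 peak was listed in 6 of 8 muscle libraries and in no other tissue. All 4 breeds thus had an H3K27ac and an ATAC-seq peak there in muscle. In muscle SIX4 had 14.8 and 25.5 TPM in LW and 8.97 and 9.16 TPM in ES, a log2 fold change of 1.02 (standard error 0.27, limma, Benjamini-Hochberg adjusted p = 0.138). It passed an adjusted p of 0.05 under none of 9 other settings, whose lowest adjusted p was 0.0858, although both LW libraries lay above both ES libraries. Allele frequencies and footprints were not analysed here.

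**Figure D7:**
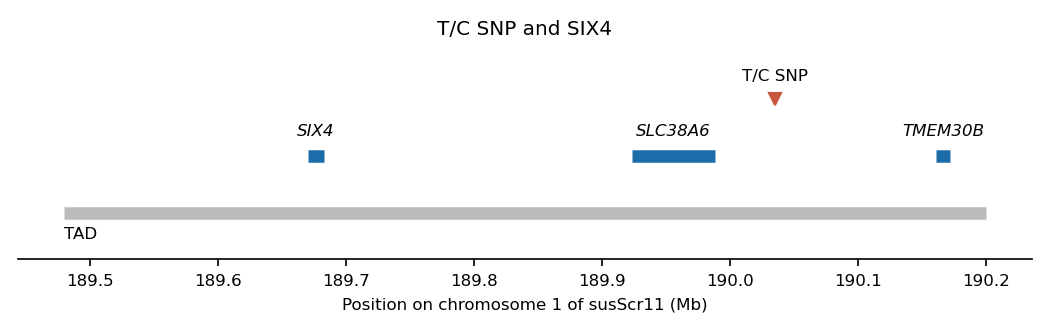
Map of chromosome 1 around the SNP (x axis, position in Mb on susScr11) with the TAD of LW muscle, the genes SIX4, SLC38A6 and TMEM30B and the position of the SNP. The SNP lies between SLC38A6 and TMEM30B in the same TAD as SIX4.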

Using LW and ES pigs as a representative comparison, there was a T/C SNP (Chr1:190035161) with a difference in allele frequency (ΔAF = 0.63) located in the ATAC-seq footprint in the H3K27ac strongly-enriched enhancers (*R* > 0.66) of muscle DE transcription factors *SIX1* and *SIX4* (Fig. 4f). In addition, a G/C SNP (Chr12:5451199) with ΔAF = 0.64 was identified in the ATAC-seq footprint of the active promoter of another muscle DE gene, *ACOX1* (Supplementary Fig. 7b). Moreover, there was a possibility that the T/C SNP and the G/C SNP had a disruptive effect on the motif of muscle expressed transcription factors *ZNF341* (Fig. 4f) and *PLAGL1* in pigs (Supplementary Fig. 7b), respectively. These results suggested that these two SNPs with differential allele frequencies may be related to the activities of *cis*-regulatory elements in the DE genes *SIX1*, *SIX4*, and *ACOX1*.

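In muscle ZNF341 (ENSSSCG00000021769, chromosome 17, 37223978 to 37272248) had 2.64 and 1.88 TPM in LW and 0.93 and 1.58 TPM in ES, a log2 fold change of 0.54 (standard error 0.23, limma, Benjamini-Hochberg adjusted p = 0.300). PLAGL1 (ENSSSCG00000004127, chromosome 1, 21303994 to 21371067) had 5.96 and 5.11 TPM in LW and 3.82 and 4.23 TPM in ES, a log2 fold change of 0.38 (standard error 0.20, limma, Benjamini-Hochberg adjusted p = 0.385). In both genes the 2 LW libraries lay above the 2 ES libraries, and none of 9 other settings passed an adjusted p of 0.05, with a lowest adjusted p of 0.218 for ZNF341 and 0.228 for PLAGL1. Motifs at the SNPs and binding of these factors were not analysed here.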

We further investigated how genomic variants contributed to a histone modification and gene expression differences. We calculated the Fixation index value (*F*_ST_)^57^ between LW (*n* = 20) and MS (*n* = 16) pigs using SNPs and small indels (2–50 bp) from WGS data. The differences in genomic sequences between LW and MS were well represented in the top 10% of the changes (Supplementary Fig. 7c). When all five tissues were combined, 92.36% of the top 10% of *F*_ST_ regions overlapped with the *cis*-regulatory elements (promoters or enhancers), and 51.44% of them additionally overlapped with significantly differential *cis*-regulatory elements (H3K27ac densities, *FDR* < 0.05, and |log_2_FC| > 1) between LW and MS (Supplementary Table 11). In each tissue, 11.40–29.85% of the top 10% of *F*_ST_ regions overlapped with significantly differential *cis*-regulatory elements (Fig. 4g and Supplementary Fig. 7d). These ratios were obviously or significantly higher than that of the middle 10% of *F*_ST_ regions and the bottom 10% of *F*_ST_ regions (Fig. 4f and Supplementary Table 11).

Moreover, combining the significantly correlated enhancer-enhancer and enhancer-gene pairs in the same TADs, 18.09–50.28% of DE genes were associated with regions with differences in genome sequence and histone modification or only differences in the histone modification (Supplementary Table 12). In conclusion, our results indicated that variations in genome sequence and changes in histone modifications might both be associated with differences in gene expression between different breeds, but changes in histone modification were likely more closely related to differential expression of genes.

### The conservation of *cis-*regulatory elements among mammalian genomes

Given that a high level of sequence conservation is frequently used as evidence of conservation of functional elements, we compared the *cis-*regulatory elements between the pig, human, and mouse genomes based on human Roadmap Epigenomics^6^ and mouse ENCODE^4,5^ data using the LiftOver^58^ tool (length = 1 kb and minMatch = 0.5). We found that 77.32% of enhancers and 88.94% of promoters in the pig genome were sequence conserved in the human genome (Fig. 5a and Supplementary Table 13). Furthermore, 23.45% and 53.08% of the pig enhancers and promoters, respectively, were sequenced and usage conserved with enhancers and promoters in the human genome (Fig. 5a and Supplementary Table 13). The proportion of conserved *cis-*regulatory elements between pigs and humans was higher than that between mice and humans. Similar results were obtained when the enhancers and promoters in each tissue were compared (Fig. 5a and Supplementary Fig. 8a–d). Results from our reporter assay showed the pig enhancers and promoters, which were conserved with humans, were able to activate the reporter genes in human HEK-293T cells (Supplementary Fig. 8e–f). These results demonstrated that these sequenced conserved *cis*-regulatory elements could be activated in both pig and human cells.

**Fig. 5:**
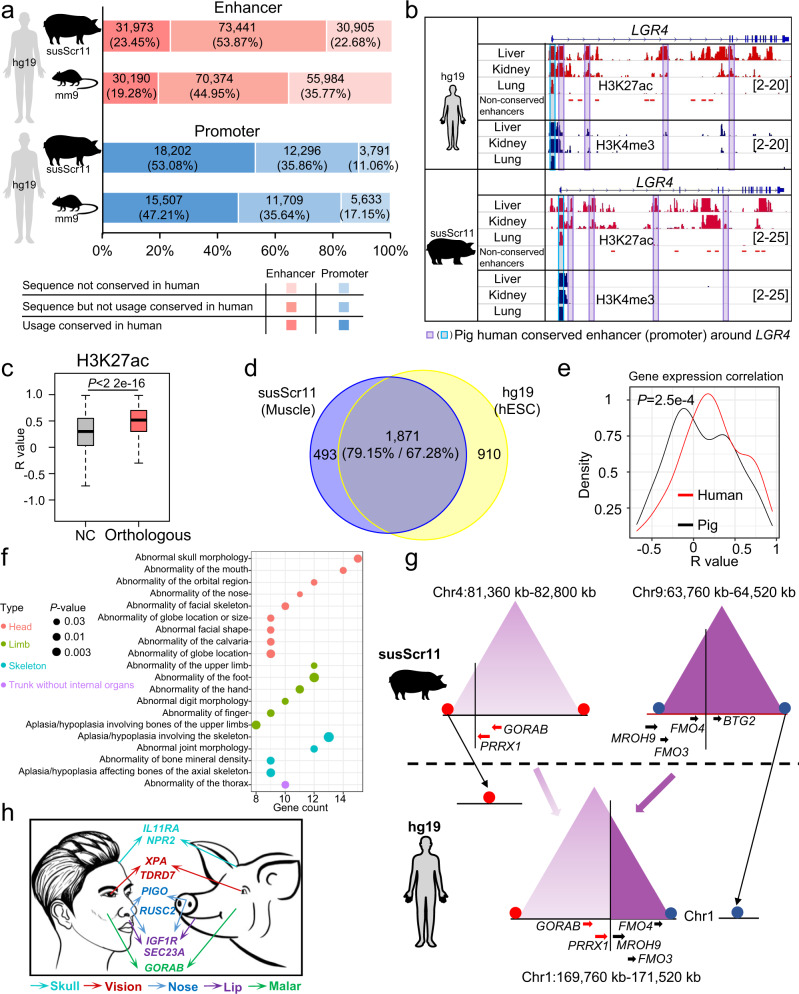
Evolutionary conservation of *cis*-regulatory elements and TADs across mammals. **a** Conservation of sequence and usage of *cis*-regulatory elements in pig and mouse genomes compared with human genomes. **b** Example of enhancers and promoters with conserved usage between pigs and humans at the *LGR4* gene locus. The numbers in brackets located in the H3K4me3 and H3K27ac ChIP-seq tracks indicate signal intensities. **c** Spearman correlations of H3K27ac intensities around pig-human orthologous gene pairs or non-orthologous genes in various pig and human concordant tissues. “NC” indicates the correlation between non-orthologous gene pairs which were random selected from all combinations of non-orthologous genes. The *P*-value was calculated using a two-sided unpaired Wilcoxon test (*n* = 14,085). The bounds of boxplots represent the 25th percentile, median, and 75th percentile. The minima and maxima values of boxplots were defined after excluding outliners. **d** The TAD boundary conservation between pig and human genomes. **e** Correlation analysis of gene expression levels in TADs that were rearranged between pigs and humans (i.e., genes in human TAD with orthologs distributed across two inter-chromosomal TADs in pig, *n* = 114 gene pairs). The Spearman correlations were calculated separately in nine corresponding tissues in pigs and humans. Correlations between orthologous gene pairs were then compared between pigs and humans using a pairwise Wilcoxon test. **f** Top 20 enriched human phenotypes of human genes in pig-human rearranged TADs. The *P*-values were using a hypergeometric test with a two-sided test and without adjustment. **g** Illustration of two pig inter-chromosomal TADs (located in susScr11 Chr4 and Chr9) rearranged into one human TAD (located in hg19 Chr1). **h** Comparison of head-related and face-related phenotypes between pigs and humans and genes within pig-human rearranged TADs associated with head-related and face-related phenotypes.

Furthermore, when we compared the chromatin state annotations from Roadmap Epigenomics, we found that 37.68% of pig enhancers, which were the only sequences conserved with the human genome, were also enhancers in the corresponding human tissue at different developmental stages or in other human tissues (Supplementary Fig. 9a). In total, 61.13% of pig enhancers were confirmed to be conserved in both sequence and usage with human enhancers in various tissues. The remaining ~40% of pig candidate regulatory elements were not conserved in human genomic sequences or usages. Similar results were observed in the comparison of *cis*-regulatory elements between the mouse^4,5^ and human genomes^1^ and in the comparison of liver *cis*-regulatory elements across 20 mammalian species^25^. However, our reporter assay results showed that pig-specific enhancers and promoters exhibited activities in human HEK-293T cells and mouse C2C12 cells (Supplementary Fig. 9b–g). Thus, these results indicated that non-conserved elements could arise as species-specific events, which may play a crucial role in species characteristics.

Comparison based on a gene expression matrix showed similar expression patterns of pig-human orthologous genes (one-to-one) within each of nine pig and human concordant tissues (Supplementary Fig. 10a). Further, SCCs for gene expressions of these orthologous gene pairs were significantly higher than those between the non-orthologous genes (Supplementary Fig. 10b). We observed both conserved and non-conserved enhancers near the pig and human orthologous genes of *LGR4* and *TTR*, where similar H3K27ac histone modification patterns were observed (Fig. 5b and Supplementary Fig. 10c). 

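LGR4 (ENSSSCG00000013335, chromosome 2, 32871904 to 32979148) had an H3K4me3 peak at its TSS in all 61 libraries, an H3K27ac peak in 59 and an ATAC-seq peak in all 25. Its LW mean was highest in kidney with 167 ± 36.3 TPM (SD, n = 2) and next in duodenum with 118 ± 19.6 TPM (SD, n = 2), and lowest in spleen with 5.69 TPM. TTR (ENSSSCG00000023686, chromosome 6, 115496179 to 115505219) had an H3K27ac peak at its TSS in 12 libraries, an H3K4me3 peak in 11 and an ATAC-seq peak in 5. Among LW tissues both individuals had an H3K27ac and an H3K4me3 peak there in liver and pancreas. TTR had 2307 ± 140 TPM (SD, n = 2) in LW liver. In cerebellum its mean of 1554 ± 2194 TPM (SD, n = 2) rested on 1 library, replicate 1 with 3106 TPM against 2.52 TPM in replicate 2. The human data were not analysed here.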

Between the nine pig and human corresponding tissues, SCCs of H3K27ac intensities in the vicinity of the pig-human orthologous gene pairs (±500 kb) were significantly higher than those between the non-orthologous genes (Fig. 5c). In conclusion, we speculate that enhancers conserved in the pig and human genomes, as well as enhancers with lineage-specific sequences but similar histone (H3K27ac) modification patterns, both contributed to the similar gene expression patterns observed between pig and human concordant tissues.

### Comparison of TAD structures between the pig and human genomes

TAD boundaries can be conserved between different species^47^. The comparison of 3D genome structures between pig skeletal muscle and human embryonic stem cells (hESCs)^46^ revealed that 1871 TAD boundaries were usage conserved between pigs (79.15%) and humans (67.28%) (Fig. 5d and Supplementary Fig. 11a).

Recently, a growing body of studies has reported that the changes in 3D genome structure can help explain regulatory evolution, with especially pronounced effects on the reorganization of TADs^59,60^. By comparing the TAD structures of pigs and humans, we found that the boundaries of each of the 14 human TADs were rearranged, resulting in localization on different pig chromosomes (see “Methods” section; Supplementary Data 10). 

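Human expression was not analysed here, so only the pig side could be computed. Each of the 14 human TADs is listed with 2 pig TADs, all 28 of which have the same bounds in the TAD list of LW muscle, and for 1 human TAD both pig TADs lie on the same chromosome. For 1 other human TAD no pair across could be formed. For the other 13, among them the 1 with both pig TADs on the same chromosome, 1342 gene pairs across the 2 pig TADs had a mean Spearman correlation of 0.246 over the 26 breed and tissue groups, and 1531 pairs within 1 of the pig TADs had 0.256. The difference of −0.0103 was not larger than that of pairs with permuted classes (two-sided permutation test within human TADs, 100000 resamples, p = 0.4), and pairs across were lower in 6 of the 13. Over the 11 LW tissues alone the difference was −0.0167 (permutation p = 0.19). Of 16 genes named at the rearranged TADs, 1 had its TSS in a listed pig TAD, 14 in the TAD next to one and 1 in no TAD, so it is open whether the pairs counted here are those of the rearranged TADs. From the higher correlation of these genes in human tissues, the paper concludes that the rearrangements contributed to changes in gene regulation between pigs and humans.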

In the nine pig and human concordant tissues, SCCs of expression of genes located in the same human TADs, but on different pig chromosomes, were significantly increased in humans (Fig. 5e), a finding which indicated that the rearrangements of TADs contributed to the changes in the regulation of gene expressions between pigs and humans. Genes completely contained in the aforementioned pig-human rearranged TADs were linked to human phenotypes in the Human Phenotype Ontology (HPO) database using ToppGene^61^. Nine out of the top 20 most significant enrichments of human phenotypes (*P* < 0.05 and gene count >2) were associated with human head and face phenotypes (Fig. 5f and Supplementary Data 11). Nevertheless, we did not observe any similar HPO enriched terms from the same analysis using 14 randomly selected pig and human conserved TADs (Supplementary Fig. 11b).

Moreover, there were 19 genes linked to the human head and face phenotypes in the HPO database, which were also fully contained within eight out of the 14 TADs rearranged between pigs and humans (Fig. 5g and Supplementary Data 10). We next compared the chromosomal positions of these eight human TADs in more than 20 species to view their rearrangements. These TADs were clustered into three categories (Supplementary Fig. 11c–e and Supplementary Data 10): (i) Two TADs were rearranged between pigs and humans, containing *IGF1R* and *SEC23A* in each, bearing enriched functional annotations associated with lip and nose related phenotypes; (ii) Four TADs shared their rearrangements in 2–4 non-primate mammalian genomes and harbored a total of 11 genes, including *GORAB* and *PRRX1* with functional annotations relating to the skull, malar, and nose phenotypes; (iii) Two TADs were rearranged between primate and other mammalian genomes, and these involved six genes, including *PHOX2A*, *XPA*, and *TDRD7* that were linked primarily to the vision and face-related traits. It is worth noting that the vision of humans is better than most mammalian species^62^.

Furthermore, among the above-mentioned 19 human head and face phenotype-related genes, 12 were associated with abnormalities in the head and facial phenotypes caused by gene mutations in other species including the mouse^63^ (mutant mouse models), Zebrafish^64–66^, and Xenopus^67–69^. (Supplementary Data 10). In conclusion, these results suggested that pig-human inter-chromosome TAD rearrangements have likely contributed to the evolution of nose, mouth, and other craniofacial phenotypes (Fig. 5h).

## Discussion

In this study, we performed analyses of transcriptional activities, chromatin accessibilities, chromatin landscapes, and 3D architectures of the pig genome. Collectively, these analyses have significantly improved our understanding of the functional elements in the pig genome. Furthermore, our study adds another map of *cis-*regulatory elements for large mammals alongside the human ENCODE^1^ and Roadmap Epigenomics projects^6^. In particular, we conducted epigenetic comparisons among different pig breeds and also three mammalian species, providing critical contextualization and analysis that will facilitate improvements in both livestock (pig) breeding and human disease and biological research.

When repeat elements in an organism genome cause a small fraction of signal-artifact regions in ChIP-seq peak calling, they are termed “blacklists”^70^. However, the accurate identification of blacklists among the human, mouse, *Caenorhabditis elegans*, and *Drosophila melanogaster* genomes have been determined by more than 200 or even over 1000 input datasets^70^. In this study, only 61 input datasets of obvious small sample size were present, limiting our ability to accurately identify blacklists in the pig genome. However, it is likely that additional collection of epigenetic data will increase over time, leading to accurate identification of blacklists of the pig genome in the future.

Based on the fundamental epigenetics data from the human genome, disease-associated genetic variants were previously identified with high enrichment in specific regulatory chromatin states^71^, tissue-specific histone marks^6,72^, and open chromatin regions^73^. Through our study, we identified tissue-specific genes and enhancers in the pig genome and revealed that *cis*-regulatory elements were highly conserved between human and pig genomes. These datasets will represent a valuable resource for both the ongoing and future development of pigs as an animal model for human disease.

Previous studies based on ENCODE and Roadmap Epigenomics data have provided strong examples for the characterization of potential roles of causal mutations in *cis-*regulatory elements in gene regulation^74,75^. As such, we investigated the enhancer enrichment around pig phenotype-associated SNPs that were identified by previously published GWAS in different pig populations. Our results showed the enhancers were significantly enriched around such SNPs, indicating the potential regulatory function of these enhancers in the genetic regulation of pig complex traits.

Based on the comparison of the genomic variants between LW and MS, we discovered that over half of the genomic regions with sequence differences (top 10% *F*_ST_ regions) were embodied by their differential histone modification levels (H3K27ac). Further integration of the enhancer/gene interaction data, the regions bearing sequence variants and histone modification changes, or differing in the histone modification alone, reflect 18.09–50.28% of DE genes in corresponding tissues between LW and MS. However, our strategy bears some limitations. First, not all genomic sequence variants were embodied by the epigenetic features from these single-staged samples. Second, it is difficult to discriminate enhancer interactions with multiple target genes and other enhancers^76^, gene promoter-promoter interactions^50^, and inter-chromosome interactions^77^ when we combined the enhancer/gene interaction data and variants of the genome and histone modifications to infer the gene expression differences between LW and MS. It is likely that these limitations will be overcome with the ongoing accumulation of additional pig epigenetics data and the development of new techniques for functional genome research.

Moreover, it bears emphasizing that, compared with previous studies of genome sequence variants^21,78^, gene expression differences^22,23^ between Western commercial and Chinese local pig breeds or identification of phenotype associated SNPs using GWAS^53,54^, our study possesses enhanced utility as we combined datasets from WGS, Hi-C, histone modification, and gene expression. Collectively, this study provides a rich data resource and supports informative approaches for the interpretation of genome mutation information, such as selection sweeps and GWAS.

## Methods

### Pig tissue collection

We selected four domestic pig breeds, inclusive of two Chinese local breeds, Meishan (MS) and Enshi Black (ES), and two Western commercial breeds, Duroc and Large White (LW). The following tissue samples were collected from two male piglets at the age of two weeks per breed: skeletal muscle, spleen, heart, kidney, liver, fat, lung, pancreas, thymus, cerebrum, cerebellum, and duodenum. The samples were snap-frozen in liquid nitrogen. All experimental protocols were approved by the Ethics Committee of Huazhong Agricultural University (HZAUSW-2018-008).

### RNA-seq library construction and sequencing

Total RNA from skeletal muscle, spleen, heart, liver, and fat of two individuals from MS, ES, and Duroc pigs and total RNA from skeletal muscle, spleen, heart, kidney, liver, fat, lung, thymus, cerebrum, cerebellum, and duodenum of two LW pigs was extracted using TRIzol reagent (Thermo Scientific, 15596026). The RNA samples were of high quality with RIN values of 6.10–9.00 and 90% of them had a RIN higher than 7.00 (Supplementary Table 6). The high-quality RNA samples were further purified by the rRNA-depletion method and used to construct strand-specific RNA-seq libraries according to the protocol provided by Illumina (Illumina, San Diego, CA). The libraries were sequenced using the Illumina HiSeq X Ten (PE150) platform.

### ChIP-seq library construction and sequencing

The tissues used for ChIP-seq analysis included skeletal muscle, spleen, heart, liver, and fat from MS, ES, LW, and Duroc pigs (*n* = 2 per breed). Tissues of the kidney, lung, thymus, pancreas, cerebrum, cerebellum, and duodenum from two LW and one ES pigs were used for ChIP-seq as well. The frozen tissues were ground to a fine powder in liquid nitrogen and fixed with 1% formaldehyde (Sigma-Aldrich, 252549) at room temperature for 20 min. A final concentration of 0.2 M glycine was added to quench the fixation. Nuclear lysates were fragmented by Covaris S220 (Adaptive Focused Acoustics®). For each tissue, 3 μg of H3K4me3 (Millipore Cat# 04-745, RRID: AB_1163444) or 3 μg of H3K27ac (Abcam Cat# ab4729, RRID: AB_2118291) antibodies were mixed with 11 μL M-280 sheep anti-rabbit IgG Dynabeads (ThermoFisher, 11203D), with rotation at 4 °C for 4 h. For per immunoprecipitation, about 30 μg of chromatin was incubated with antibody–beads complexes overnight at 4 °C. ChIP-seq libraries were constructed following Illumina protocols with minor modifications (Illumina, San Diego, CA), and were sequenced on an Illumina HiSeq X Ten PE150 platform.

### ATAC-seq library construction and sequencing

Approximately 5 mg of tissue from each of the skeletal muscle, spleen, heart, liver, and fat samples was crushed into a fine powder in liquid nitrogen (Supplementary Table 1). Pulverized tissues were suspended in 1 mL ice-cold PBS and then gently spun down. The cell pellet was resuspended in 1 mL lysis buffer (50 mM HEPES with pH 7.5 [Life technologies, 15630-080], 140 mM NaCl [Ambion, AM9760G], 1 mM EDTA with pH 8.0 [Ambion, AM9260G], 10% glycerol [Sigma-Aldrich, G7757], 0.5% NP-40 [Roche, 11754599001], and 0.25% Triton X-100 [Amresco, 0694]), followed by isolation of 50,000 nuclei using a previously published protocol with minor modifications^79^. Then, the transposition reaction mix (12.5 μL TD buffer, 10 μL ddH_2_O, and 2.5 μL TDE [Illumina, FC-121-1030]) was added to the isolated nuclei. The reaction system was incubated at 37 °C for 1 h followed immediately by purification with a QIAGEN MinElute PCR Purification Kit (QIAGEN, 28006). The transposed DNA fragments were amplified with the appropriate number of cycles as determined by qPCR. Size selection of the amplified PCR products (100–600 bp fragments) was performed by gel-purification informing previously studies^79–81^. Products from the size selection step were quantified and sequenced using an Illumina HiSeq X Ten PE150 platform.

### In situ Hi-C library construction and sequencing

Skeletal muscle tissue from one LW pig was selected to do in situ HiC experiment^51^. The sample was crushed into a fine powder in liquid nitrogen and then fixed with 2% formaldehyde at room temperature for 10 min and with a final concentration of 0.2 M glycine solution to quench the reaction for 5 min at room temperature. The crosslinked tissue was mixed with 250 μL of ice-cold Hi-C lysis buffer (10 mM Tris-HCl with pH 8.0 [Invitrogen, 15567027], 10 mM NaCl, and 0.2% Igepal CA630 [Sigma-Aldrich, I8896]), and incubated on ice for 20 min. Then resuspended cell pellet in 50 μL of 0.5% SDS and incubated at 62 °C for 5–10 min. After heating, added 25 μL of 10% Triton X-100 (Sigma, 93443) with 145 μL of water to quench the SDS and incubated at 37 °C for 15 min. Chromatin was digested with 100 U of *Mbo*I restriction enzyme (NEB, R0147) overnight at 37 °C followed by labeling of the DNA fragment ends with biotin (37.5 μL of 0.4 mM biotin-14-dATP [Life Technologies, 19524-016], 1.5 μL of 10 mM dCTP, 1.5 μL of 10 mM dGTP, 1.5 μL of 10 mM dTTP, 8 μL of 5U/μL DNA Polymerase I [NEB, M0210]) through incubation at 37 °C for 1.5 h. DNA ligation was performed with T4 DNA ligase (NEB, M0202) by incubating the reaction at room temperature for 4 h with slow rotation. The biotinylated DNA was sheared to a size of 300–500 bp with Covaris S220. Libraries were constructed following Illumina protocols (Illumina, San Diego, CA) and sequenced on an Illumina HiSeq X Ten PE150 platform.

### Dual-Luciferase reporter assay

The predicted promoters and enhancers were verified by a Dual-Luciferase Reporter Assay System^82^. The chromosome coordinates, primer sequences, and linker sequences are shown in Supplementary Data 12. The cloning was performed with the pGL3-Promoter plasmid (Promega, E1761) which was digested with BamHI and SalI (NEB), and inserted a linker sequence. Besides, pGL3-Basic plasmid (Promega, E1751) was digested with MluI and BglII (New England Biolabs) and inserted a linker sequence (Supplementary Data 12). The 13 pig-specific enhancers (sequence not conserved with human and with the mouse), 15 pig-human conserved enhancers (both sequence and usage conserved with humans), and 14 randomly selected negative genomic regions were assayed. The pig genomic DNA was used as a template to amplify these enhancers and random genomic regions with a length of around 2 kb each. The amplified products were separated on a 1% agarose gel, purified, and then cloned into the modified pGL3-Promoter plasmid. In addition, 11 pig-specific promoters (sequence not conserved with human and with the mouse), 18 pig conserved promoters (both sequence and usage conserved with humans), and 14 randomly selected negative genomic regions were validated. Next, 2 kb sequences around the center of the above-selected regions were amplified using pig genomic DNA as the template. The amplified products were used to construct into the modified pGL3-Basic plasmid.

Pig 3D4/21 macrophage cells (ATCC Cat# CRL-2843, RRID: CVCL_0F14), human HEK-293T cells (ATCC Cat# CRL-3216, RRID: CVCL_0063), and mouse C2C12 cells (ATCC Cat# CRL-3419, RRID: CVCL_UR38) were transfected using Lipofectamine 3000 (Invitrogen, L3000015) and Opti-MEM (Gibco, 11058021) and incubated for 24 h with four technical replicates for each construct. Fluorescence values were determined using a Dual-Luciferase® Reporter Assay System (Promega, E1910), according to the manual.

### Reverse transcription PCR (RT-PCR)

Total RNA from the spleen, skeletal muscle, liver, heart, fat, thymus, lung, kidney, duodenum, cerebellum, and cerebrum of LW pigs was extracted using TRIzol reagent (Thermo Scientific, 15596026). Then 1ug RNA was performed to do reverse-transcription with RevertAid First Strand cDNA synthesis kit (K1621, Thermo Scientific, USA) following the instruction. Next, four folds diluted cDNA was used for PCR amplification, and primer information was listed in Supplementary Table 7.

### Sequencing data analysis

To process the basic sequencing data from RNA-seq, ChIP-seq, and ATAC-seq, we followed the online guidelines provided by the ENCODE project (https://www.encodeproject.org/) with minor modifications.

### RNA-seq

#### Mapping and assembly

The reads were mapped to susScr11 (*Sus scrofa* 11.1) reference genome assemblies using TopHat v2.1.1^83^. The transcript assembly of each sample was performed separately by using a BAM file as the input file for Cufflinks v2.2.1^84^. The resulting individual transcript assemblies were merged further to a single transcript assembly using the Cuffcompare utility, which was included with the Cufflinks package v2.2.1^84^.

#### Identification of lncRNAs and other types of transcripts

To identify lncRNAs, the transcripts from the single transcript assembly were filtered by the following steps: (i) the identified transcripts, which must have class code “x”, “i”, or “.” in at least two samples, but did not overlap with any known transcripts or with class code “u” transcripts; (ii) transcripts with length ≥200 bp and exon number ≥2; (iii) transcripts with FPKM ≥1 and reads ≥5 in at least two replicates; (iv) the identified transcripts without potential coding regions, which were filtered using CNCI v2.0^85^ and CPC v2.0^86^.

Next, we identified other types of new transcripts of the pig genome. At first, we selected the transcripts that were assembled in two replicates in the transcript assembly file of each sample. Second, the filtered transcript assembly files were merged using the Cuffmerge program of Cufflinks v2.2.1^84^. Then, the Cuffcompare utility of Cufflinks v2.2.1^84^ was applied again to integrate the merged transcript assembly file and the lncRNA GTF file. The new GTF file was used to calculate transcript expression levels using RSEM v1.3.0^87^. The last step was to filter the transcripts to identify new transcripts by the following criteria: (i) transcripts on the same strand of known transcripts and exons overlapped with any known transcripts were omitted; (ii) lncRNAs which were identified before were removed; (iii) transcripts with class code “x”, “i”, or “u” and with FPKM ≥5 at least in any two replicates.

We further calculated the H3K4me3 intensities near to lncRNAs and other types of newly identified transcripts via the computeMatrix function of deepTools v2.0^88^, and created a profile plot by using the plotProfile function of deepTools v2.0^88^. The ChIP-seq data were processed using the procedures described below in the “ChIP-seq” section. Then, the newly identified transcripts with protein-coding capacity were selected by CPC v2.0^86^ and compared with the NCBI Reference protein database of humans (taxid:9606) using BLASTX v.2.6.0^89^. The cutoff of BLAST results was set as EXPECT threshold <10^−5^.

#### Calculating gene expression and identifying tissue-specific genes

The GTF file of lncRNAs and other types of newly identified transcripts was integrated with the annotation file from UCSC to calculate gene expressions using RSEM v1.3.0^87^. Genes with a mapped read count >4 in at least two samples were used for further analysis. The TPM profile was processed with normalization via the qsmooth package v1.4.0^90^ in R v3.6.3. A heatmap that showed distinct patterns of expression in each tissue was clustered and plotted using the kmeans function and pheatmap package v1.0.12^91^ in R v3.4.3, respectively.

To identify tissue-specific genes, the genes with low expression (TPM < 1) in all samples were further excluded. Then, the TPM matrix of gene expression was normalized using qsmooth package v1.4.0^90^. After the calculation of average expression between replicates, the normalized expression matrix was transformed into a *Z* score matrix using the Scale function in R v3.4.3. According to the *Z* score matrix, genes with at least three times higher expression across each sample of a given tissue type from different breeds than the expression across all samples of each other tissue type from different breeds were classified as tissue-specific genes. Considering the negative values of the *Z* score matrix, we adopted the following comparison method. When the two values of comparison contained positive and negative values, the fold would be default counted as 3 or −3. When the two values of comparison are all negative values, the fold would be counted as the reciprocal of the result. We conducted GO enrichment analysis on tissue-specific genes using DAVID^29,30^, and the significance level was set as DAVID modified Fisher Exact *P-*value <0.01. The tissue specificity index of known genes (from UCSC Ensembl gene) and newly identified transcripts, which was plotted in Supplementary Fig. 3g, was calculated according to a previous Tau method^31,32^ with a custom R script in R v3.4.3.

### ChIP-seq

#### Mapping

ChIP-seq datasets were processed with reference to the ENCODE ChIP-seq pipeline (https://github.com/kundajelab/chipseq_pipeline). The ChIP reads and Input reads were aligned to susScr11 and susScr3 genome assemblies using BWA v0.7.15^92^. The filtered BAM files were generated by removing low MAPQ reads (<25), unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, and duplicates using SAMTools v1.9^93^ and Picard v1.126 (https://broadinstitute.github.io/picard). Also, sequenced reads in the filtered BAM files were defined as effective reads for ChIP-seq datasets. Narrow peaks and bdg signal tracks were generated with MACS2 v2.1.0^94^ (-g genome.size -p 0.01 --nomodel --shift 0 --extsize n --keep-dup 1 -B --SPMR). The “n” for the extend size parameter was calculated automatically by the ENCODE ChIP-seq pipeline. The “genome.size” was the sum calculated from the chromosome size files downloaded from the UCSC browser, which were named as “susScr11.chrom.sizes” or “susScr3.chrom.sizes”.

#### Quality control

The cross-correlation values, including normalized strand coefficients (NSC) and relative strand correlations (RSC), were calculated for each sample via the ENCODE ChIP-seq pipeline as well. The fraction of reads in peaks (FRiP) scores was calculated based on read counts (FRiP = reads falling into peak regions/total mapped reads). Samples with NSC > 1.05, RSC > 0.8, and FRiP > 1% were considered to be qualified^95^.

For saturation analysis, we ranked all 61 H3K27ac ChIP-seq samples by their numbers of effective reads. Then, one sample of each condition was chosen randomly from the 25% quantile, the 25–75% quantile, and the 75% quantile, respectively, to evaluate the saturation of sequencing depth. The narrow peaks for a series of subsamples (10%, 20%, 30%, …, 80%, 90%) down-sampled from the effective reads for each ChIP sample were called using the aforementioned ENCODE pipeline. The same Input subsample, which was down-sampled (equal to the minimum size of chosen samples) from the effective reads for each Input sample, was used as a control for total subsamples of the same ChIP sample. The saturation plot was generated based on the significant peak number (*P* < 10^–5^) and the fraction of effective reads. Moreover, the saturation analysis for H3K4me3 ChIP-seq samples was processed by the same method as in the above description. TSS enrichment scores for each sample were calculated and plotted by using the ENCODE script (https://github.com/ENCODE-DCC/chip-seq-pipeline2/blob/master/src/encode_task_tss_enrich.py). The cutoff value of the TSS enrichment score (>5) referred to the ATAC-seq standard of ENCODE (https://www.encodeproject.org/atac-seq).

#### Data reproducibility and peak calling

Read coverage of genomic regions for filtered BAM files was computed to assess the genome-wide similarities of replicate BAM files with 2 kb bin size by multiBamSummary bins function in deepTools v2.0^88^. The read coverage matrix was depth normalized (RPM, reads per million mapped reads) followed by quantile normalization with the normalize.quantiles function of preprocessCore package v1.40.0^96^ in R v3.4.3. The resultant matrix was then used to perform principal components analysis with prcomp function in R v3.4.3. In addition, the Pearson correlation coefficients between any two replicates were estimated based on the read coverage matrix resulting from the above multiBamsummary step. If the Pearson correlation coefficients of read coverage were >0.83, the replicate BAM files were merged as one ChIP BAM file or Input BAM file for peak calling with the aforementioned ENCODE pipeline as well. Peaks were further processed by following four steps: (i) narrow peaks with *P* > 10^–5^ were filtered out; (ii) read coverage of 2 kb region centered at the midpoint of peaks was calculated with multiBamSummary BED-file function in deepTools v2.0^88^ and normalized with read depth (IP_RPM_ = IP_peak region total reads_/IP_total mapped reads per million_; INPUT_RPM_ = INPUT_peak region total reads_/INPUT _total mapped reads per million_); (iii) the enriched regions for H3K4me3 and H3K27ac were defined with more than a two-fold change of normalized read coverage (IP_RPM_ > 2 × INPUT_RPM_) and with normalized read coverage change (IP_RPM_-INPUT_RPM_) > 1; and (iv) the overlap of enriched regions were merged, and then the 2 kb regions centered at the midpoint of merged regions were acquired to identify enhancers and promoters.

#### Identification of *cis*-regulatory elements

The *cis-*regulatory elements, including enhancers and promoters, were identified in each tissue based on the above-enriched regions. The enriched regions for H3K4me3 were defined as potential promoters. The enriched regions for H3K27ac overlapped with neither the extended regions (2.5 kb upstream and 1 kb downstream) of a gene transcription start site (TSS), which was downloaded from UCSC Table Browser and had miRNA removed nor the enriched regions of H3K4me3 were finally designated as enhancers. Super-enhancers of each breed and tissue were identified in accordance with ROSE default parameters from the Young Lab^38,40^.

Moreover, the enriched regions of H3K27ac, which overlapped with a flanked TSS region (upstream 2.5 kb and downstream 1 kb) or a potential promoter, were identified as active promoters. The broad H3K4me3 peaks were identified by referring to Chen’s method^41^ based on H3K4me3 broad-peaks detected with MACS2 v2.1.0^94^ (-g genome.size -p 0.01 --nomodel --shift 0 --extsize n --keep-dup 1 --broad) and with minor threshold modification including: (i) the cutoff for *P* < 10^–8^, fold change >4, and peak width >5 kb were adopted to filter peaks; and (ii) the filtered peaks that overlapped with TSS extended regions, including UCSC-annotated genes and newly identified transcripts in our RNA-seq analysis, were identified as the broad H3K4me3 peaks. For each tissue and breed, identification of all *cis*-regulatory elements was performed independently.

#### Comparison with previous studies

The H3K27ac/H3K4me3 ChIP-seq data of pig liver and induced pluripotent stem cells were downloaded from the NCBI dataset (Supplementary Table 5) and processed using the same methods as described above to identify enhancers and promoters. Promoters identified from these data and extended regions of the TSS site as described above were used as the known promoters. The intersect command of BEDTools v2.26.0^97^ was used to detect the overlap of *cis*-regulatory elements from the previous and present research with the parameter “-f 0.1 -r”.

#### Identification of tissue-specific enhancers

The 2 kb enhancers from different tissues of each breed were merged and extended around their center into a 2 kb region. These whole regions were defined as total enhancers. For the total enhancer regions, ChIP (H3K27ac) reads counts and Input reads counts were counted with multiBamSummary BED-file function in deepTools v2.0^88^, and normalized read coverage changes (IP_RPM_–INPUT_RPM_) were calculated as described above. Then, the matrix of normalized read coverage changes for total enhancers in each tissue from each breed was normalized with the normalize.quantiles function of preprocessCore package v1.40.0^96^ in R v3.4.3. The enhancers with greater than 1 quantile-normalized read coverage change in the same tissue from different breeds but less than 0.5 in any other tissues were defined as tissue-specific enhancers.

#### Gene ontology enrichment analysis of tissue-specific enhancers

The *cis*-regulatory element positions were converted to those corresponding to the human genome (hg19) using LiftOver^58^ utility from UCSC with “minMatch = 0.1” and other default parameters. The enrichment analysis of GO Biological Process for these converted *cis*-regulatory element regions was performed using the Genomic Regions Enrichment of Annotations Tool (GREAT v 3.0.0^37^).

#### Motif analysis in the tissue-specific enhancer regions

The motif analysis of enhancers was performed using the following steps: (i) the total H3K27ac narrow peaks of each tissue for total enhancers were merged using BEDTools v2.26.0^97^ and used to find motifs with HOMER’s findMotifsGenome.pl v4.10.3;^34^ (ii) the enhancer matrix of normalized read coverage change (without quantile-normalized), which was calculated as described in the “Identification of tissue-specific enhancers” section, was sorted according to the average value of the same tissue across all pigs; (iii) for each tissue, the corresponding H3K27ac ChIP narrow peaks of the above top 5000 enhancers were further sorted based on *P*-value and then the top 3000 narrow peaks were used to find motifs with HOMER’s findMotifsGenome.pl v4.10.3^34^, separately; and (iv) the total enhancer motifs with *P* < 10^−10^ in at least one tissue and their corresponding transcription expressed in corresponding tissue (TPM > 1) were considered significantly enriched motifs, and similar motifs were merged by TOMTOM v4.11.2^98^ with *P* < 10^−5^.

#### Analysis of H3K27ac intensity patterns at super-enhancer regions across different tissues of four pig breeds

The analysis of H3K27ac modification patterns of super-enhancers across different tissues was performed using the following steps: (i) the super-enhancers from different tissues of the four pig breeds were merged as total super-enhancers; (ii) the read coverage of H3K27ac per total super-enhancer in each tissue of each pig breed was calculated using the multiBamSummary BED-file function of deepTools v2.0^88^; (iii) the normalized matrix of H3K27ac intensity was determined using IP_RPKM_-INPUT_RPKM_, followed by normalization with the normalize.quantiles function of preprocessCore package v1.40.0^96^ in R v3.4.3; and (iv) clustering and plotting of H3K27ac modification patterns of super-enhancers were performed using the kmeans function and the pheatmap package v1.0.12^91^ in R v3.4.3, respectively.

#### Analysis of H3K27ac intensity patterns at active promoters

Genes that were detected by RNA-seq and with TSS regions or potential promoter regions that overlapped with H3K27ac enrichment regions were defined as active promoter-associated genes. The remaining genes detected by RNA-seq were defined as without H3K27ac promoter-associated genes. The analysis of H3K27ac modification patterns of active promoters in each tissue of LW pigs was performed using the following steps: (i) the active promoters from each tissue of LW pigs were merged and extended around their center into 2 kb regions which were defined as total active promoters; (ii) the read coverage of H3K27ac per total active promoter was calculated using the multiBamSummary BED-file function in deepTools v2.0^88^; (iii) the normalized matrix of H3K27ac intensity was determined using IP_RPM_-INPUT_RPM_, followed by normalization using the normalize.quantiles function in preprocessCore packages v1.40.0^96^ in R v3.4.3; and (iv) clustering and plotting of H3K27ac normalized intensity patterns of active promoters were performed using the kmeans function and the pheatmap package v1.0.12^91^ in R v3.4.3, respectively. Heatmaps of enhancer matrices were plotted with the same method.

### ATAC-seq

#### Mapping and peak calling

ATAC-seq datasets were processed with reference to the ENCODE ATAC-seq pipeline (https://github.com/kundajelab/atac_dnase_pipelines). After checking and trimming the adapter with Cutadapt v1.14^99^, the ATAC-seq reads were mapped to pig susScr11 and susScr3 reference genome assemblies using Bowtie2 v2.3.4.1^100^. Low MAPQ reads (<25), unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, and duplicates of mapped BAM files were removed using SAMTools v1.9^93^ and Picard v1.126 (https://broadinstitute.github.io/picard). The effective reads were generated by further removing mitochondrial reads using BEDTools v2.26.0^97^ to call peaks. The peak for each replicate was called individually with MACS2 v2.1.0^94^ (-g genome.size -p 0.01 --nomodel --shift -75 --extsize 150 -B --SPMR --keep-dup all --call-summits) following the guidelines of the ATAC-seq pipeline from the ENCODE project (https://github.com/kundajelab/atac_dnase_pipelines). The same “genome.size” was used as in ChIP-seq processing.

#### Quality control

The cross-correlation values were calculated for each sample using the above ATAC-seq pipeline (https://github.com/kundajelab/atac_dnase_pipelines). The thresholds of NSC and RSC referred to ChIP-seq. The FRiP scores for each sample were calculated with the procedure mentioned pertaining to ChIP-seq. Samples with FRiP > 0.2 were considered to be qualified (https://www.encodeproject.org/atac-seq/).

For saturation analysis, we ranked all 25 ATAC-seq samples by their numbers of effective reads. Next, we randomly chose one sample from the 25% quantile, the 25–75% quantile, and the 75% quantile, respectively, to evaluate the saturation of sequencing depth. The narrow peaks for a series of subsamples (10%, 20%, 30%, …, 80%, 90%) of the effective reads for each sample were called using the aforementioned ATAC-seq pipeline. The significant peak number (*P* < 10^–5^) was plotted based on the fraction of effective reads. TSS enrichment scores for each sample were calculated and plotted by using the ENCODE script (https://github.com/ENCODE-DCC/atac-seq-pipeline/blob/master/src/encode_task_tss_enrich.py). The cutoff value of the TSS enrichment score (>5) for high-quality data referenced ENCODE (https://www.encodeproject.org/atac-seq).

#### Analysis of data reproducibility and open chromatin region

Pearson correlation coefficients between replicates were calculated based on read coverages of genomic regions, which were computed with 2 kb bin size using the multiBamSummary bins function in deepTools v2.0^88^ with filtered BAM files of each replicate. Principal components analysis was performed as described in the “Data reproducibility and peak calling” section. The significant narrow peaks (*P* < 10^−5^) of each sample were used for further analysis. Then, the filtered peaks of replicates with high Pearson correlation coefficients (*R* > 0.85) were merged with BEDTools v2.26.0^97^ (at least 50% overlap with each peak between two replicates). The total peak positions after merging were defined as open chromatin regions. The highly correlated replicate BAM files (*R* > 0.85) were merged to generate signal tracks with MACS2 v2.1.0^94^ as well.

#### Footprint analysis

The footprint analysis was primarily performed as the following steps: (i) the broad peak of merged data was called using the MACS2 v2.1.0^94^ broad module, and a significant broad peak was defined as *P* < 10^-5^; (ii) the footprint of each significant broad peak was analyzed using TOBIAS^101^ v0.10.1 and vertebrates motif from JASPAR2020 with parameter “--motif-pvalue 5e-4”; and (iii) the significant bound motif were filtered with scores >5 and TPM > 1 in corresponding tissue.

### Hi-C

#### Mapping and matrix generation

First, the configuration file for Hi-C processing was prepared with corresponding BOWTIE2_IDX_PATH, GENOME_SIZE, and GENOME_FRAGMENT (BIN_SIZE = 40000; LIGATION_SITE = GATCGATC). The paired-end Hi-C reads from different libraries were mapped separately to the pig genome (susScr11) using HiC-Pro^26^ pipeline v2.9.0 (https://github.com/nservant/HiC-Pro) with the parameter “-s mapping”. After mapping, the singleton, multi mapped, dumped, dangling, and self-circle paired-end reads and PCR duplication were all removed using HiC-Pro^26^ pipeline v2.9.0 with the parameter “-s proc_hic”. Next, files with.bwt2pairs and.validPairs suffixes from different libraries were moved to a new folder to become the input data for subsequent analysis. Then, we merged multiple libraries, built raw inter-/intra-chromosomal contact maps, and ran ICE normalization on contact maps using HiC-Pro^26^ pipeline v2.9.0 in order of parameters “-s merge_persample”, “-s build_contact_maps”, and “-s ice_norm”. The visualized contact matrices were generated at resolutions of 1 kb, 5 kb, 10 kb, 25 kb, 40 kb, 50 kb, 100 kb, and 1 Mb by using juicer tools v1.8.9^102^ (https://github.com/aidenlab/juicer/wiki/Download).

#### A/B compartment and normalized interaction matrix

The BAM files of read1 and read2 from different libraries were merged as single one read1 BAM and read2 BAM using SAMTools v1.9^93^, respectively. The makeTagDirectory command of HOMER^34^ with default parameters was used to process the alignment file into the HOMER-style tag directory. Principal Component Analysis (PCA) was performed to further reveal active (“A” compartment) and inactive (“B” compartment) chromatin regions along the genome with the runHiCpca.pl script of HOMER^34^ following the parameters “-res 40000 -genome susScr11”. The output file with.PC1.bedgraph suffix was loaded directly to the Integrative Genomics Viewer (IGV v2.4.18^103^) to view the partition of chromatin compartments. For visualization of the interaction matrix, the HOMER^34^ analyzeHiC command was used to create a normalized interaction matrix from the tag directories with the parameters “-chr -res 500000 -corr”, consequently, each chromosome corresponded to a matrix that was used to visualize as a heatmap with Treeview3 (https://bitbucket.org/TreeView3Dev/treeview3/).

#### Insulation score calculation and TAD calling

The TAD structure (insulation/boundaries) was defined by the insulation method that was developed by previous studies^44,45^. The matrix that was used to calculate the insulation score was normalized via the ICE method^104^ for discarding biases from the raw matrix. The insulation score of the ICE matrix was calculated using the following options: -is 480000 -ids 320000 -im iqrMean -ss 160000. The subdomain calling adopted TopDom v0.0.2^48^ following “window.size=3”.

#### DI calculation

The directionality index (DI) of the 40 kb raw Hi-C matrix was calculated according to a previous study^47^.

#### Hi-C loop calling

Loops of Hi-C data were analyzed by HiCCUPS^51^ with minor modifications. The resolution parameter was set as “-r 25000, 40000”.

#### Correlation of *cis*-regulatory elements

The gene expression matrix containing the average TPM values of two replicates and the matrix of H3K27ac normalized read coverage changes (IP_RPM_-INPUT_RPM_, calculated from the “Identification of tissue-specific enhancers” section) of enhancers were arranged by the same information of tissue and breed. Then, the intra-chromosome SCCs of enhancer-enhancer pairs, enhancer-gene pairs, and gene-gene pairs were calculated according to these two matrices using Pearson3 (https://github.com/cphill25/Pearson) with parameters “-s -w 0”. The density curve plot for SCCs of pairs was produced with the density function in R v3.4.3, including the pairs within the same TAD or nearest TAD and the random pairs with the equal number of the same TAD.

### Identification of short variants

In total, we downloaded 491 pig whole genome sequences from public databases which were also collected in our previous study^105^. The raw sequencing data were converted to fastq files by using SRAToolkit v2.8.2^106^, and the fastq files were trimmed by removing adapters and low-quality bases using Trimmomatic v0.36^107^. Next, the remaining high-quality reads were aligned to the Sscrofa11 reference genome assembly using BWA v0.7.17^92^. Finally, the high-quality aligned reads with few mismatches (<6) were used for short variant detection. The highly confident short variants were obtained by employing GATK v4.0.3.0 (https://software.broadinstitute.org/gatk/) variant calling pipelines, according to the GATK best practice online documentation. The data were further filtered by GATK based on the following criteria: (i) “-selectType INDEL --minIndelSize 2 --maxIndelSize 50 -selectType SNP”; (ii) “QD < 20.0 | | DP < 5 | | MQ < 10.0 | | QUAL < 20.0 | | ReadPosRankSum < −8.0 | | FS > 10.0”. Finally, both the SNP and small Indel VCF files were then further filtered using VCFtools v0.1.15^108^ with “-maf 0.0407” (20 individuals).

### Identification of SNPs with differential allele frequencies between different breeds

Allele frequency differences (ΔAF) were calculated from the comparison of Western commercial pigs (*n* = 195) with Chinese local pigs (*n* = 177) and with a comparison of LW and Duroc pigs (*n* = 79) with MS and ES pigs (*n* = 18) using VCFtools v0.1.15^108^. SNPs with high ΔAF (>0.6) between Western commercial pigs and Chinese local pigs, and between LW and Duroc pigs and MS and ES pigs, were determined as SNPs with differential allele frequencies.

### Comparative analysis between different pig breeds

#### Analysis of differentially expressed genes and differential *cis*-regulatory elements among the four breeds

DE genes between breeds were identified separately for each tissue (skeletal muscle, spleen, heart, liver, and fat) and the reads count of the gene expression matrix were used as input in DEseq2^55^ in R v3.4.3. The H3K27ac intensity around (±500 kb) DE genes (*FDR* < 0.05), between any two breeds of pig muscle, was calculated using changes in muscle normalized H3K27ac read coverage relative to Input (IP_RPM_–INPUT_RPM_) with 5 kb window size by multiBamsummary BED-file function of deepTools v2. 0^88^. We next calculated the Pearson correlation coefficients between four pig breeds using the above-calculated H3K27ac intensity with cor function in R v3.4.3.

The differential enhancers between any two breeds for each tissue (skeletal muscle, spleen, heart, liver, and fat) were identified by the following steps: (i) the enhancers with changes in normalized H3K27ac read coverage (IP_RPM_-INPUT_RPM_, calculated from “Identification of tissue-specific enhancers” section) less than 1 in two breeds were removed; (ii) the enhancers which overlapped with super-enhancers in corresponding breeds were removed; (iii) the remaining enhancers underwent differential analysis using package edgeR^56^ in R v3.4.3 with H3K27ac reads counts of two replicates from any two breeds as input data, which was computed via the multiBamsummary BED-file function of deepTools^88^ v2.0; and (iv) the significant cutoff was set at *FDR* < 0.05 and |log_2_FC| > 1. Moreover, the differential active promoters between any two breeds for each tissue (skeletal muscle, spleen, heart, liver, and fat) were identified with a similar method except for the super-enhancer filtering step.

Based on DEseq2 results, we classified genes into three categories, which included upregulated genes (log_2_FoldChange ≥ 1 and *FDR* < 0.05), downregulated genes (log_2_FoldChange ≤ −1 and *FDR* < 0.05), and stable genes. Enhancers associated with genes were filtered based on our significantly correlated enhancer-gene pairs within the same TAD. The accumulated log_2_FoldChange values of enhancers and active promoters from the edgeR results above, which were associated with upregulated genes, downregulated genes, or random selected stable genes, were used for plotting boxplots.

#### *F*_ST_ value calculation

The *F*_ST_ value between LW (*n* = 20) and MS (*n* = 16) was calculated by VCFtools v0.1.15^108^ with parameters “--fst-window-size 150000 --fst-window-step 15000”.

### Human Roadmap Epigenomics and mouse ENCODE data

Human ChIP-seq data for H3K27ac, H3K4me1, and H3K4me3 of 11 tissues (heart, liver, spleen, kidney, lung, thymus, intestine, brain, fat, skeletal muscle, and pancreas) were downloaded from the Roadmap Epigenomics project^6^. The processing of ChIP-seq data and identification of *cis-*regulatory elements on the hg19 genome were consistent with the methods described above for pigs, except that the identification of enhancers was based on signaling of either H3K27ac or H3K4me1, in agreement with the identification of enhancers in the mouse ENCODE project. Mouse promoters and enhancers on the mm9 genome from nine tissues (heart, liver, spleen, kidney, lung, thymus, intestine, cerebrum, and cerebellum) were downloaded from the YUE lab. Total enhancers or promoters from different tissues were merged to produce 2 kb regions of midpoint extension within the same species.

### Conservation analysis of *cis*-regulatory elements across mammals

The centered 1 kb of each predicted promoter and enhancer were converted from pig/mouse genomic locations (susScr11/mm9) to human genomic locations (hg19) by using the LiftOver^58^ tool from the UCSC genome browser with the parameter “minMatch = 0.5”. The enhancers (promoters) that could be converted to human genomic locations were considered as sequence conserved enhancers (promoters). Furthermore, the enhancers (promoters) were considered usage conserved if the corresponding human homologous sequence was covered by human enhancers (promoters).

The pig enhancers which were conserved in sequences but not in usage with human enhancers were further overlapped with human chromatin states downloaded from the Roadmap Epigenomics project (https://egg2.wustl.edu/roadmap/data/byFileType/chromhmmSegmentations/ChmmModels/imputed12marks/jointModel/final/).

Total enhancers from 12 pig tissues that converted to the hg19 genome were compared with enhancers from the VISTA Enhancer Browser^43^. The overlapped enhancers were considered experimentally validated human enhancers.

### The TAD conservation analysis between pig and human genomes

The pig TAD boundaries were converted from pig genomic locations (susScr11) to human genomic locations (hg19) by using the LiftOver^58^ tool with the parameter “minMatch = 0.1”. Then, the converted pig boundary locations on hg19, which overlapped with extended human TAD boundaries (±100 kb) using the BEDTools v2.26.0^97^ intersect command with the parameters “-f 0.1 -r”, were defined as pig-human conserved boundaries. On the bias of our statistics results in Supplementary Fig. 11a, the converted pig boundary locations on hg19 were further defined as pig-human conserved boundaries because they were located within 500 kb of their nearest human boundaries and without other conserved pig-human boundaries. The human TADs with the following criteria were defined as pig-human rearranged TADs: the boundaries on each side of a human TAD were conserved with pig boundaries from two different chromosomes.

The comparison of chromosome locations at the pig-human rearranged TAD regions was performed using the data from UCSC multiple alignments of the following assemblies to the human genome, which was downloaded from http://hgdownload.cse.ucsc.edu/goldenPath/hg19/multiz100way/.

### The conservation analysis of pig and human orthologous genes

The orthologous genes between pigs and humans were downloaded from Ensembl BioMart, and one-to-one pig-human orthologous genes were used for further analysis. The TPM expression matrix of human tissues of these orthologous genes was downloaded from GTEx Database^109^. Then, we plotted the heatmaps of the expression patterns of these orthologous genes in each tissue of pigs and humans using the previous pig cluster results from the K-means cluster analysis.

The expression profiles of these orthologous genes in various pig and human concordant tissues were processed separately by qsmooth package v1.4.0^90^ in R v 3.6.3. The positions of orthologous genes were expanded to ±500 kb, and H3K27ac intensity of each pig and human concordant tissue around the expanded regions was calculated by multiBamsummary BED-file function in deepTools v2.0^88^. The expression and H3K27ac intensity profiles of orthologous genes were used to calculate SCCs of one-to-one orthologous and non-orthologous gene pairs using program pearson3 (https://github.com/cphill25/Pearson) with parameters “-s -w 0”. Then, from the SCCs between all combinations of non-orthologous genes, the same number of non-orthologous gene pairs as the orthologous gene pairs were random selected as a negative control. The wilcox.test function in R v3.4.3 was used to compare the two categories of SCCs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

Raw sequence data that support the findings of this study have been deposited in the NCBI Sequence Read Archive (SRA) under the Bioproject accession number PRJNA597497. Processed data files are available in the Gene Expression Omnibus (GEO) under accession GSE143288. Human ChIP-seq data for H3K27ac, H3K4me1, and H3K4me3 were downloaded from the Roadmap Epigenomics project (https://egg2.wustl.edu/roadmap/web_portal/processed_data.html). Mouse promoters and enhancers on the mm9 genome were downloaded from the YUE lab at Penn State (http://promoter.bx.psu.edu/ENCODE/download.html). The public ChIP-seq data of pig liver and induced pluripotent stem cells were downloaded from PRJNA152995 and PRJEB6906; the details are available in Supplementary Table 5. Source data are provided with this paper.

## Source data

Source Data

## References

[1] The ENCODE Projects Consortium. (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[2] Gerstein MB (2010). Integrative analysis of the Caenorhabditis elegans genome by the modENCODE project. Science.

[3] The modENCODE Consortium. (2010). Identification of functional elements and regulatory circuits by Drosophila modENCODE. Science.

[4] Yue F (2014). A comparative encyclopedia of DNA elements in the mouse genome. Nature.

[5] Shen Y (2012). A map of the cis-regulatory sequences in the mouse genome. Nature.

[6] Roadmap Epigenomics Consortium (2015). Integrative analysis of 111 reference human epigenomes. Nature.

[7] Yan S (2018). A Huntingtin knockin pig model recapitulates features of selective neurodegeneration in Huntington’s Disease. Cell.

[8] Langin M (2018). Consistent success in life-supporting porcine cardiac xenotransplantation. Nature.

[9] Renner S (2013). Permanent neonatal diabetes in INS(C94Y) transgenic pigs. Diabetes.

[10] Xie J (2019). Efficient base editing for multiple genes and loci in pigs using base editors. Nat. Commun..

[11] Luo Y (2011). High efficiency of BRCA1 knockout using rAAV-mediated gene targeting: developing a pig model for breast cancer. Transgenic Res..

[12] Wang K (2017). Cre-dependent Cas9-expressing pigs enable efficient in vivo genome editing. Genome Res..

[13] Ekser B, Li P, Cooper DKC (2017). Xenotransplantation: past, present, and future. Curr. Opin. Organ Transpl..

[14] Yang L (2015). Genome-wide inactivation of porcine endogenous retroviruses (PERVs). Science.

[15] Yue, Y. et al. Extensive mammalian germline genome engineering. *bioRxiv*10.1101/2019.12.17.876862 (2019).

[16] Young LD (1998). Survival, body weights, feed efficiency, and carcass traits of 7/8 White Composite and 1/8 Duroc, 1/8 Meishan, 1/8 Fengjing, or 1/8 Minzhu pigs. J. Anim. Sci..

[17] Wang L (2011). Animal genetic resources in China: pigs. China Agric. Ture Press.

[18] White BR (1995). Growth and body composition of Meishan and Yorkshire barrows and gilts. J. Anim. Sci..

[19] Mourot J, Kouba M (1999). Development of intra- and intermuscular adipose tissue in growing large white and Meishan pigs. Reprod. Nutr. Dev..

[20] Zhao, P. et al. Evidence of evolutionary history and selective sweeps in the genome of Meishan pig reveals its genetic and phenotypic characterization. *Gigascience***7**, 10.1093/gigascience/giy058 (2018).10.1093/gigascience/giy058PMC600744029790964

[21] Li M (2017). Comprehensive variation discovery and recovery of missing sequence in the pig genome using multiple de novo assemblies. Genome Res..

[22] Tang Z (2007). LongSAGE analysis of skeletal muscle at three prenatal stages in Tongcheng and Landrace pigs. Genome Biol..

[23] Kojima M (2018). Differences in gene expression profiles for subcutaneous adipose, liver, and skeletal muscle tissues between Meishan and Landrace pigs with different backfat thicknesses. PLoS ONE.

[24] Xiao S (2012). Comparative epigenomic annotation of regulatory DNA. Cell.

[25] Villar D (2015). Enhancer evolution across 20 mammalian species. Cell.

[26] Servant N (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol..

[27] Trieu T, Cheng J (2017). 3D genome structure modeling by Lorentzian objective function. Nucleic Acids Res..

[28] Trieu T, Oluwadare O, Wopata J, Cheng J (2019). GenomeFlow: a comprehensive graphical tool for modeling and analyzing 3D genome structure. Bioinformatics.

[29] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[30] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[31] Yanai I (2005). Genome-wide midrange transcription profiles reveal expression level relationships in human tissue specification. Bioinformatics.

[32] Kryuchkova-Mostacci N, Robinson-Rechavi M (2017). A benchmark of gene expression tissue-specificity metrics. Brief. Bioinform..

[33] Ong CT, Corces VG (2011). Enhancer function: new insights into the regulation of tissue-specific gene expression. Nat. Rev. Genet..

[34] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[35] Liu X, Yu X, Zack DJ, Zhu H, Qian J (2008). TiGER: a database for tissue-specific gene expression and regulation. BMC Bioinform..

[36] Xiao SJ, Zhang C, Zou Q, Ji ZL (2010). TiSGeD: a database for tissue-specific genes. Bioinformatics.

[37] McLean CY (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol..

[38] Loven J (2013). Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell.

[39] Hnisz D (2013). Super-enhancers in the control of cell identity and disease. Cell.

[40] Whyte WA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[41] Chen K (2015). Broad H3K4me3 is associated with increased transcription elongation and enhancer activity at tumor-suppressor genes. Nat. Genet..

[42] Reilly SK (2015). Evolutionary genomics. Evolutionary changes in promoter and enhancer activity during human corticogenesis. Science.

[43] Visel A, Minovitsky S, Dubchak I, Pennacchio LA (2007). VISTA Enhancer Browser–a database of tissue-specific human enhancers. Nucleic Acids Res..

[44] Crane E (2015). Condensin-driven remodelling of X chromosome topology during dosage compensation. Nature.

[45] Giorgetti L (2016). Structural organization of the inactive X chromosome in the mouse. Nature.

[46] Dixon JR (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[47] Dixon JR (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[48] Shin H (2016). TopDom: an efficient and deterministic method for identifying topological domains in genomes. Nucleic Acids Res..

[49] Nora EP (2012). Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature.

[50] Li G (2012). Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell.

[51] Rao SS (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[52] Edea Z (2017). Detecting selection signatures between Duroc and Duroc synthetic pig populations using high‐density SNP chip. Anim. Genet..

[53] Fontanesi L, Schiavo G, Galimberti G, Calo D, Russo V (2014). A genomewide association study for average daily gain in Italian Large White pigs. J. Anim. Sci..

[54] Meng Q (2017). Identification of growth trait related genes in a Yorkshire purebred pig population by genome-wide association studies. Asian-Australas. J. Anim. Sci..

[55] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[56] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[57] Weir BS, Cockerham CC (1984). Estimating F-statistics for the analysis of population structure. Evolution.

[58] Kuhn RM, Haussler D, Kent WJ (2013). The UCSC genome browser and associated tools. Brief. Bioinform..

[59] Franke M (2016). Formation of new chromatin domains determines pathogenicity of genomic duplications. Nature.

[60] Fudenberg G, Pollard KS (2019). Chromatin features constrain structural variation across evolutionary timescales. Proc. Natl Acad. Sci. USA.

[61] Chen J, Bardes EE, Aronow BJ, Jegga AG (2009). ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res..

[62] Caves EM, Brandley NC, Johnsen S (2018). Visual acuity and the evolution of signals. Trends Ecol. Evol..

[63] Bult CJ (2019). Mouse Genome Database (MGD) 2019. Nucleic Acids Res..

[64] Lang MR, Lapierre LA, Frotscher M, Goldenring JR, Knapik EW (2006). Secretory COPII coat component Sec23a is essential for craniofacial chondrocyte maturation. Nat. Genet..

[65] Eivers E, McCarthy K, Glynn C, Nolan CM, Byrnes L (2004). Insulin-like growth factor (IGF) signalling is required for early dorso-anterior development of the zebrafish embryo. Int. J. Dev. Biol..

[66] Imamura S, Yabu T, Yamashita M (2012). Protective role of cell division cycle 48 (CDC48) protein against neurodegeneration via ubiquitin-proteasome system dysfunction during zebrafish development. J. Biol. Chem..

[67] Richard-Parpaillon L, Heligon C, Chesnel F, Boujard D, Philpott A (2002). The IGF pathway regulates head formation by inhibiting Wnt signaling in Xenopus. Dev. Biol..

[68] Jin Z (2016). Members of the Rusc protein family interact with Sufu and inhibit vertebrate Hedgehog signaling. Development.

[69] Square T (2015). A gene expression map of the larval Xenopus laevis head reveals developmental changes underlying the evolution of new skeletal elements. Dev. Biol..

[70] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE blacklist: identification of problematic regions of the genome. Sci. Rep..

[71] Ernst J (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. Nature.

[72] Trynka G (2013). Chromatin marks identify critical cell types for fine mapping complex trait variants. Nat. Genet..

[73] Maurano MT (2012). Systematic localization of common disease-associated variation in regulatory DNA. Science.

[74] Smemo S (2014). Obesity-associated variants within FTO form long-range functional connections with IRX3. Nature.

[75] Mifsud B (2015). Mapping long-range promoter contacts in human cells with high-resolution capture Hi-C. Nat. Genet..

[76] Jung I (2019). A compendium of promoter-centered long-range chromatin interactions in the human genome. Nat. Genet..

[77] Zhang Y (2013). Chromatin connectivity maps reveal dynamic promoter-enhancer long-range associations. Nature.

[78] Ai H (2015). Adaptation and possible ancient interspecies introgression in pigs identified by whole-genome sequencing. Nat. Genet..

[79] Buenrostro, J. D., Wu, B., Chang, H. Y. & Greenleaf, W. J. ATAC-seq: a method for assaying chromatin accessibility genome-wide. *Curr. Protoc. Mol. Biol.***109**, 21–29 (2015).10.1002/0471142727.mb2129s109PMC437498625559105

[80] Bright, A. R. & Veenstra, G. J. C. Assay for transposase-accessible chromatin-sequencing using Xenopus embryos. *Cold Spring Harb. Protoc.***2019**, 10.1101/pdb.prot098327 (2019).10.1101/pdb.prot09832730042136

[81] Lai B (2018). Trac-looping measures genome structure and chromatin accessibility. Nat. Methods.

[82] Heintzman ND (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat. Genet..

[83] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[84] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[85] Sun L (2013). Utilizing sequence intrinsic composition to classify protein-coding and long non-coding transcripts. Nucleic Acids Res..

[86] Kang YJ (2017). CPC2: a fast and accurate coding potential calculator based on sequence intrinsic features. Nucleic Acids Res..

[87] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[88] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[89] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J. Mol. Biol..

[90] Hicks SC (2018). Smooth quantile normalization. Biostatistics.

[91] Kolde, R. pheatmap: Pretty heatmaps. https://cran.r-project.org/package=pheatmap (2019).

[92] Li H, Durbin R (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[93] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[94] Feng J, Liu T, Qin B, Zhang Y, Liu XS (2012). Identifying ChIP-seq enrichment using MACS. Nat. Protoc..

[95] Landt SG (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res..

[96] Bolstad, B. M. & Bolstad, B. preprocessCore: A collection of pre-processing functions. (2015).

[97] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[98] Gupta S, Stamatoyannopoulos JA, Bailey TL, Noble WS (2007). Quantifying similarity between motifs. Genome Biol..

[99] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J..

[100] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[101] Bentsen M (2020). ATAC-seq footprinting unravels kinetics of transcription factor binding during zygotic genome activation. Nat. Commun..

[102] Durand NC (2016). Juicer provides a one-click system for analyzing loop-resolution Hi-C experiments. Cell Syst..

[103] Robinson JT (2011). Integrative genomics viewer. Nat. Biotechnol..

[104] Imakaev M (2012). Iterative correction of Hi-C data reveals hallmarks of chromosome organization. Nat. Methods.

[105] Fu Y (2020). A gene prioritization method based on a swine multi-omics knowledgebase and a deep learning model. Commun. Biol..

[106] Kodama, Y., Shumway, M. & Leinonen, R. on behalf of the International Nucleotide Sequence Database Collaboration. The sequence read archive: explosive growth of sequencing data. *Nucleic Acids Res.* **40**, D54–D56 (2011).10.1093/nar/gkr854PMC324511022009675

[107] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[108] Danecek P (2011). The variant call format and VCFtools. Bioinformatics.

[109] The GTEx Consortium. (2015). The Genotype-Tissue Expression (GTEx) pilot analysis: multitissue gene regulation in humans. Science.

# Supplementary material for: A compendium and comparative epigenomics analysis of cis-regulatory elements in the pig genome
**Source:** Nat Commun. 2021 Apr 13;12:2217. doi: 10.1038/s41467-021-22448-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure

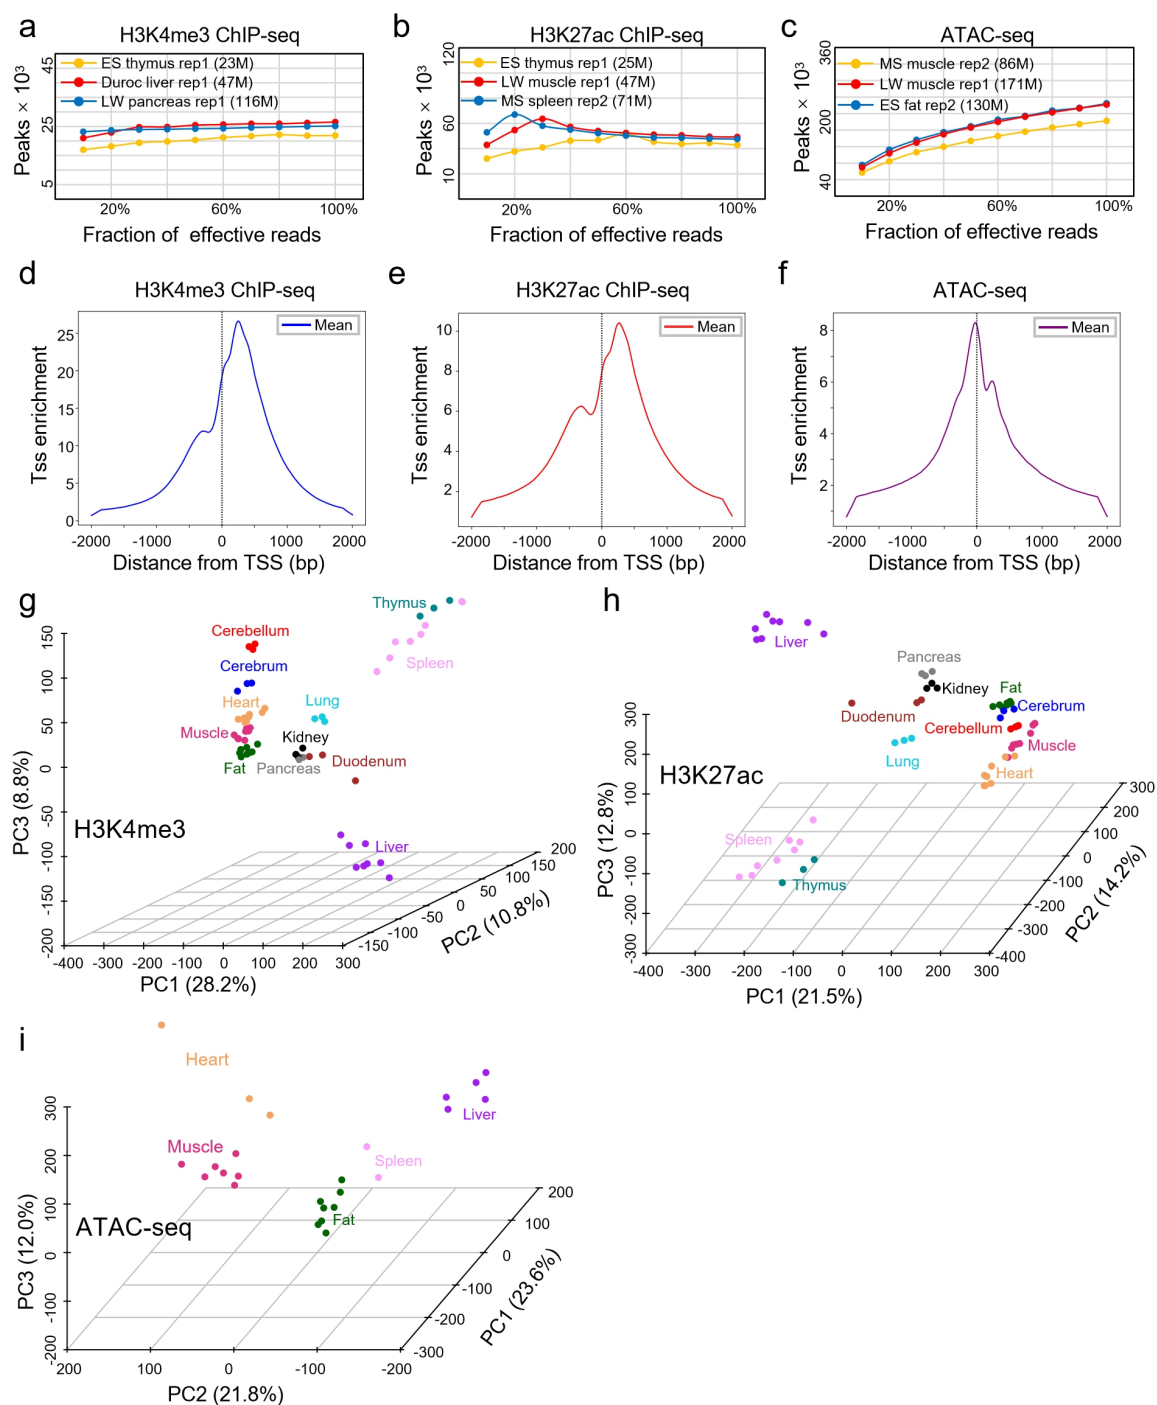

**Supplementary Fig. 1 The quality control for ChIP-seq and ATAC-seq data.**

MS, LW, and ES refer to Meishan, Large White, and Enshi Black pigs, respectively. Rep1 and rep2 refer to biological replicate 1 and biological replicate 2, respectively.

**a–c:** Plots of saturation analyses for ChIP-seq and ATAC-seq libraries. Each sample was down-sampled (10%, 20%, ..., 90%) from effective reads (which passed filtering criteria) to call narrow peaks ( $P < 10^{-5}$ ). The number following the sample name indicates effective read count. **d–e:** TSS enrichment plots of H3K4me3 ChIP-seq, H3K27ac ChIP-seq, and ATAC-seq experiments of Duroc muscle rep1. **g–i:** PCA plots of H3K4me3 ChIP-seq, H3K27ac ChIP-seq, and ATAC-seq data.

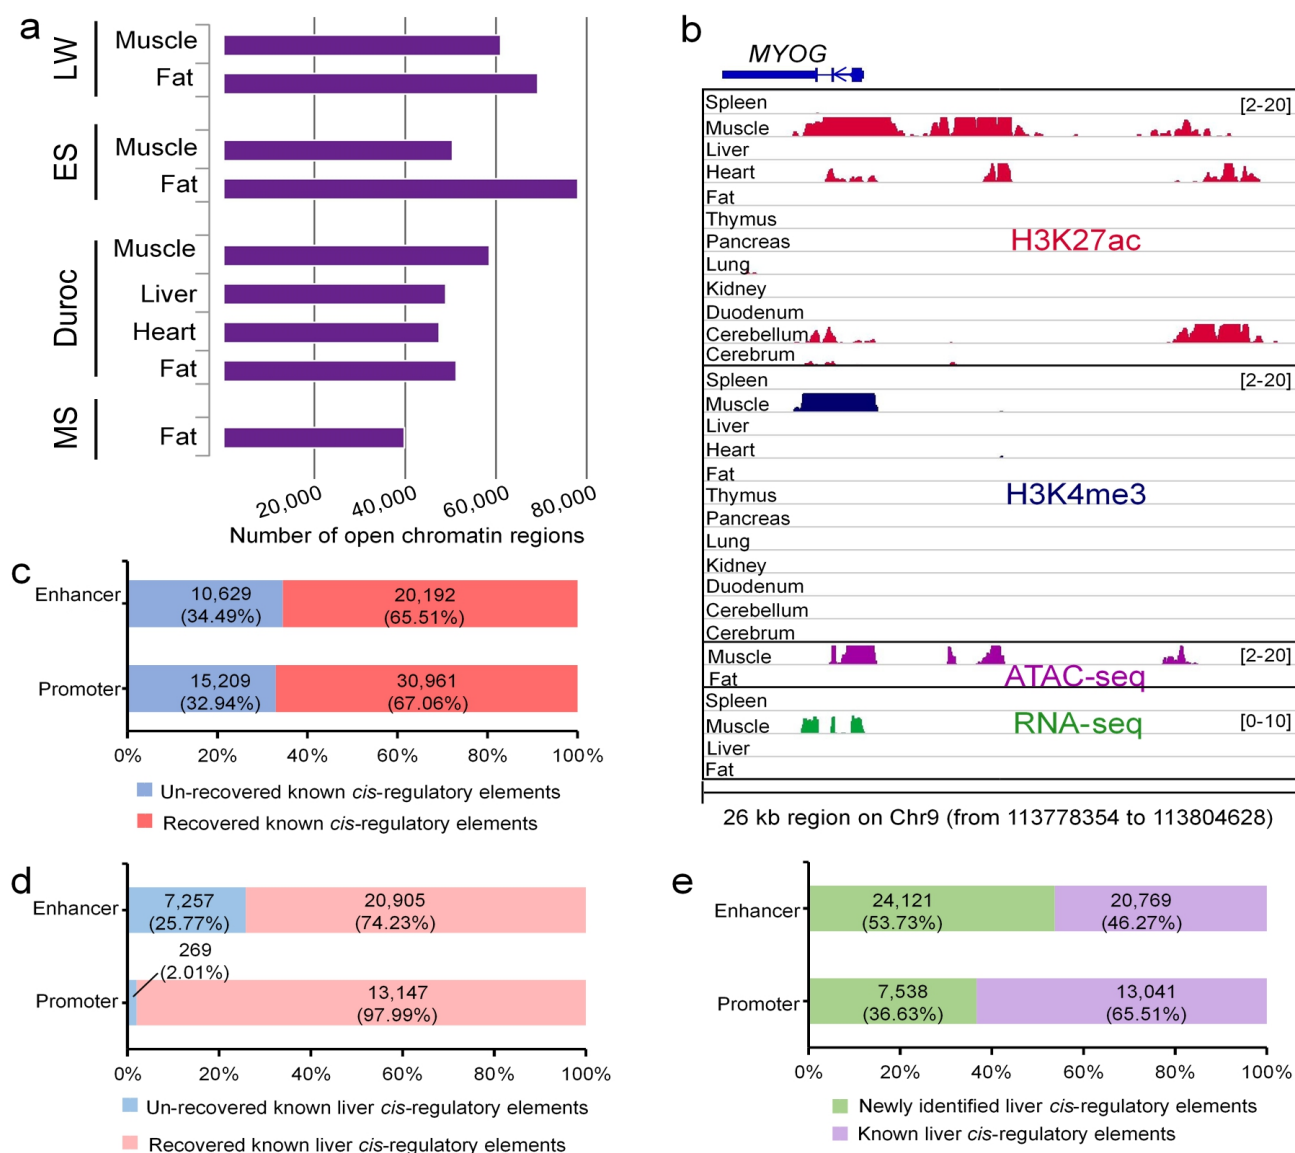

**Supplementary Fig. 2 Supplementary information for the landscape for *cis*-regulatory elements of the pig genome.**

MS, LW, and ES refer to Meishan, Large White, and Enshi Black pigs, respectively.

**a** Open chromatin landscape of the pig genome. **b** Genome browser views of ChIP-seq, ATAC-seq, and RNA-seq data for the *MYOG* gene region in various LW pig tissues. The numbers in brackets located in the ChIP-seq, ATAC-seq, and RNA-seq tracks indicate signal intensities. **c** *Cis*-regulatory elements identified from UCSC TSSs and published ChIP-seq data of pig pluripotent stem cells<sup>1</sup> and liver tissue<sup>2</sup> that were also recovered by this study (red bar). **d** *Cis*-regulatory elements identified from published ChIP-seq data of pig liver tissue<sup>2</sup> recovered by liver data in this study. **e** *Cis*-regulatory elements identified from liver ChIP-seq data in this study recovered by published data acquired from pig liver tissue<sup>2</sup>.

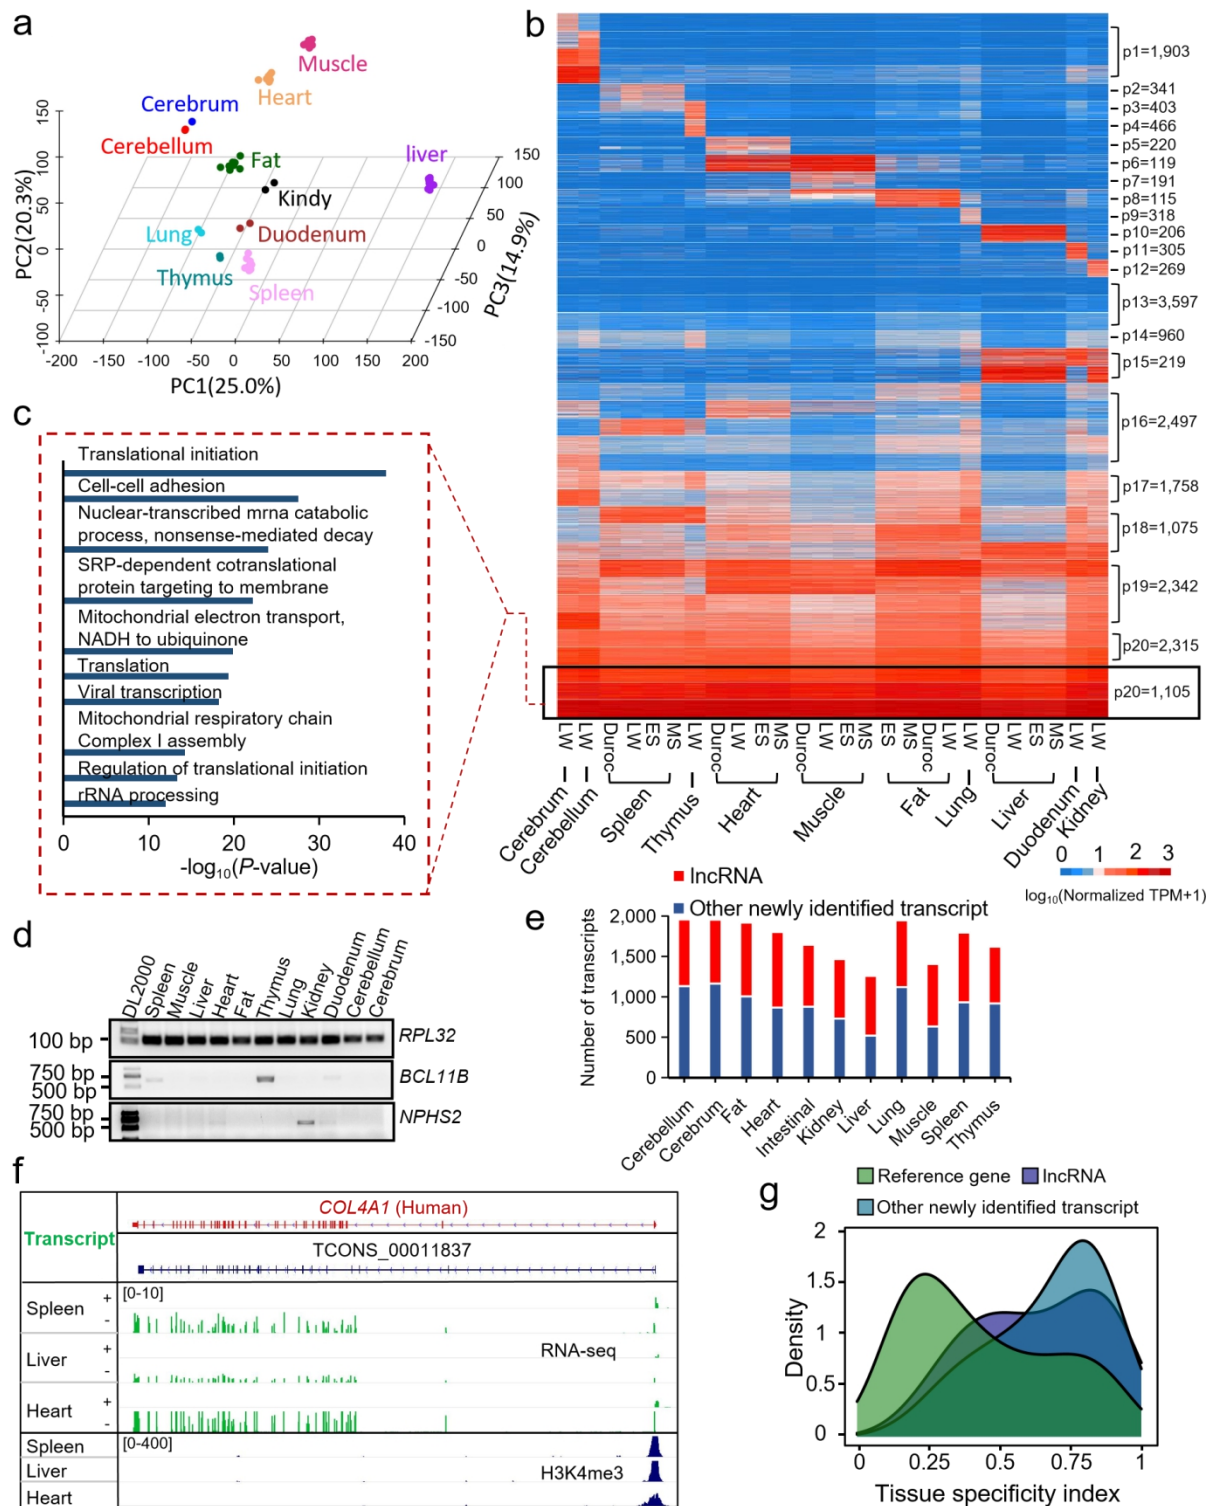

**Supplementary Fig. 3 Analysis of tissue-specific genes, lncRNAs, and previously identified transcripts.**

**a** PCA plots of RNA-seq data. **b** Overall gene expression patterns across different tissues of the four pig breeds. The p20 was split into two clusters following the limitation of gene numbers when using DAVID functional enrichment analysis. **c** GO terms of p20 cluster genes that were highly expressed in all samples. **d** Validation of tissue-specific gene expression in 11 tissues by RT-PCR. The validation was repeated twice independently with similar results and *RPL32* gene was used as a control. The PCR target fragment size of *RPL32* is 93 bp, *BCL11B* specifically expressed in thymus is 586 bp, and *NPHS2* specifically expressed in kidney is 562 bp. The original gel pictures of RT-PCR, including this figure and its repeated experiment, were provided as a source data file. **e** The number of newly identified pig lncRNAs and other transcripts detected in each tissue. **f** An example of a newly identified potential protein-coding transcript (TCONS\_00011837) measured by RNA-seq data and the H3K4me3 signal enriched in its promoter region in multiple tissues. 

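BCL11B (ENSSSCG00000002507, chromosome 7, 120205008 to 120295737), one of the genes tested by RT-PCR, had 167 ± 9.99 TPM (SD, n = 2) in thymus and 6.02 TPM in cerebrum, the next highest tissue. Both thymus libraries lay above all others of LW. RPL32, the control of the RT-PCR, was not found by name in the tables. TCONS_00011837 (chromosome 11, 76858186 to 76997363) had 1998 ± 195 TPM (SD, n = 2) in fat and 1130 ± 208 TPM (SD, n = 2) in lung, and its lowest mean was 37.4 TPM in cerebellum. An H3K4me3 peak was listed at its TSS in all 61 libraries, an H3K27ac peak in 57 and an ATAC-seq peak in all 25.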

The numbers in brackets located in ChIP-seq and RNA-seq tracks indicate signal intensities. **g** Distribution of tissue specificity index for reference genes, lncRNAs, and other newly identified transcripts.

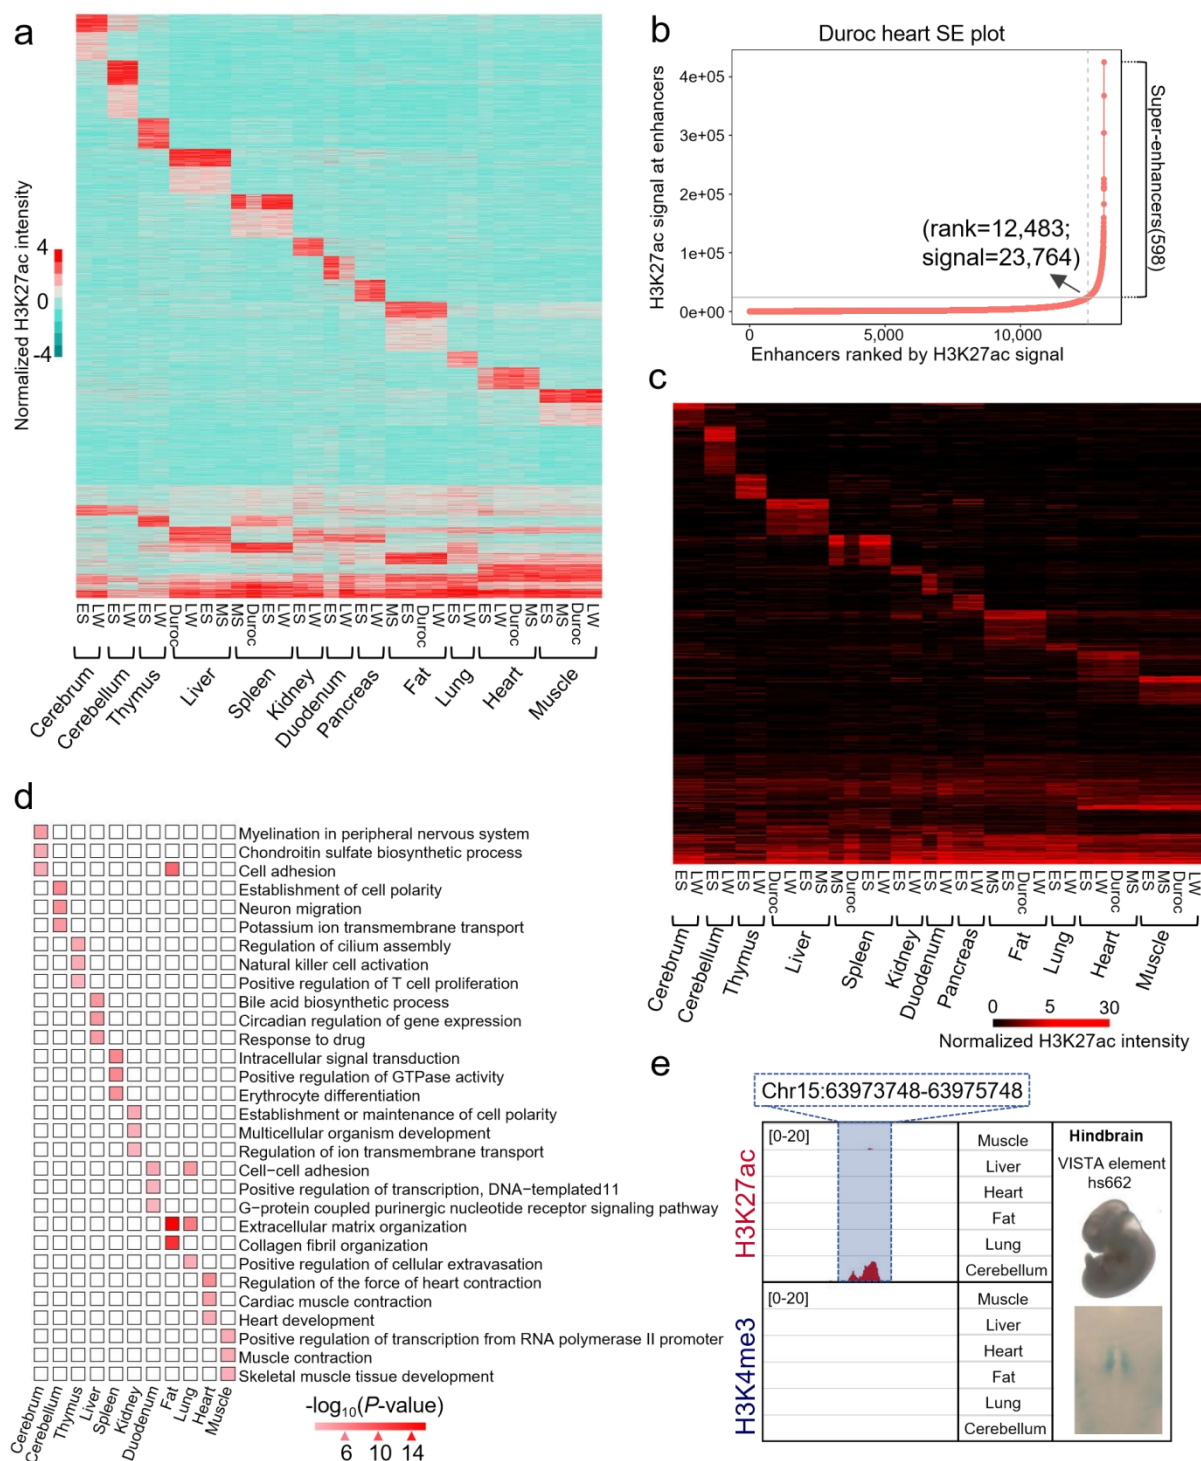

**Supplementary Fig. 4 Analysis of enhancers and super-enhancers across all samples.**

**a** Classification of enhancers based on their chromatin states (H3K27ac) among all samples of the four pig breeds. **b** Distribution of H3K27ac ChIP-Seq signals across enhancers in heart tissues of Duroc pigs. Enhancers are ranked by their input-normalized H3K27ac ChIP-seq signal. Super-enhancers (SEs) are defined as the enhancers above the curve inflection point. **c** Heatmap showing the tissue-specific patterns of super-enhancers among all samples based on normalized H3K27ac intensity. **d** GO terms enriched among tissue-specific super-enhancers. The two-side binomial statistic method without adjustment was adopted to calculate the  $P$ -value. **e** Tissue-specific enhancers from pig cerebellum bearing the conservation with VISTA-validated elements hs662<sup>3</sup>. The numbers in brackets located in the tracks of ChIP-seq indicate signal intensities.

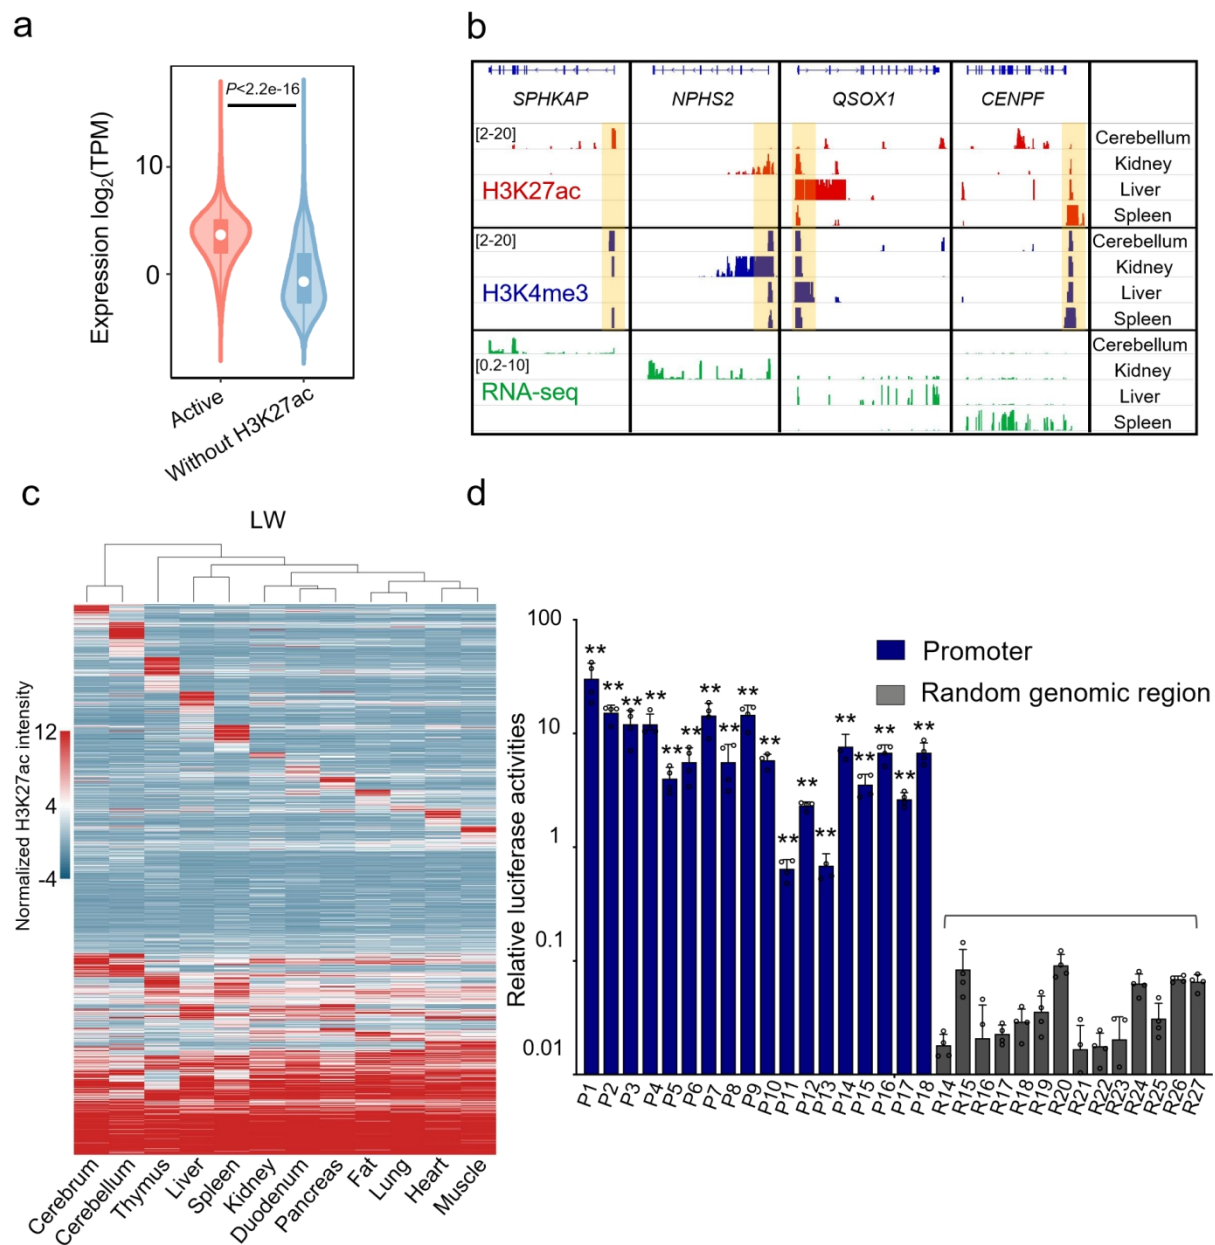

**Supplementary Fig. 5 Promoter analysis of the pig genome.**

**a** Comparison of the expression profiles of genes with active promoters ( $n = 318,023$ ) to those of genes without H3K27ac promoters ( $n = 223,803$ ).  $P$ -value was calculated by two-sided unpaired Wilcoxon test. **b** Examples of histone modification intensities (H3K27ac, H3K4me3) and gene expression profiles of active promoter-associated genes. The numbers in brackets located in the ChIP-seq and RNA-seq tracks indicate signal intensities. **c** Characteristics of active promoters based on their H3K27ac signals among Large White pig tissues. **d** Validation of promoters identified in this study using reporter assays in pig 3D4/21 cells. Data are represented as mean  $\pm$  SD ( $n = 4$ ). \*\* indicates  $P < 0.01$  ( $1.7 \times 10^{-55} < P < 3.7 \times 10^{-27}$ ), which were calculated by two-side Student's  $t$ -test without multiple comparison.

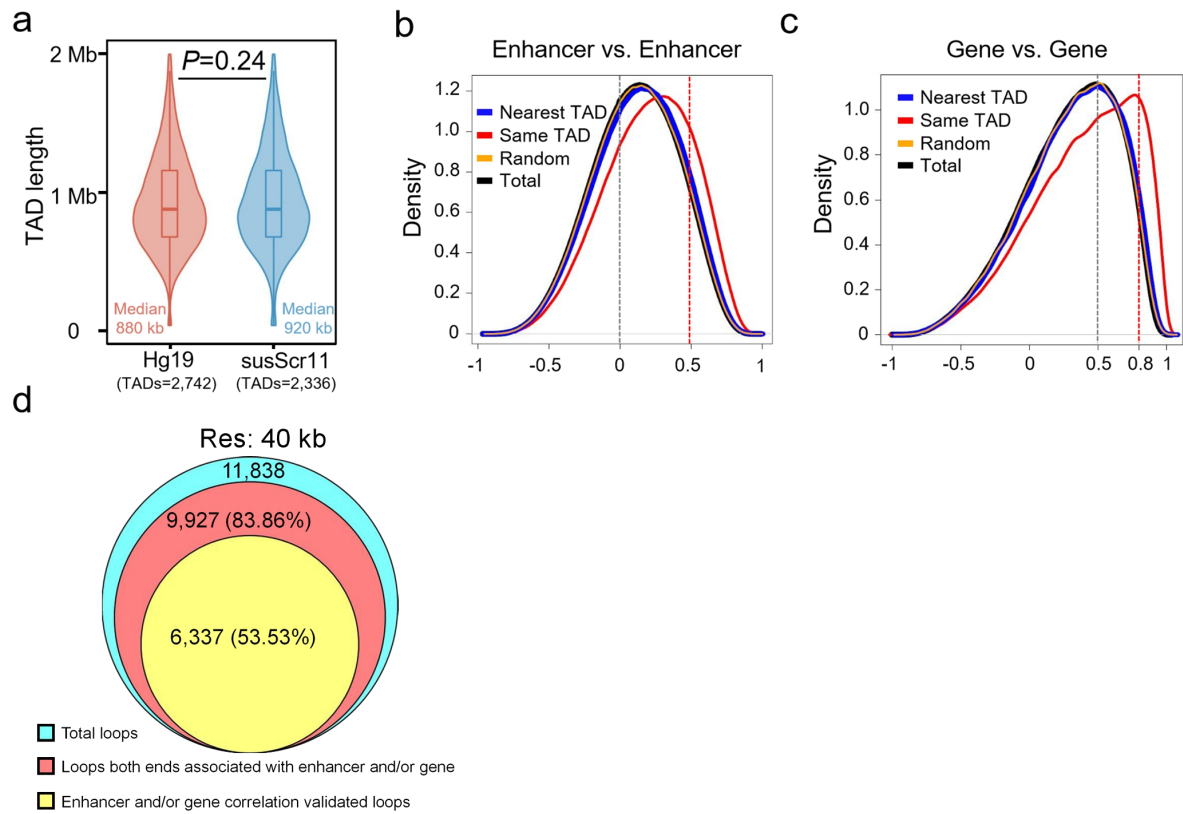

**Supplementary Fig. 6 Analysis of 3D structure and regulation of *cis*-regulatory elements.**

**a** Violin plot of TAD length in human and pig genomes (two-side unpaired Wilcoxon test). **b** Distribution of Spearman correlation coefficients between the H3K27ac intensities of enhancers (enhancer-enhancer correlations). The red dotted line indicates the estimated cutoff for significant correlation. **c** Distribution of Spearman correlation coefficients for the expression of any two genes (gene-gene correlations). The red dotted line indicates the estimated cutoff for significant correlation. The gray dotted line indicates the negative control of Spearman correlation coefficients used to set the cutoffs for significant correlation. **d** Venn diagram showing the number of total identified Hi-C loops (blue circle), loops associated with enhancers and/or genes (red circle), and loops validated by significantly correlated enhancers and/or genes (yellow circle) at 40 kb resolution (res).

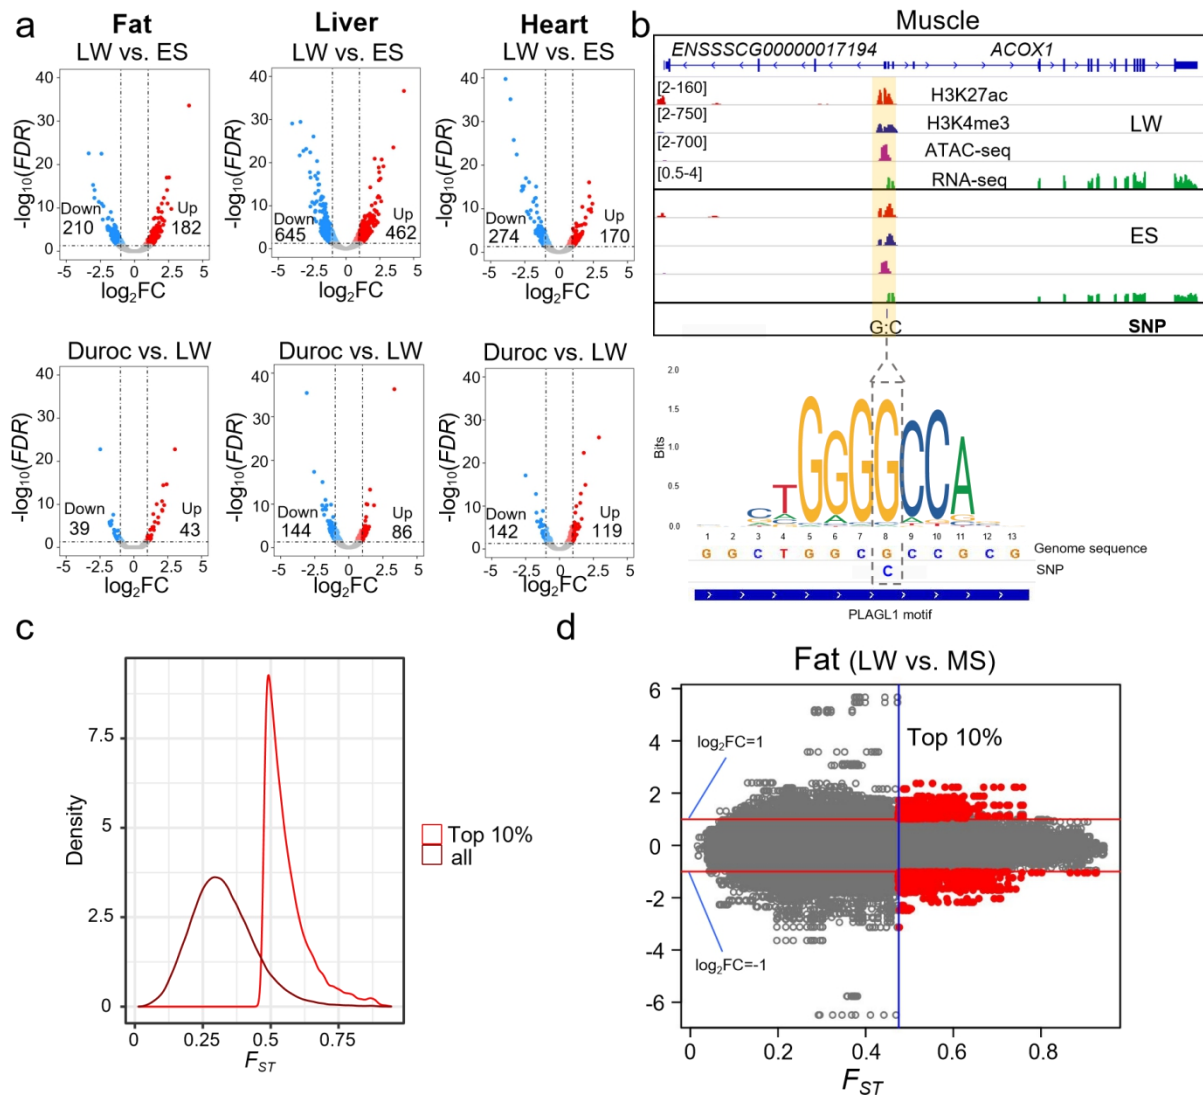

**Supplementary Fig. 7 Differentially expressed genes and differences in histone intensity of *cis*-regulatory elements between pig breeds.** LW and MS represent Large White and Meishan breeds respectively.

**a** Differentially expressed genes in LW compared with ES and Duroc compared with LW. The red dots indicate up-regulated genes, and blue dots indicate down-regulated genes. **b** An example of a G/C SNP (Chr12:5451199) with  $\Delta AF = 0.64$  between LW and ES pigs in the active promoter region corresponding to the differentially expressed *ACOX1* gene between LW and ES pigs. **c** Comparison of the distributions of top 10% and all  $F_{ST}$  values in LW compared with MS. **d** Distribution of  $F_{ST}$  values and log<sub>2</sub>FC values of H3K27ac intensities in active promoter/enhancer regions in fat tissues of LW compared with MS.

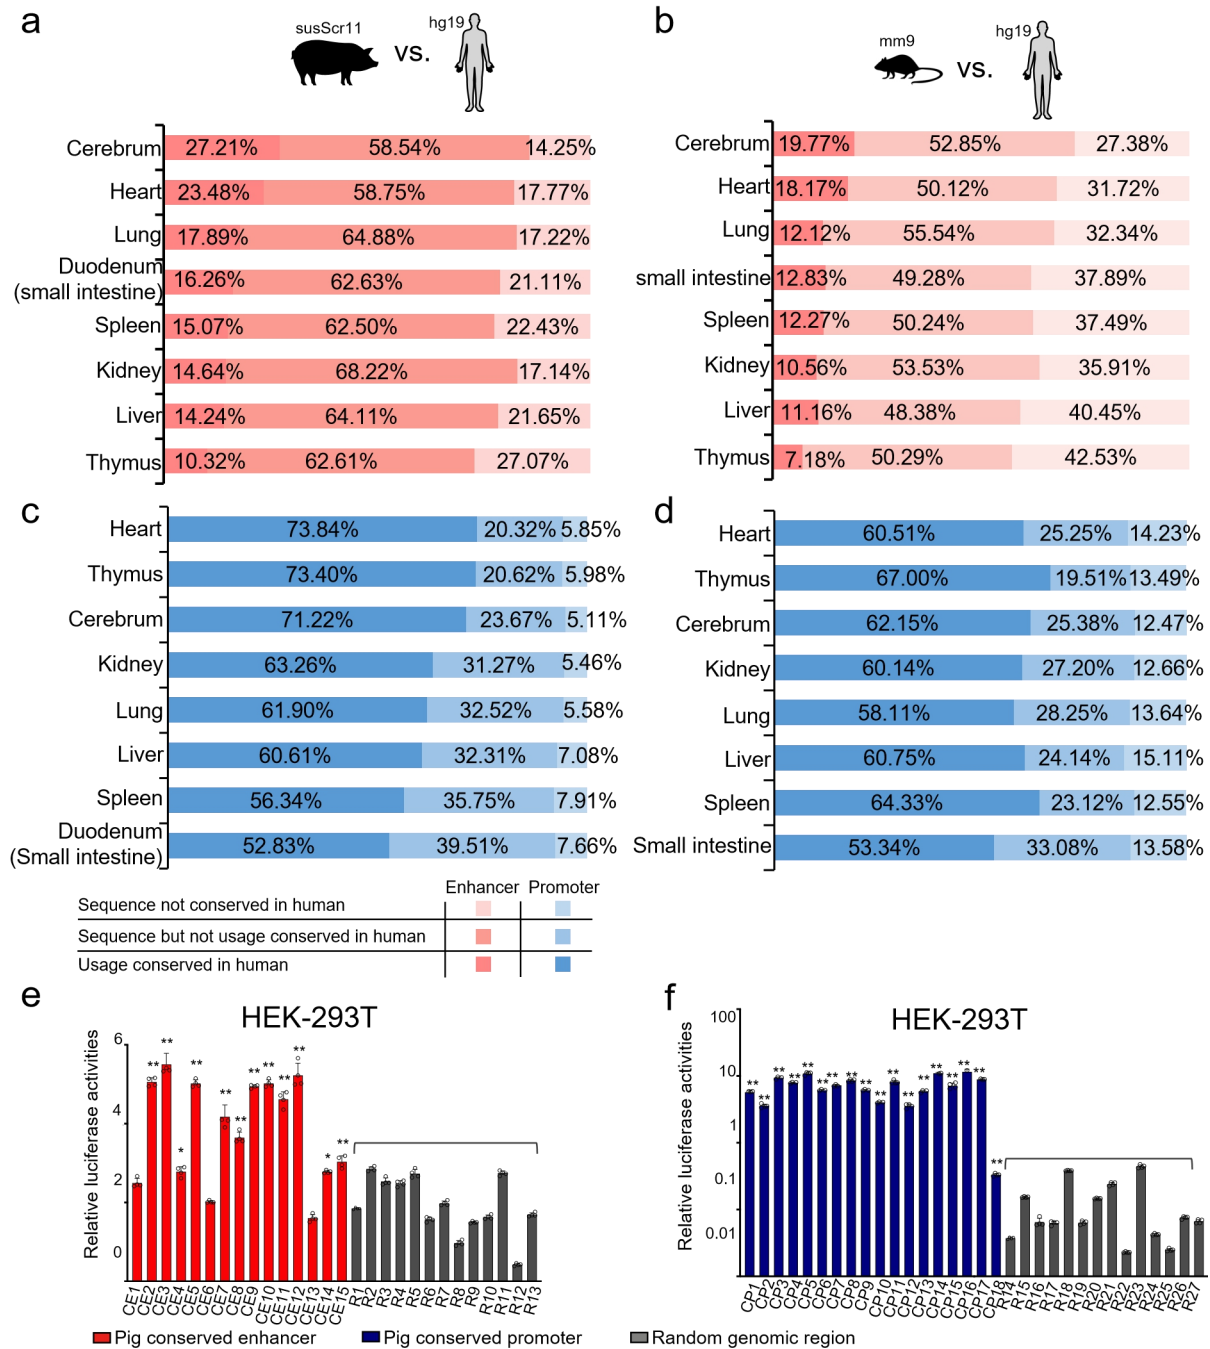

**Supplementary Fig. 8. Comparison of *cis*-regulatory element conservation levels among pig, human, and mouse genomes and reporter assays for detection of pig-human conserved *cis*-regulatory element activity in human HEK-293T cells.**

CP (CE) indicates pig promoter (enhancer) conserved in sequence with human genome sequence.

**a–d** Comparison of conservation levels of *cis*-regulatory elements in each tissue between pig and human (**a** and **c**) and between mouse and human (**b** and **d**). Degree of enhancer conservation is indicated with red shading (**a** and **b**), and degree of promoter conservation with blue shading (**c** and **d**). **e** Reporter assays analyzing the activity of pig enhancers conserved in sequence and usage with humans in HEK-293T cells ( $n = 4$ ,  $9.9\text{e-}14 < P < 0.78$ ). The enhancers and random regions from the pig genome used for this experiment were the same as those presented in Fig. 2h. **f** Reporter assays analyzing the activities of pig promoters conserved in sequence and usage with humans in HEK-293T cells ( $n = 4$ ,  $1.5\text{e-}76 < P < 0.0035$ ). The promoters and random regions from the pig genome used for this experiment were the same as those presented in Supplementary Fig. 5d.

In **e–f**, data are presented as means  $\pm$  SD, \*\* indicates  $P < 0.01$  and \* indicates  $P < 0.05$ .  $P$ -values were calculated using two-side Student's  $t$ -test method without multiple comparison.

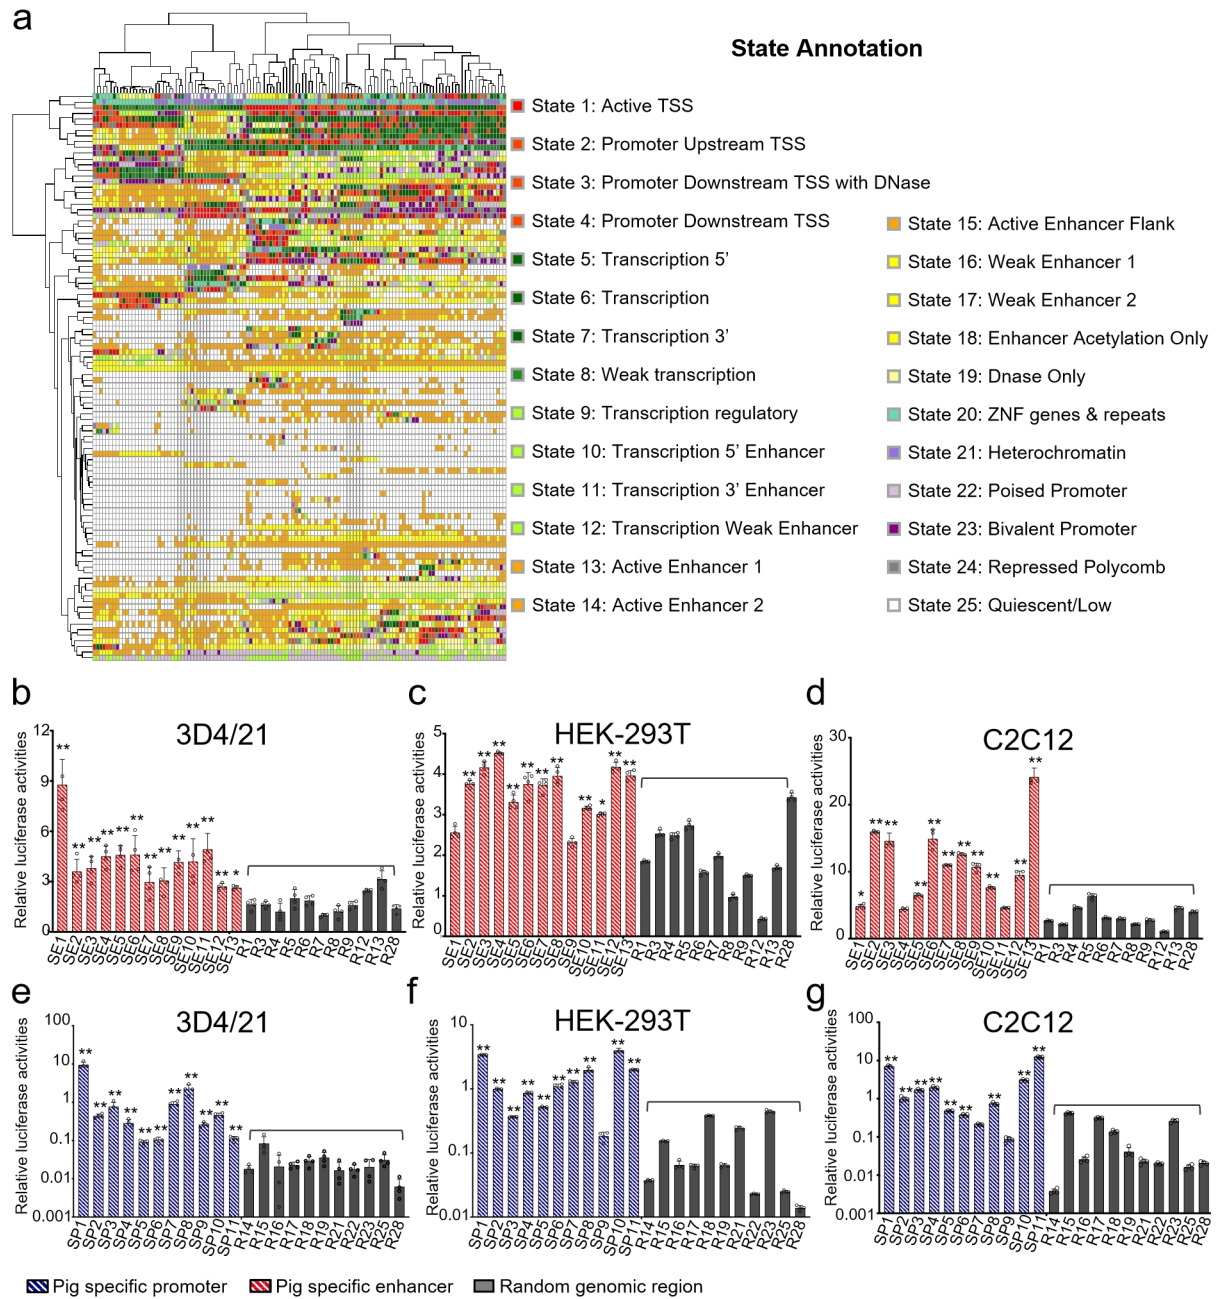

**Supplementary Fig. 9 Human chromatin state annotations overlapping with pig enhancers and reporter assays of pig-specific *cis*-regulatory element activity.**

SP (SE) indicates pig-specific promoter (enhancer) sequence.

**a** Human chromatin state annotations overlapping with pig enhancers, which were conserved in sequence but not in usage with the human genome. Each row represents one enhancer cluster, and each column corresponds to a different human tissue or cell line. Light green, orange, and yellow states correspond to human enhancers (states 9–18). **b** Reporter assays to validate pig-specific enhancer activity in pig 3D4/21 cells ( $n = 4$ ,  $2.4\text{e-}22 < P < 0.011$ ). **c** Reporter assays to test the activity of pig-specific enhancers in human HEK-293T cells ( $n = 4$ ,  $1.1\text{e-}07 < P < 0.35$ ). **d** Reporter assays to test the activity of pig-specific enhancers in mouse C2C12 myoblast cells ( $n = 4$ ,  $1.3\text{e-}30 < P < 0.58$ ). **e** Reporter assays to validate pig-specific promoters in pig 3D4/21 cells ( $n = 4$ ,  $8.4\text{e-}37 < P < 7.5\text{e-}06$ ). **f** Detection of pig-specific promoter activity in human HEK-293T cells ( $n = 4$ ,  $4.8\text{e-}39 < P < 0.55$ ). **g** Detection of pig specific promoter activity in mouse C2C12 myoblast cells ( $n = 4$ ,  $8.0\text{e-}62 < P < 0.67$ ).

In **b–g**, data are presented as means  $\pm$  SD, \*\* indicates  $P < 0.01$  and \* indicates  $P < 0.05$ .  $P$ -values were calculated using two-side Student's  $t$ -test method without multiple comparison.

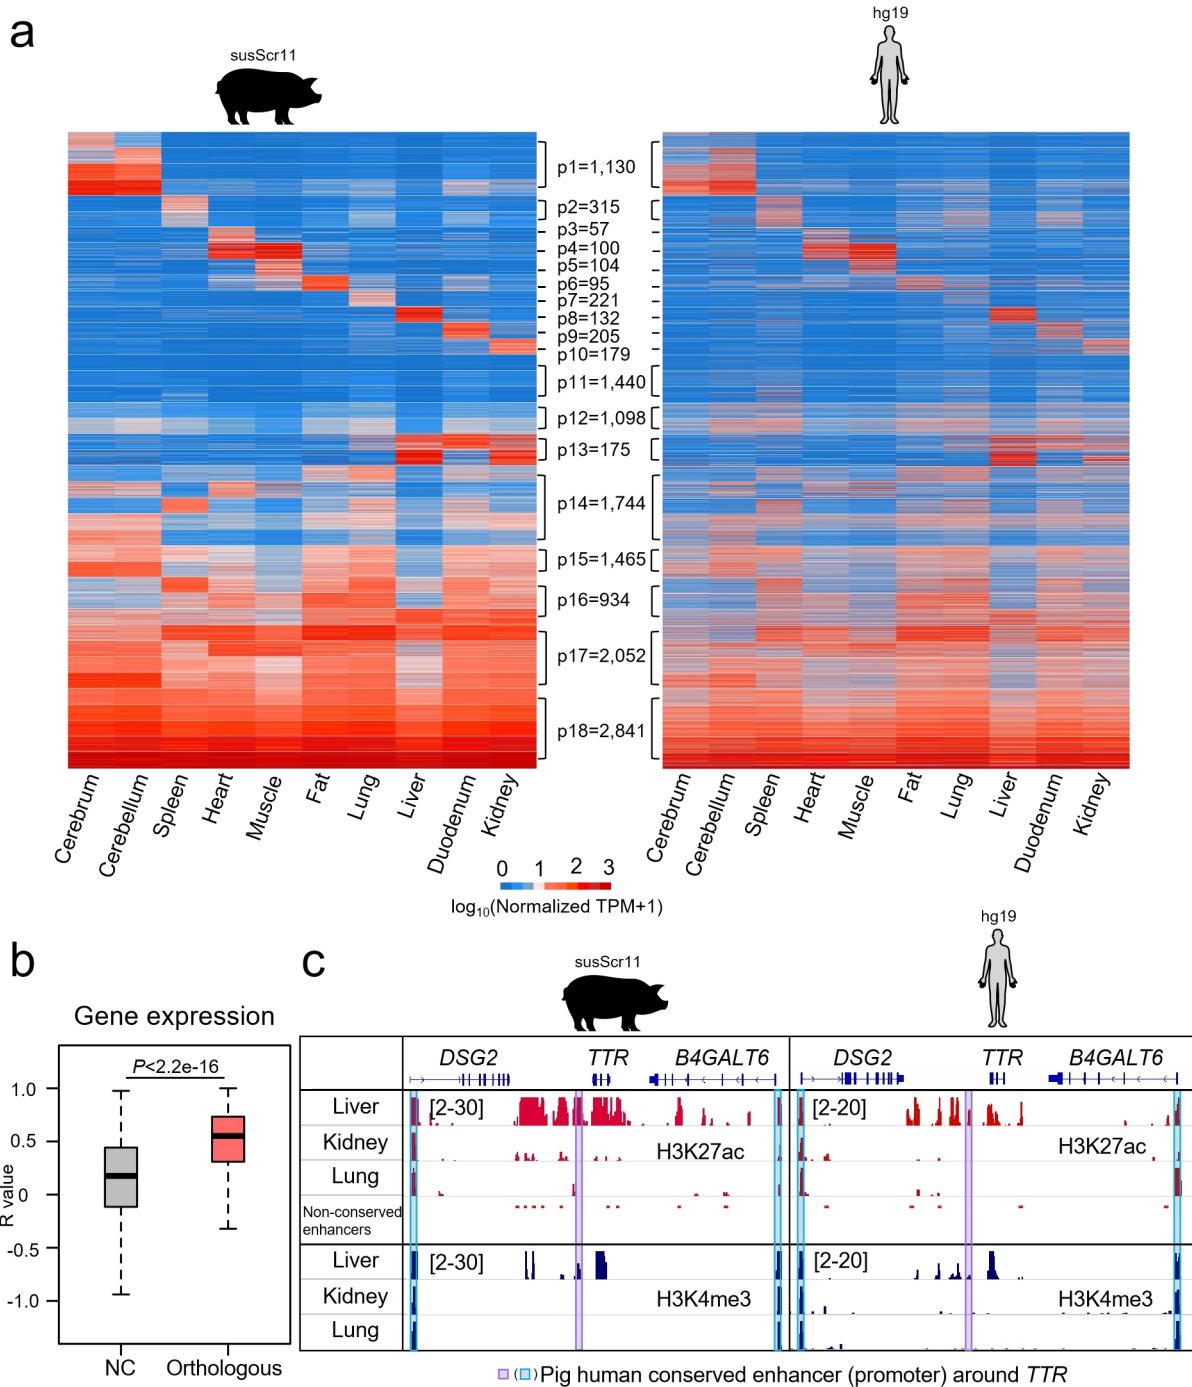

**Supplementary Fig. 10 Comparison of orthologous gene expression patterns between pigs and humans.**

**a** The expression patterns of pig and human orthologous genes. The list of human genes and their expression levels were obtained from the GTEx project<sup>4</sup>. **b** Spearman correlation coefficients of expression between pig-human orthologous gene pairs and non-orthologous genes in various pig and human concordant tissues. “NC” indicates correlation between non-orthologous genes pairs which were random selected from all combinations of non-orthologous genes. The bounds of boxplots represent the 25th percentile, median, and 75th percentile. The minima and maxima values of boxplots were defined after excluding outliers. The  $P$ -value was determined using a two-side unpaired Wilcoxon test ( $n = 14,287$ ). **c** Examples of enhancer (purple shading) and promoter (blue shading) conservation between pigs and humans at the *TTR* gene locus in multiple tissues. The numbers in brackets located in the ChIP-seq tracks indicate signal intensities.

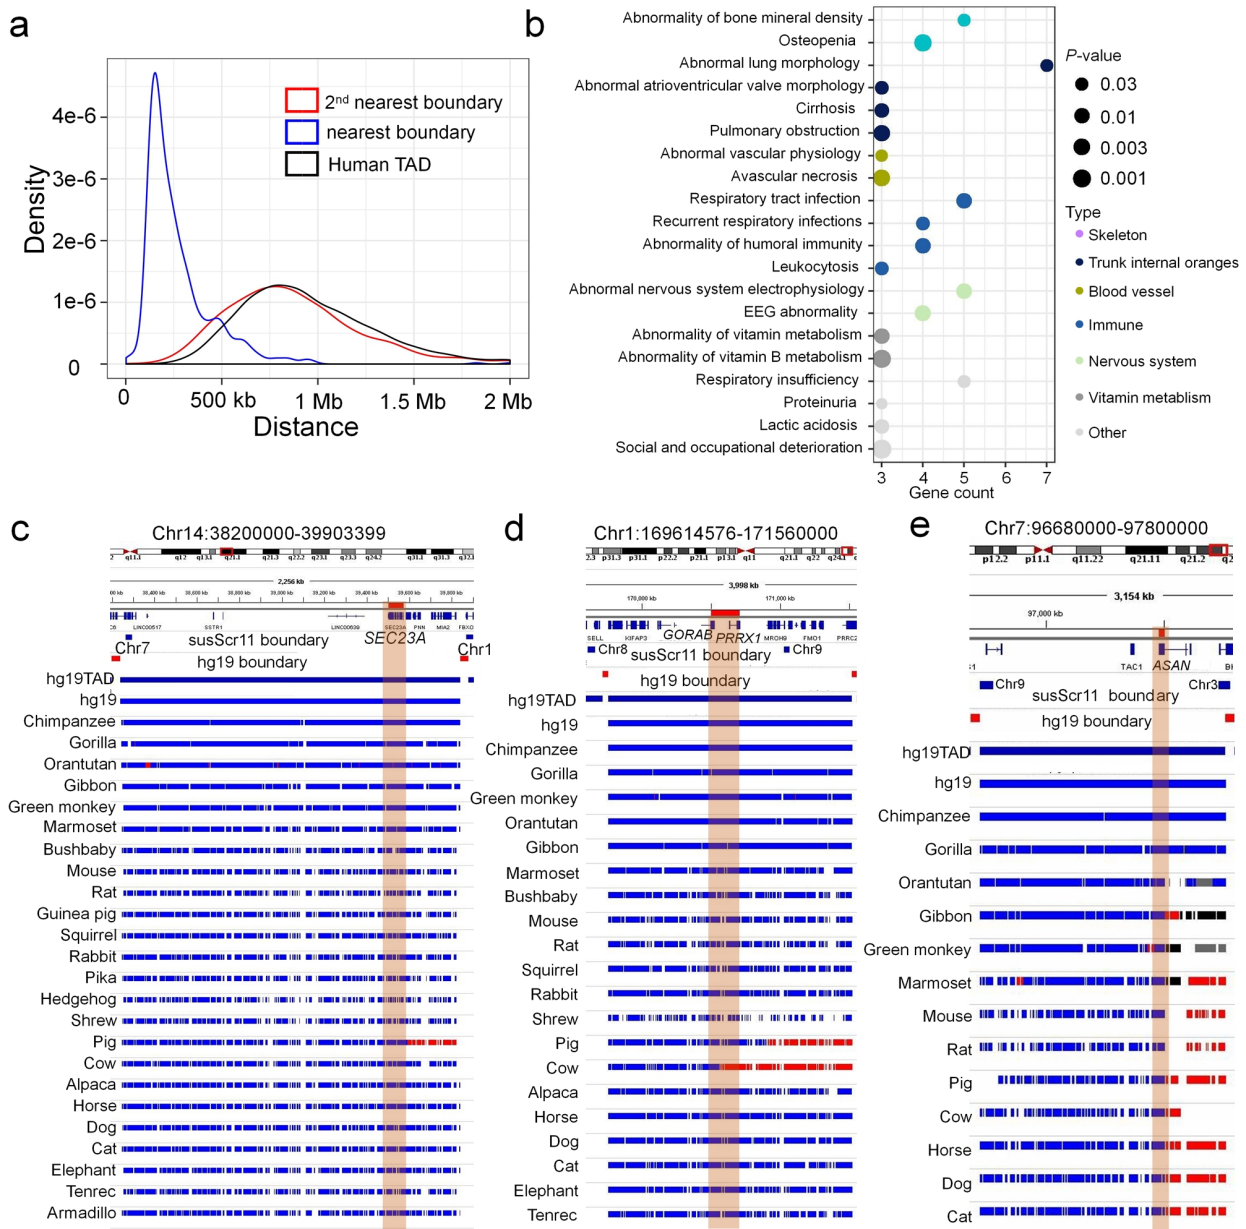

**Supplementary Fig. 11 Conservation of TADs between humans and pigs.**

**a** Distribution of span lengths of regions of human genome sequence conserved with pig TAD boundaries and their nearest and second nearest human boundaries. Here, 481 regions of human genome sequence conserved with pig TAD boundaries were located within 500 kb of their nearest human boundaries (blue line). Moreover, the human TAD boundaries contained no other conserved pig TAD boundaries. The distribution of span lengths of these 481 human genome regions and their second nearest human boundaries (red line) were almost the same as the distribution of human TAD (black line) lengths. Therefore, we further defined these 481 pig boundaries, which included 20.71% of total pig boundaries, as human boundaries with conserved usage.

**b** Human phenotype enrichment of genes from 14 randomly selected pig/human conserved TADs. TADs for which both boundaries were conserved between pigs and humans were defined as conserved TADs. The top 20 HPO enrichment terms are shown. The *P*-values were calculated using two-side hypergeometric test without adjustments. **c–e** Visualization of chromosome rearrangements across different mammalian species. Different colors in a track for a given species indicate that the human genome aligns to a different chromosome. The grey color in different tracks represents  $\geq 1$  chromosome. The shading indicates genes associated with human head and face phenotypes.

Supplementary Tables

Supplementary Table 1 | Statistical analysis of mapped reads for ATAC-seq experiments

| Breed | Tissue | Mitochondrial reads ratio <sup>a</sup> |             | Unique mapped reads |             | Filtered reads <sup>b</sup> |             |
|-------|--------|----------------------------------------|-------------|---------------------|-------------|-----------------------------|-------------|
|       |        | Replicate 1                            | Replicate 2 | Replicate 1         | Replicate 2 | Replicate 1                 | Replicate 2 |
| Duroc | Spleen | 6.35%                                  |             | 184,047,889         |             | 140,298,018                 |             |
|       | Muscle | 9.90%                                  | 5.51%       | 157,117,457         | 153,078,250 | 106,201,610                 | 104,745,838 |
|       | Liver  | 10.53%                                 | 15.41%      | 208,656,821         | 144,553,846 | 152,611,172                 | 96,178,914  |
|       | Heart  | 7.62%                                  | 17.39%      | 135,926,021         | 154,472,094 | 76,954,738                  | 86,670,400  |
|       | Fat    | 2.37%                                  | 2.75%       | 190,432,496         | 182,865,457 | 147,714,734                 | 138,913,556 |
| ES    | Spleen | 2.95%                                  |             | 209,204,772         |             | 170,024,902                 |             |
|       | Muscle | 10.15%                                 | 9.75%       | 212,747,840         | 113,930,207 | 157,841,918                 | 76,568,718  |
|       | Liver  |                                        | 19.90%      |                     | 181,753,047 |                             | 133,772,530 |
|       | Heart  | 9.28%                                  |             | 179,557,321         |             | 101,088,186                 |             |
|       | Fat    | 4.21%                                  | 3.02%       | 191,023,405         | 165,961,715 | 148,498,100                 | 130,163,628 |
| LW    | Muscle | 6.29%                                  | 5.85%       | 229,254,887         | 151,244,604 | 171,563,784                 | 93,519,080  |
|       | Liver  | 13.83%                                 |             | 143,560,489         |             | 105,078,240                 |             |
|       | Fat    | 3.35%                                  | 2.20%       | 199,002,806         | 191,772,289 | 150,357,324                 | 146,041,392 |
| MS    | Muscle |                                        | 10.43%      |                     | 127,857,937 |                             | 86,049,704  |
|       | Liver  |                                        | 8.77%       |                     | 346,845,338 |                             | 252,024,694 |
|       | Fat    | 2.16%                                  | 2.58%       | 142,385,087         | 137,138,574 | 119,645,566                 | 104,231,824 |

<sup>a</sup>Percent of mitochondrial mapped reads

<sup>b</sup>The mapped reads that removed low MAPQ reads (<25), unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, duplicates, and mitochondrial reads.

**Supplementary Table 2 | Quality control values for ATAC-seq experiments**

| Breed | Tissue | Replicate | NSC <sup>a</sup> | RSC <sup>b</sup> | FRiP <sup>c</sup> | TSS enrichment score |
|-------|--------|-----------|------------------|------------------|-------------------|----------------------|
| Duroc | Spleen | 1         | 1.38             | 0.92             | 0.34              | 11.76                |
|       | Muscle | 1         | 1.24             | 1.03             | 0.31              | 8.31                 |
|       | Muscle | 2         | 1.17             | 1.25             | 0.26              | 8.14                 |
|       | Liver  | 1         | 1.26             | 0.96             | 0.30              | 7.77                 |
|       | Liver  | 2         | 1.15             | 1.07             | 0.23              | 6.26                 |
|       | Heart  | 1         | 1.10             | 1.24             | 0.25              | 5.46                 |
|       | Heart  | 2         | 1.25             | 1.07             | 0.28              | 7.36                 |
|       | Fat    | 1         | 1.16             | 1.04             | 0.28              | 8.81                 |
|       | Fat    | 2         | 1.08             | 1.03             | 0.20              | 6.99                 |
| ES    | Spleen | 1         | 1.20             | 1.00             | 0.34              | 11.03                |
|       | Muscle | 1         | 1.19             | 1.08             | 0.30              | 10.09                |
|       | Muscle | 2         | 1.07             | 0.90             | 0.21              | 6.96                 |
|       | Liver  | 2         | 1.44             | 0.80             | 0.35              | 11.92                |
|       | Heart  | 1         | 1.19             | 1.47             | 0.38              | 6.91                 |
|       | Fat    | 1         | 1.30             | 1.15             | 0.37              | 12.63                |
|       | Fat    | 2         | 1.39             | 1.02             | 0.40              | 14.26                |
|       |        |           |                  |                  |                   |                      |
| LW    | Muscle | 1         | 1.16             | 1.08             | 0.29              | 9.84                 |
|       | Muscle | 2         | 1.18             | 1.06             | 0.28              | 9.90                 |
|       | Liver  | 1         | 1.15             | 0.89             | 0.23              | 8.43                 |
|       | Fat    | 1         | 1.31             | 1.00             | 0.35              | 12.19                |
|       | Fat    | 2         | 1.38             | 1.00             | 0.41              | 14.51                |
| MS    | Muscle | 2         | 1.31             | 1.10             | 0.34              | 10.69                |
|       | Liver  | 2         | 1.22             | 1.06             | 0.29              | 8.82                 |
|       | Fat    | 1         | 1.07             | 1.03             | 0.19              | 7.99                 |
|       | Fat    | 2         | 1.26             | 1.02             | 0.29              | 12.99                |

<sup>a</sup>Normalized strand cross-correlation coefficient.

<sup>b</sup>Relative strand cross-correlation coefficient.

<sup>c</sup>Fraction of all mapped reads that fall into the called peak regions.

**Supplementary Table 3 | Correlation for ChIP-seq and ATAC-seq experiments**

| Breed | Tissue     | H3K27ac | H3K4me3 | ATAC-seq |
|-------|------------|---------|---------|----------|
| Duroc | Spleen     | 0.97    | 0.99    |          |
|       | Muscle     | 0.98    | 0.95    | 0.99     |
|       | Liver      | 0.98    | 0.99    | 0.99     |
|       | Heart      | 0.98    | 0.98    | 0.99     |
|       | Fat        | 0.92    | 0.83    | 0.99     |
| MS    | Spleen     | 0.95    | 0.98    |          |
|       | Muscle     | 0.95    | 0.99    |          |
|       | Liver      | 0.97    | 0.99    |          |
|       | Heart      | 0.96    | 0.99    |          |
|       | Fat        | 0.96    | 0.99    | 0.85     |
| LW    | Spleen     | 0.94    | 1.00    |          |
|       | Muscle     | 0.97    | 0.99    | 0.99     |
|       | Liver      | 0.97    | 0.99    |          |
|       | Heart      | 0.98    | 0.98    |          |
|       | Fat        | 0.96    | 0.94    | 0.96     |
|       | Thymus     | 0.98    | 0.97    |          |
|       | Pancreas   | 0.97    | 0.99    |          |
|       | Lung       | 0.98    | 0.99    |          |
|       | Kidney     | 0.98    | 0.99    |          |
|       | Duodenum   | 0.98    | 0.99    |          |
|       | Cerebellum | 0.97    | 0.98    |          |
|       | Cerebrum   | 0.94    | 0.96    |          |
|       |            |         |         |          |
| ES    | Spleen     | 0.95    | 0.99    |          |
|       | Muscle     | 0.96    | 0.87    | 0.98     |
|       | Liver      | 0.96    | 0.99    |          |
|       | Heart      | 0.98    | 0.99    |          |
|       | Fat        | 0.97    | 0.96    | 0.98     |

**Supplementary Table 4 | The number of identified *cis*-regulatory elements mapped in susScr3 reference genome assembly**

| Name   | Non-redundant<br><i>cis</i> -regulatory sequences | Putative promoters | Potential enhancers | Open chromatin regions |
|--------|---------------------------------------------------|--------------------|---------------------|------------------------|
| Number | 208,591                                           | 35,761             | 138,282             | 131,002                |

**Supplementary Table 5 | The download ChIP-seq data from ips cells and liver tissue of pig**

| Accession number | ChIP-seq | Cell type/Tissue                   |
|------------------|----------|------------------------------------|
| SRR414965        | H3K27ac  | pig induced pluripotent stem cells |
| SRR414970        | H3K4me3  | pig induced pluripotent stem cells |
| SRR414976        | IgG      | pig induced pluripotent stem cells |
| ERR572292        | H3K4me3  | pig liver                          |
| ERR572197        | H3K4me3  | pig liver                          |
| ERR572167        | H3K4me3  | pig liver                          |
| ERR572204        | H3K27ac  | pig liver                          |
| ERR572261        | H3K27ac  | pig liver                          |
| ERR572214        | H3K27ac  | pig liver                          |
| ERR572157        | Input    | pig liver                          |
| ERR572294        | Input    | pig liver                          |
| ERR572138        | Input    | pig liver                          |

**Supplementary Table 6 | The number of unique mapped reads, RNA Integrity Number, and correlation for RNA-seq experiments**

| Breed | Tissue     | Replicate 1 | RIN 1 | Replicate 2 | RIN 2 | Correlation |
|-------|------------|-------------|-------|-------------|-------|-------------|
| Duroc | Spleen     | 45,023,496  | 8.10  | 93,802,182  | 8.70  | 0.97        |
|       | Muscle     | 79,604,762  | 8.30  | 88,160,704  | 8.10  | 0.98        |
|       | Liver      | 87,389,448  | 8.30  | 78,580,372  | 8.60  | 0.98        |
|       | Heart      | 91,180,342  | 7.50  | 89,983,492  | 8.30  | 0.98        |
|       | Fat        | 69,033,592  | 7.00  | 68,777,234  | 7.90  | 0.97        |
| MS    | Spleen     | 59,136,646  | 9.00  | 57,996,184  | 7.90  | 0.97        |
|       | Muscle     | 104,227,268 | 8.00  | 60,398,850  | 6.90  | 0.97        |
|       | Liver      | 97,352,710  | 7.90  | 67,210,322  | 7.60  | 0.98        |
|       | Heart      | 111,287,750 | 8.40  | 59,769,844  | 7.40  | 0.98        |
|       | Fat        | 59,136,646  | 7.30  | 57,996,184  | 6.10  | 0.97        |
| LW    | Spleen     | 83,823,602  | 7.90  | 68,226,530  | 8.20  | 0.97        |
|       | Muscle     | 78,131,960  | 7.10  | 100,740,776 | 7.40  | 0.98        |
|       | Liver      | 69,487,624  | 7.80  | 81,921,330  | 7.80  | 0.98        |
|       | Heart      | 75,708,664  | 7.40  | 68,903,592  | 7.30  | 0.98        |
|       | Fat        | 77,846,906  | 7.80  | 81,205,980  | 6.90  | 0.97        |
|       | Thymus     | 72,823,908  | 7.50  | 83,121,878  | 7.20  | 0.98        |
|       | Lung       | 72,735,404  | 8.00  | 72,285,574  | 7.30  | 0.98        |
|       | Kidney     | 77,902,954  | 7.90  | 85,964,246  | 8.50  | 0.97        |
|       | Duodenum   | 65,360,368  | 7.30  | 65,732,460  | 7.90  | 0.96        |
|       | Cerebellum | 67,119,442  | 7.70  | 90,329,414  | 8.30  | 0.98        |
| ES    | Cerebrum   | 94,593,442  | 7.70  | 81,014,810  | 6.90  | 0.99        |
|       | Spleen     | 67,962,716  | 7.90  | 69,763,726  | 8.00  | 0.98        |
|       | Muscle     | 77,904,948  | 7.50  | 62,523,866  | 7.50  | 0.98        |
|       | Liver      | 70,814,064  | 7.50  | 52,593,802  | 7.80  | 0.98        |
|       | Heart      | 81,467,506  | 7.70  | 69,053,384  | 7.80  | 0.97        |
|       | Fat        | 66,203,036  | 6.80  | 70,280,076  | 7.20  | 0.98        |

RIN: RNA Integrity Number.

**Supplementary Table 7 | The information of RT-PCR primers**

|                       | Sense                 | Antisense                 | Product length (bp) |
|-----------------------|-----------------------|---------------------------|---------------------|
| <b><i>RPL32</i></b>   | TGGAAGAGACGTTGTGAGCAA | CGGAAGTTTCTGGTACACAATGTAA | 93                  |
| <b><i>MYOG</i></b>    | GAAAACTACCTGCCCCGTCCA | GGGCATGGTTTCATCTGGGA      | 612                 |
| <b><i>ANGPTL3</i></b> | CAGCAAGACAACAGCATCAGA | TCCATCAAGCCTCCCAAAACC     | 420                 |
| <b><i>UMOD</i></b>    | TTTGCTGGCAACTACGACCT  | GCAGACCCATCCAAGTTCCA      | 470                 |
| <b><i>RBP2</i></b>    | TTTGCCACCCGTAAGATCGC  | CTCCCAAAGCCAGCAGAAAAC     | 395                 |
| <b><i>BCL11B</i></b>  | TCCCAGAGGGAGCTCATCAC  | ACAACTGACACTGGCATCCAA     | 586                 |
| <b><i>NPHS2</i></b>   | TTCATCATCGTGACGTTCCCT | TTTCCCCCTCCGCAGCAAT       | 562                 |

**Supplementary Table 8 | List of enriched known motifs from HOMER in tissue-specific enhancers**

| Tissue     | Transcription factors                                                                                                                                                                                                  |
|------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cerebrum   | SOX (SOX17, SOX2, SOX4, SOX6), SOX9, XBP1, MEF2D, HIC1, ETS (ERG, ETV2), RFX2                                                                                                                                          |
| Cerebellum | NEUROD1, MEF2 (MEF2D, MEF2C, MEF2A), ATOH1, RORA, HIC1, NF1                                                                                                                                                            |
| Thymus     | ETS (EHF, ELF1, ELF4, ELK1, ERG, ETS1, ETV1, ETV2, ETV4, FLI1), NEUROD1                                                                                                                                                |
| Liver      | FOX (FOXA1, FOXA2, FOXA3, FOXK1, FOXK2, FOXO3, FOXP1), HLF, HNF4A, NF1                                                                                                                                                 |
| Spleen     | IRF (IRF1, IRF2, IRF3, IRF8), ETS (ELF4, ERG, ETS1, ETV1, ETV2, FLI1), GATA (GATA1, GATA2, GATA3, GATA6)                                                                                                               |
| Kidney     | TEAD (TEAD1, TEAD2, TEAD3, TEAD4), ETS (ERG, ETS1, ETV2), FOX (FOXK1, FOXK2, FOXO3, FOXP1), BCL6, FOXO1, NF1                                                                                                           |
| Duodenum   | HNF4A, AP1 (ATF3, BATF, FOSL2, JUNB), ETS (EHF, ELF3, ELK1, ERG, ETS1, ETV1, ETV2, ETV4, FLI1), GATA (GATA1, GATA2, GATA3, GATA4, GATA6), FOXA2, FOXO1, IRF2, NF1                                                      |
| Pancreas   | FOX (FOXA1, FOXA2, FOXA3, FOXF1, FOXK1, FOXK2, FOXM1, FOXO3, FOXP1), FOXO1, ESRRB, MEF2D, NF1                                                                                                                          |
| Lung       | TEAD (TEAD1, TEAD2, TEAD3, TEAD4), ETS (EHF, ELF1, ELF3, ELF4, ELK1, ERG, ETS1, ETV1, ETV2, ETV4, FLI1), FOX (FOXA1, FOXA2, FOXF1, FOXK1, FOXK2, FOXO3, FOXP1), FOXO1, BCL6, AP1 (ATF3, BATF), MEF2D, NF1, SOX2, STAT4 |
| Fat        | AP1 (FOSL2, JUNB, ATF3, BATF), FOXO1, NF1, BCL6, ETS (ERG, ETV2, ETV4, STAT4)                                                                                                                                          |
| Heart      | MEF2 (MEF2A, MEF2C, MEF2D), GATA (GATA6, GATA4, GATA2), MITF, NF1, FOXK1, ESRRB, MEIS1                                                                                                                                 |
| Muscle     | MEF2 (MEF2D, MEF2C, MEF2A), FOXO1                                                                                                                                                                                      |

Tissue-specific transcript factors based on the published studies<sup>5-7</sup>

**Supplementary Table 9 | The number of super-enhancers identified in each tissue from the four pig breeds**

|       | Fat | Heart | Liver | Muscle | Spleen | Cerebrum | Cerebellum | Duodenum | Kidney | Lung  | Pancreas | Thymus |
|-------|-----|-------|-------|--------|--------|----------|------------|----------|--------|-------|----------|--------|
| ES    | 527 | 680   | 922   | 1,101  | 916    | 817      | 925        | 1,306    | 730    | 1,040 | 859      | 414    |
| LW    | 879 | 699   | 878   | 980    | 817    | 773      | 1,069      | 600      | 865    | 1,045 | 987      | 437    |
| Duroc | 468 | 598   | 1,306 | 942    | 1,006  |          |            |          |        |       |          |        |
| MS    | 417 | 833   | 1,208 | 698    | 539    |          |            |          |        |       |          |        |

**Supplementary Table 10 | The number of broad H3K4me3 peaks and active promoters identified in each tissue from the four pig breeds**

|                 |       | Fat    | Heart  | Liver  | Muscle | Spleen | Cerebrum | Cerebellum | Duodenum | Kidney | Lung   | Pancreas | Thymus |
|-----------------|-------|--------|--------|--------|--------|--------|----------|------------|----------|--------|--------|----------|--------|
| Broad H3K4me3   | ES    | 1,457  | 1,261  | 1,491  | 418    | 1,616  | 1,301    | 1,258      | 1,627    | 1,071  | 963    | 1,288    | 653    |
|                 | LW    | 1,899  | 738    | 977    | 940    | 1,389  | 1,828    | 1,448      | 1,885    | 1,567  | 1,226  | 1,677    | 1,028  |
|                 | Duroc | 1,779  | 1,236  | 1,342  | 1,200  | 1,788  |          |            |          |        |        |          |        |
|                 | MS    | 1,435  | 1,279  | 1,263  | 1,219  | 1,604  |          |            |          |        |        |          |        |
| Active promoter | ES    | 18,008 | 18,177 | 17,896 | 16,591 | 16,982 | 19,222   | 18,052     | 19,437   | 19,111 | 18,861 | 18,706   | 14,144 |
|                 | LW    | 18,889 | 16,559 | 17,128 | 16,245 | 15,886 | 19,816   | 17,128     | 20,138   | 18,639 | 17,959 | 18,556   | 13,971 |
|                 | Duroc | 17,979 | 16,523 | 17,376 | 17,270 | 17,478 |          |            |          |        |        |          |        |
|                 | MS    | 16,765 | 17,487 | 17,796 | 17,418 | 17,732 |          |            |          |        |        |          |        |

**Supplementary Table 11 | Statistics of the different 10% quantile  $F_{ST}$  regions associated differential *cis*-regulatory elements**

|                     | Total | Overlap by<br>promoter/enhancer |        | Overlap by differential<br>promoter/enhancer |        |
|---------------------|-------|---------------------------------|--------|----------------------------------------------|--------|
| Top 10% $F_{ST}$    | 1,126 | 1,040                           | 92.36% | 535                                          | 51.44% |
| Middle 10% $F_{ST}$ | 2,928 | 2,648                           | 90.44% | 1,214                                        | 45.85% |
| Bottom 10% $F_{ST}$ | 983   | 886                             | 90.13% | 380                                          | 42.89% |

**Supplementary Table 12 | Statistics of the top 10%  $F_{ST}$  regions associated significantly differential expression genes in five tissues**

| Tissue | Total DE genes | Top 10% $F_{ST}$ with<br>differential<br>promoter/enhancer | Differential promoter/enhancer | Sum |        |
|--------|----------------|------------------------------------------------------------|--------------------------------|-----|--------|
| Fat    | 250            | 22                                                         | 60                             | 82  | 32.80% |
| Heart  | 390            | 41                                                         | 94                             | 135 | 34.62% |
| Liver  | 551            | 68                                                         | 93                             | 161 | 29.22% |
| Muscle | 352            | 68                                                         | 109                            | 177 | 50.28% |
| Spleen | 199            | 15                                                         | 21                             | 36  | 18.09% |

**Supplementary Table 13 | The number of conserved *cis*-regulatory elements between pigs, humans, and mice**

| minMatch = 0.5     | susScr11 (9 tissues) <sup>a</sup> |          |        | hg19 (11 tissues) <sup>b</sup> |          | mm9 (9 tissues) <sup>c</sup> |          |        |
|--------------------|-----------------------------------|----------|--------|--------------------------------|----------|------------------------------|----------|--------|
| Length = 1 kb      | Enhancer                          | Promoter | Random | Enhancer                       | Promoter | Enhancer                     | Promoter | Random |
| total              | 136,319                           | 34,289   | 10,000 | 159,977                        | 74,066   | 156,548                      | 32,849   | 10,000 |
| Sequence conserved | 105,414                           | 30,498   | 6,134  | -                              | -        | 100,564                      | 27,216   | 5,863  |
|                    | 77.32%                            | 88.94%   | 61.34% |                                |          | 64.23%                       | 82.85%   | 58.63% |
| Usage conserved    | 31,973                            | 18,202   |        | -                              | -        | 30,190                       | 15,507   |        |
|                    | 23.45%                            | 53.08%   |        |                                |          | 19.28%                       | 47.21%   |        |

<sup>a</sup>The 9 tissues from pig were including heart, liver, spleen, kidney, lung, thymus, duodenum, cerebrum, and cerebellum.

<sup>b</sup>The 9 tissues from mouse were including heart, liver, spleen, kidney, lung, thymus, intestine, cerebrum, and cerebellum.

<sup>c</sup>The 11 tissues of human were including heart, liver, spleen, kidney, lung, thymus, intestine, brain, fat, skeletal muscle, and pancreas.

## References

- 1 Xiao, S. *et al.* Comparative epigenomic annotation of regulatory DNA. *Cell* **149**, 1381-1392, doi:10.1016/j.cell.2012.04.029 (2012).
- 2 Villar, D. *et al.* Enhancer evolution across 20 mammalian species. *Cell* **160**, 554-566, doi:10.1016/j.cell.2015.01.006 (2015).
- 3 Visel, A., Minovitsky, S., Dubchak, I. & Pennacchio, L. A. VISTA Enhancer Browser--a database of tissue-specific human enhancers. *Nucleic Acids Res* **35**, D88-92, doi:10.1093/nar/gkl822 (2007).
- 4 The GTEx Consortium *et al.* The Genotype-Tissue Expression (GTEx) pilot analysis: multitissue gene regulation in humans. *Science* **348**, 648-660, doi:10.1126/science.1262110 (2015).
- 5 Liu, X., Yu, X., Zack, D. J., Zhu, H. & Qian, J. TiGER: A database for tissue-specific gene expression and regulation. *BMC Bioinformatics* **9**, 271, doi:10.1186/1471-2105-9-271 (2008).
- 6 Shen, Y. *et al.* A map of the *cis*-regulatory sequences in the mouse genome. *Nature* **488**, 116-120, doi:10.1038/nature11243 (2012).
- 7 Xiao, S.-J., Zhang, C., Zou, Q. & Ji, Z.-L. TiSGeD: a database for tissue-specific genes. *Bioinformatics* **26**, 1273-1275, doi:10.1093/bioinformatics/btq109 (2010).

# Supplementary material for: A compendium and comparative epigenomics analysis of cis-regulatory elements in the pig genome
**Source:** Nat Commun. 2021 Apr 13;12:2217. doi: 10.1038/s41467-021-22448-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **The number of unique mapped reads and filtered reads for ChIP-seq experiments.** “Filtered reads” indicates the mapped reads that removed low MAPQ reads (< 25), unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, and duplicates.

File Name: Supplementary Data 2

Description: **Quality control values for ChIP-seq experiments.** “NSC” represents normalized strand cross-correlation coefficient. “RSC” represents relative strand cross-correlation coefficient. “FRiP” represents fraction of all mapped reads that fall into the called peak regions.

File Name: Supplementary Data 3

Description: **The tissue-specific expressed genes identified in pig tissues.**

File Name: Supplementary Data 4

Description: **The top 5 GO terms of tissue-specific genes relevant to function of corresponding tissues.** The *P*-values were calculated by a two-side modified fisher exact test without adjustments.

File Name: Supplementary Data 5

Description: **The information of newly identified transcripts in pig.**

File Name: Supplementary Data 6

Description: **The tissue-specific expressed enhancers identified in pig tissues (susScr11.1 reference genome assembly).**

File Name: Supplementary Data 7

Description: **The top 5 GO terms of tissue-specific enhancers relevant to function of corresponding tissues.** The twoside binomial statistic method without adjustment was adopted to calculate the *P*-value.

File Name: Supplementary Data 8

Description: **The enhancers conserved with VISTA enhancers.**

File Name: Supplementary Data 9

Description: **Significantly differential expressed genes from four pig breeds.** The two-side Wald statistics test with FDR adjustment was adopted to identify the significantly differential expression genes.

File Name: Supplementary Data 10

Description: **Pig-human rearranged TAD of head and face phenotype related gene, Related to Figures 5G and 5H.**

File Name: Supplementary Data 11

Description: **The HPO of human genes in the pig-human rearranged TADs.** A two side thypergeometric test were adopted to estimate the *P*-value.

File Name: Supplementary Data 12

Description: **The information of primer and genomic location of reporter assay.**

# Supplementary material for: A compendium and comparative epigenomics analysis of cis-regulatory elements in the pig genome
**Source:** Nat Commun. 2021 Apr 13;12:2217. doi: 10.1038/s41467-021-22448-x
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Images processing from sequencing data using standard illumina Hiseq X ten PE150 pipeline (RNA-seq, ChIP-seq, ATAC-seq and Hi-C) and whole genome sequencing data which were obtained from NCBI databases.

Data analysis

Alignment and assembly of RNA-seq data were performed using TopHat algorithm (<http://ccb.jhu.edu/software/tophat>) and Cufflinks algorithm (<http://cole-trapnell-lab.github.io/cufflinks/>). Newly identification of lncRNAs and other types of transcripts were indicated in the manuscript's Methods section.

ChIP-seq data and ATAC-seq data were analyzed based on ENCODE ChIP-seq pipeline ([https://github.com/kundajelab/chipseq\\_pipeline](https://github.com/kundajelab/chipseq_pipeline)) and ATAC-seq pipeline ([https://github.com/kundajelab/atac\\_dnase\\_pipelines](https://github.com/kundajelab/atac_dnase_pipelines)), respectively.

Hi-C data analysis: Read mapping and matrix generation were conducted using HiC-Pro pipeline (<https://github.com/nservant/HiC-Pro>). The visualized contact matrix was generated using juicer system (<https://github.com/aidenlab/juicer>). HOMER program (<http://homer.ucsd.edu/homer>) was used to identify A/B compartment and create a normalized interaction matrix. The TAD structure (insulation/boundaries) was defined using perl cworld::dekker module (<https://github.com/dekkerlab/cworld-dekker>). Chromatin loops were found using HiCCUPS algorithm (<https://github.com/aidenlab/juicer/wiki/HiCCUPS>).

Short variants were obtained by employing GATK variant calling pipelines (<https://software.broadinstitute.org/gatk>).

The following programs and softwares were used:

TopHat (v2.1.1)  
Cufflinks (v2.2.1)  
CNCL (v2.0)  
CPC (v2.0)  
RSEM (v1.3.0)  
deepTools (v2.0)

BLASTX (v.2.6.0)  
 BWA (v0.7.15)  
 SAMTools (v1.9)  
 MACS2 (v2.1.0)  
 ROSE ([http://younglab.wi.mit.edu/super\\_enhancer\\_code.html](http://younglab.wi.mit.edu/super_enhancer_code.html))  
 BEDTools (v2.26.0)  
 LiftOver (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>)  
 GREAT (v3.0.0)  
 HOMER (v4.10.3)  
 TOMTOM (v4.11.2)  
 Bowtie2 (v2.3.4.1)  
 Picard (v1.126)  
 TOBIAS (v0.10.1)  
 HiC-Pro (v2.9.0)  
 juicer (v1.8.9)  
 IGV (v2.4.18)  
 Treeview3 (<https://bitbucket.org/TreeView3Dev/treeview3/>)  
 TopDom (v0.0.2)  
 VCFtools (v0.1.15)  
 ToppGene (<https://toppgene.cchmc.org/enrichment.jsp>)  
 R (v3.4.3)  
 preprocessCore R package (v1.40.0)  
 pheatmap R package (v1.0.12)  
 DEseq2 R package (v1.16.1)  
 edgeR R package (v3.20.9)  
 R (v3.6.3)  
 qsmooth R package (v1.2.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data have been submitted to Sequence Read Archive (SRA) under the Bioproject accession number PRJNA597497. Processing data files have been submitted to Gene Expression Omnibus (GEO) under the accession number GSE143288.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In our study, we collected a total of 61 samples of 12 tissues from two-week old piglets of two Western commercial (Large white and Duroc) and two Chinese local (Meishan and Enshi black ) breeds. There was no statistical method was used to predetermine sample size. |
| Data exclusions | No data exclusion.                                                                                                                                                                                                                                                        |
| Replication     | Two replicates were used for ChIP-seq, ATAC-seq, and RNA-seq. Four replicates were used for the Dual-Luciferase Reporter Assay.                                                                                                                                           |
| Randomization   | The predicted promoters and enhancers were verified by Dual-Luciferase Reporter Assay System, which were randomly selected.                                                                                                                                               |
| Blinding        | Blinding was not relevant to our study.                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me3 (Millipore Cat# 04-745, RRID: AB_1163444)<br>H3K27ac (Abcam Cat# ab4729, RRID: AB_2118291)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | These two primary antibodies used are all high-quality commercial antibodies against Histone H3 modifications, validated as ChIP grade by the manufacturer (Millipore and Abcam):<br><a href="https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monoclonal,MM_NF-04-745">https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monoclonal,MM_NF-04-745</a><br><a href="https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html">https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html</a><br>the Histone Antibody Specificity Database ( <a href="http://www.histoneantibodies.com">http://www.histoneantibodies.com</a> )<br>the Antibody Validation Database ( <a href="http://compbio.med.harvard.edu/antibodies/">http://compbio.med.harvard.edu/antibodies/</a> ). |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                 |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | C2C12, 3D4-21, and HEK-293T cells were provided by ATCC.                                        |
| Authentication                                                       | They were validated by the manufacturer (ATCC).                                                 |
| Mycoplasma contamination                                             | They were tested negative for Mycoplasma by Myco-Blue Mycoplasma Detector kit (Vazyme, D101-01) |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Four domestic pig breeds were selected, including two Chinese local breeds of Meishan (MS) and Enshi Black (ES) and two Western commercial breeds of Duroc and Large White (LW). The following tissue samples were collected from two male piglets at the age of two weeks from each breed: skeletal muscle, spleen, heart, kidney, liver, fat, lung, pancreas, thymus, cerebrum, cerebellum, and duodenum. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | All sample were collected in Hubei Province P.R.China.                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All experimental protocols were approved by the Ethics Committee of Huazhong Agricultural University (HZAUSW-2018-008).                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                         |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143288">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143288</a> (secure token: wzolycuephsrrcj) |
| Files in database submission                                       | GSM4256252 Duroc_2W_1_Fat_H3K27ac                                                                                                                                       |

GSM4256253 Duroc\_2W\_2\_Fat\_H3K27ac  
 GSM4256254 Duroc\_2W\_1\_Fat\_H3K4me3  
 GSM4256255 Duroc\_2W\_2\_Fat\_H3K4me3  
 GSM4256256 Duroc\_2W\_1\_Heart\_H3K27ac  
 GSM4256257 Duroc\_2W\_2\_Heart\_H3K27ac  
 GSM4256258 Duroc\_2W\_1\_Heart\_H3K4me3  
 GSM4256259 Duroc\_2W\_2\_Heart\_H3K4me3  
 GSM4256260 Duroc\_2W\_1\_Liver\_H3K27ac  
 GSM4256261 Duroc\_2W\_2\_Liver\_H3K27ac  
 GSM4256262 Duroc\_2W\_1\_Liver\_H3K4me3  
 GSM4256263 Duroc\_2W\_2\_Liver\_H3K4me3  
 GSM4256264 Duroc\_2W\_1\_Muscle\_H3K27ac  
 GSM4256265 Duroc\_2W\_2\_Muscle\_H3K27ac  
 GSM4256266 Duroc\_2W\_1\_Muscle\_H3K4me3  
 GSM4256267 Duroc\_2W\_2\_Muscle\_H3K4me3  
 GSM4256268 Duroc\_2W\_1\_Spleen\_H3K27ac  
 GSM4256269 Duroc\_2W\_2\_Spleen\_H3K27ac  
 GSM4256270 Duroc\_2W\_1\_Spleen\_H3K4me3  
 GSM4256271 Duroc\_2W\_2\_Spleen\_H3K4me3  
 GSM4256272 ES\_2W\_1\_Cerebellum\_H3K27ac  
 GSM4256273 ES\_2W\_1\_Cerebellum\_H3K4me3  
 GSM4256274 ES\_2W\_1\_Cerebrum\_H3K27ac  
 GSM4256275 ES\_2W\_1\_Cerebrum\_H3K4me3  
 GSM4256276 ES\_2W\_1\_Duodenum\_H3K27ac  
 GSM4256277 ES\_2W\_1\_Duodenum\_H3K4me3  
 GSM4256278 ES\_2W\_1\_Fat\_H3K27ac  
 GSM4256279 ES\_2W\_2\_Fat\_H3K27ac  
 GSM4256280 ES\_2W\_1\_Fat\_H3K4me3  
 GSM4256281 ES\_2W\_2\_Fat\_H3K4me3  
 GSM4256282 ES\_2W\_1\_Heart\_H3K27ac  
 GSM4256283 ES\_2W\_2\_Heart\_H3K27ac  
 GSM4256284 ES\_2W\_1\_Heart\_H3K4me3  
 GSM4256285 ES\_2W\_2\_Heart\_H3K4me3  
 GSM4256286 ES\_2W\_1\_Kidney\_H3K27ac  
 GSM4256287 ES\_2W\_1\_Kidney\_H3K4me3  
 GSM4256288 ES\_2W\_1\_Liver\_H3K27ac  
 GSM4256289 ES\_2W\_2\_Liver\_H3K27ac  
 GSM4256290 ES\_2W\_1\_Liver\_H3K4me3  
 GSM4256291 ES\_2W\_2\_Liver\_H3K4me3  
 GSM4256292 ES\_2W\_1\_Lung\_H3K27ac  
 GSM4256293 ES\_2W\_1\_Lung\_H3K4me3  
 GSM4256294 ES\_2W\_1\_Muscle\_H3K27ac  
 GSM4256295 ES\_2W\_2\_Muscle\_H3K27ac  
 GSM4256296 ES\_2W\_1\_Muscle\_H3K4me3  
 GSM4256297 ES\_2W\_2\_Muscle\_H3K4me3  
 GSM4256298 ES\_2W\_1\_Pancreas\_H3K27ac  
 GSM4256299 ES\_2W\_1\_Pancreas\_H3K4me3  
 GSM4256300 ES\_2W\_1\_Spleen\_H3K27ac  
 GSM4256301 ES\_2W\_2\_Spleen\_H3K27ac  
 GSM4256302 ES\_2W\_1\_Spleen\_H3K4me3  
 GSM4256303 ES\_2W\_2\_Spleen\_H3K4me3  
 GSM4256304 ES\_2W\_1\_Thymus\_H3K27ac  
 GSM4256305 ES\_2W\_1\_Thymus\_H3K4me3  
 GSM4256306 LW\_2W\_1\_Cerebellum\_H3K27ac  
 GSM4256307 LW\_2W\_2\_Cerebellum\_H3K27ac  
 GSM4256308 LW\_2W\_1\_Cerebellum\_H3K4me3  
 GSM4256309 LW\_2W\_2\_Cerebellum\_H3K4me3  
 GSM4256310 LW\_2W\_1\_Cerebrum\_H3K27ac  
 GSM4256311 LW\_2W\_2\_Cerebrum\_H3K27ac  
 GSM4256312 LW\_2W\_1\_Cerebrum\_H3K4me3  
 GSM4256313 LW\_2W\_2\_Cerebrum\_H3K4me3  
 GSM4256314 LW\_2W\_1\_Duodenum\_H3K27ac  
 GSM4256315 LW\_2W\_2\_Duodenum\_H3K27ac  
 GSM4256316 LW\_2W\_1\_Duodenum\_H3K4me3  
 GSM4256317 LW\_2W\_2\_Duodenum\_H3K4me3  
 GSM4256318 LW\_2W\_1\_Fat\_H3K27ac  
 GSM4256319 LW\_2W\_2\_Fat\_H3K27ac  
 GSM4256320 LW\_2W\_1\_Fat\_H3K4me3

GSM4256321 LW\_2W\_2\_Fat\_H3K4me3  
 GSM4256322 LW\_2W\_1\_Heart\_H3K27ac  
 GSM4256323 LW\_2W\_2\_Heart\_H3K27ac  
 GSM4256324 LW\_2W\_1\_Heart\_H3K4me3  
 GSM4256325 LW\_2W\_2\_Heart\_H3K4me3  
 GSM4256326 LW\_2W\_1\_Kidney\_H3K27ac  
 GSM4256327 LW\_2W\_2\_Kidney\_H3K27ac  
 GSM4256328 LW\_2W\_1\_Kidney\_H3K4me3  
 GSM4256329 LW\_2W\_2\_Kidney\_H3K4me3  
 GSM4256330 LW\_2W\_1\_Liver\_H3K27ac  
 GSM4256331 LW\_2W\_2\_Liver\_H3K27ac  
 GSM4256332 LW\_2W\_1\_Liver\_H3K4me3  
 GSM4256333 LW\_2W\_2\_Liver\_H3K4me3  
 GSM4256334 LW\_2W\_1\_Lung\_H3K27ac  
 GSM4256335 LW\_2W\_2\_Lung\_H3K27ac  
 GSM4256336 LW\_2W\_1\_Lung\_H3K4me3  
 GSM4256337 LW\_2W\_2\_Lung\_H3K4me3  
 GSM4256338 LW\_2W\_1\_Muscle\_H3K27ac  
 GSM4256339 LW\_2W\_2\_Muscle\_H3K27ac  
 GSM4256340 LW\_2W\_1\_Muscle\_H3K4me3  
 GSM4256341 LW\_2W\_2\_Muscle\_H3K4me3  
 GSM4256342 LW\_2W\_1\_Pancreas\_H3K27ac  
 GSM4256343 LW\_2W\_2\_Pancreas\_H3K27ac  
 GSM4256344 LW\_2W\_1\_Pancreas\_H3K4me3  
 GSM4256345 LW\_2W\_2\_Pancreas\_H3K4me3  
 GSM4256346 LW\_2W\_1\_Spleen\_H3K27ac  
 GSM4256347 LW\_2W\_2\_Spleen\_H3K27ac  
 GSM4256348 LW\_2W\_1\_Spleen\_H3K4me3  
 GSM4256349 LW\_2W\_2\_Spleen\_H3K4me3  
 GSM4256350 LW\_2W\_1\_Thymus\_H3K27ac  
 GSM4256351 LW\_2W\_2\_Thymus\_H3K27ac  
 GSM4256352 LW\_2W\_1\_Thymus\_H3K4me3  
 GSM4256353 LW\_2W\_2\_Thymus\_H3K4me3  
 GSM4256354 MS\_2W\_1\_Fat\_H3K27ac  
 GSM4256355 MS\_2W\_2\_Fat\_H3K27ac  
 GSM4256356 MS\_2W\_1\_Fat\_H3K4me3  
 GSM4256357 MS\_2W\_2\_Fat\_H3K4me3  
 GSM4256358 MS\_2W\_1\_Heart\_H3K27ac  
 GSM4256359 MS\_2W\_2\_Heart\_H3K27ac  
 GSM4256360 MS\_2W\_1\_Heart\_H3K4me3  
 GSM4256361 MS\_2W\_2\_Heart\_H3K4me3  
 GSM4256362 MS\_2W\_1\_Liver\_H3K27ac  
 GSM4256363 MS\_2W\_2\_Liver\_H3K27ac  
 GSM4256364 MS\_2W\_1\_Liver\_H3K4me3  
 GSM4256365 MS\_2W\_2\_Liver\_H3K4me3  
 GSM4256366 MS\_2W\_1\_Muscle\_H3K27ac  
 GSM4256367 MS\_2W\_2\_Muscle\_H3K27ac  
 GSM4256368 MS\_2W\_1\_Muscle\_H3K4me3  
 GSM4256369 MS\_2W\_2\_Muscle\_H3K4me3  
 GSM4256370 MS\_2W\_1\_Spleen\_H3K27ac

Genome browser session  
 (e.g. [UCSC](#))

The genome browser tracks were loaded to Integrative Genomics Viewer (IGV v2.4.18) (<http://software.broadinstitute.org/software/igv/>) to view signal.

## Methodology

Replicates

Most of tissues for each breed contain two biological replicates as described in Supplementary Table .

Sequencing depth

Read length:150bp  
 Sequencing type: paired-end.  
 The filtered reads were presented in Supplementary Data 1.

Antibodies

H3K4me3 (Millipore Cat# 04-745, RRID: AB\_1163444)  
 H3K27ac (Abcam Cat# ab4729, RRID: AB\_2118291)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Peak calling parameters | Narrow peaks were generated with MACS2 v2.1.0 (-g genome.size -p 0.01 --nomodel --shift 0 --extsize n --keep-dup 1 -B --SPMR). Broad peaks were detected with MACS2 v2.1.0 (-g genome.size -p 0.01 --nomodel --shift 0 --extsize n --keep-dup 1 --broad). The "genome.size" was the sum calculated from the chromosome size files downloaded from the UCSC browser, which were named as "susScr11.chrom.sizes" or "susScr3.chrom.sizes". The "n" for the extsize parameter was calculated automatically by the ENCODE ChIP-seq pipeline, which was downloaded from GitHub website ( <a href="https://github.com/kundajelab/chipseq_pipeline">https://github.com/kundajelab/chipseq_pipeline</a> ).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data quality            | Read coverage of genomic regions for filtered BAM files was computed to assess the genome-wide similarities of replicate BAM files with 2 kb bin size by multiBamSummary bins function in deepTools v2.0. If the Pearson correlation coefficients of read coverage were >0.83, the replicate BAM files were merged as one ChIP BAM file or Input BAM file for peak calling. Peaks were further processed by following four steps: (i) narrow peaks with P>0.00001 were filtered out; (ii) read coverage of 2kb region centered at the midpoint of peaks was calculated with multiBamSummary BED-file function in deepTools v2.0 and normalized with read depth: IPrpm=IP(peak region total reads)/IP(total mapped reads per million) and INPUTrpm=INPUT(peak region total reads)/INPUT (total mapped reads per million); (iii) the enriched regions for H3K4me3 and H3K27ac were defined with more than a two-fold change of normalized read coverage (IPrpm>2xINPUTrpm) and with normalized read coverage change (IPrpm-INPUTrpm)>1; and (iv) the overlap of enriched regions were merged, and then the 2 kb regions centered at the midpoint of merged regions were acquired to identify enhancers and promoters. |
| Software                | ChIP-seq datasets were processed with reference to the ENCODE ChIP-seq pipeline ( <a href="https://github.com/kundajelab/chipseq_pipeline">https://github.com/kundajelab/chipseq_pipeline</a> ). The ChIP reads and Input reads were aligned to susScr11 and susScr3 genome assemblies using BWA v0.7.15. The filtered BAM files were generated by removing low MAPQ reads (<25), unmapped reads, mate unmapped reads, not primary alignments, reads failing platform, and duplicates using SAMTools v1.9. and Picard v1.126 ( <a href="https://broadinstitute.github.io/picard">https://broadinstitute.github.io/picard</a> ).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

# Supplementary material for: A compendium and comparative epigenomics analysis of cis-regulatory elements in the pig genome
**Source:** Nat Commun. 2021 Apr 13;12:2217. doi: 10.1038/s41467-021-22448-x
**Supplement:** Supplementary file 16 — Source Data

## Slide 1
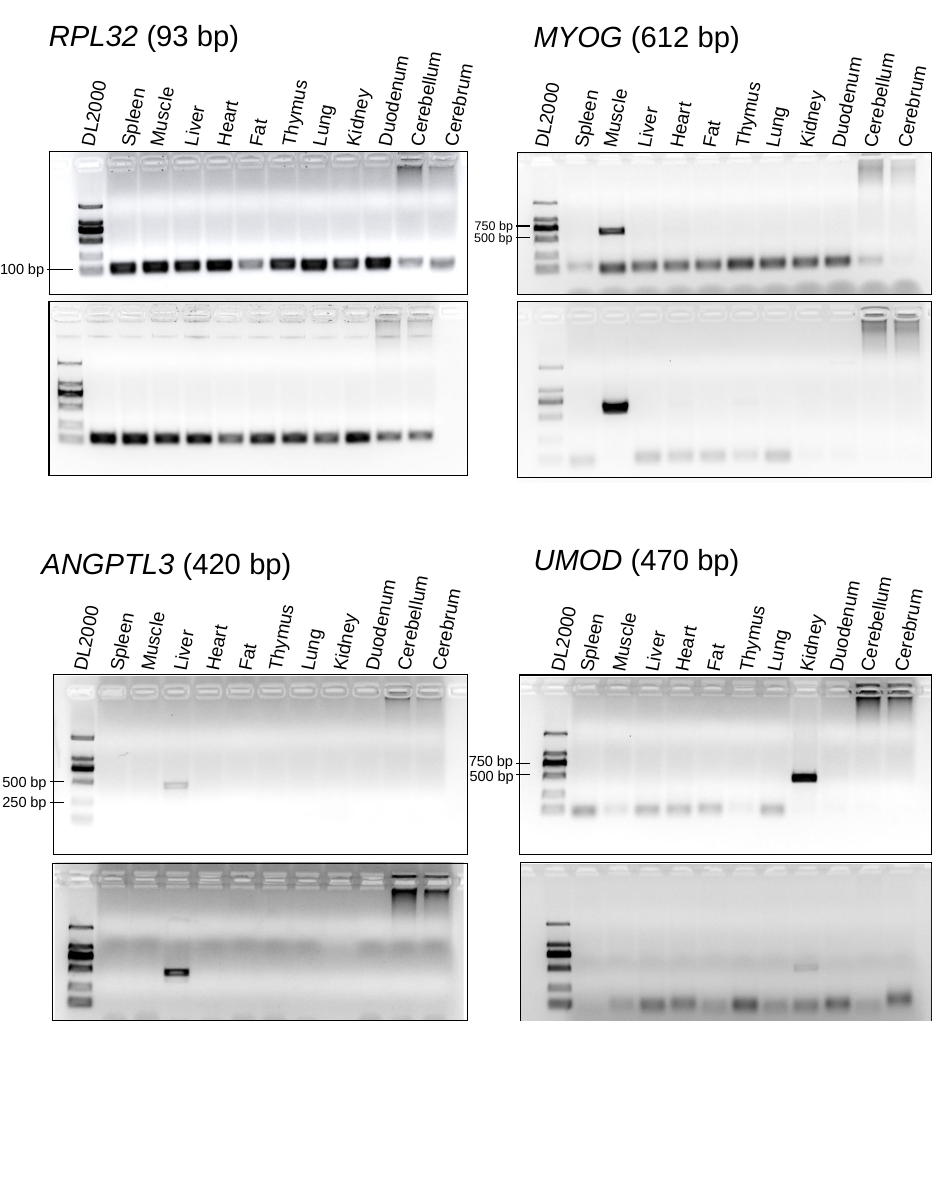

RPL32 (93 bp)
# MYOG (612 bp)
Cerebrum
Cerebellum
Cerebrum
Cerebellum
Duodenum
Duodenum
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
750 bp
500 bp
100 bp
UMOD (470 bp)
ANGPTL3 (420 bp)
Cerebrum
Cerebellum
Cerebrum
Cerebellum
Duodenum
Duodenum
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
750 bp
500 bp
500 bp
250 bp

## Slide 2
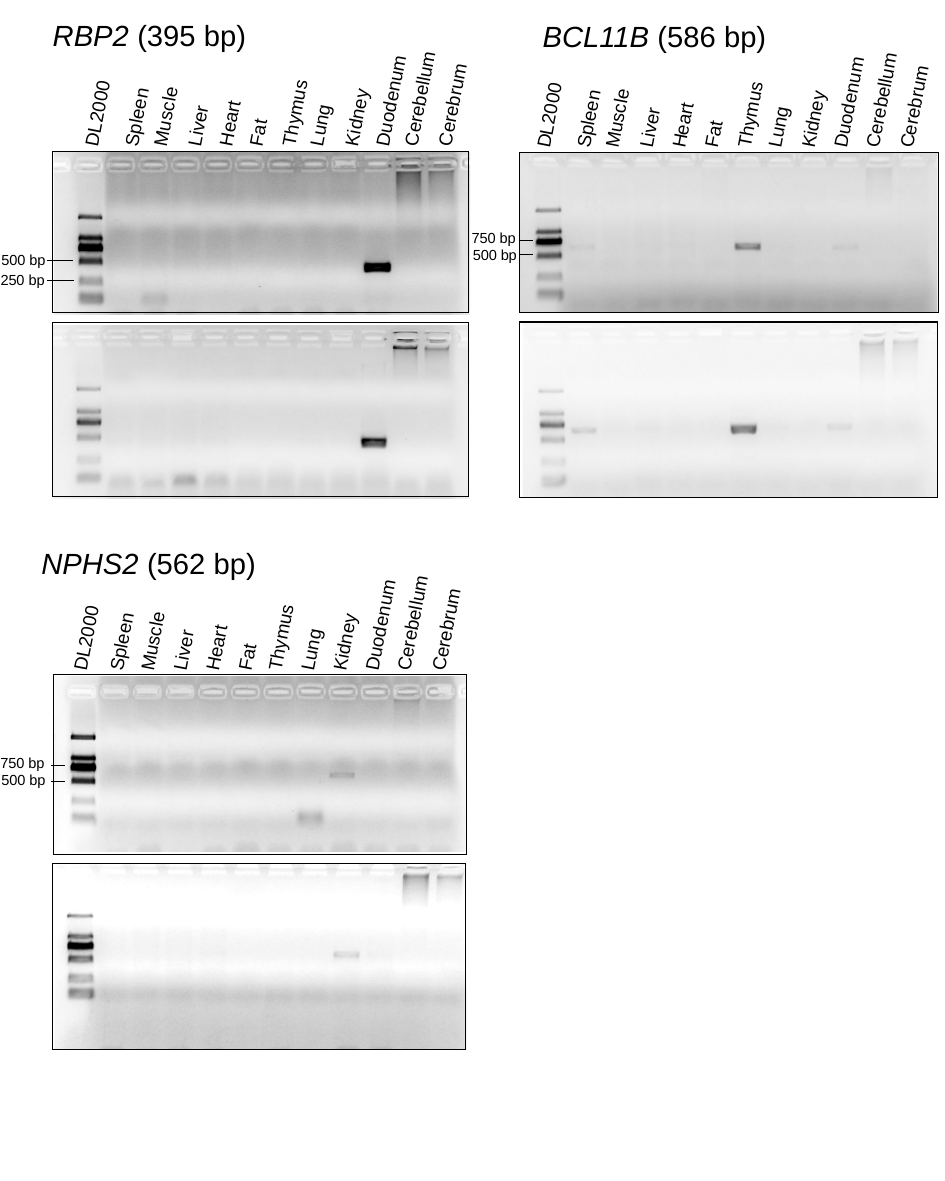

RBP2 (395 bp)
# BCL11B (586 bp)
Cerebrum
Cerebellum
Cerebrum
Cerebellum
Duodenum
Duodenum
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
750 bp
500 bp
500 bp
250 bp
NPHS2 (562 bp)
Cerebrum
Cerebellum
Duodenum
DL2000
Spleen
Muscle
Liver
Heart
Fat
Thymus
Lung
Kidney
750 bp
500 bp

How the deposited data were processed for this re-analysis (not part of the article)

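The samples were tissues of piglets aged 2 weeks from 4 breeds, Duroc and Large White (LW) as Western commercial breeds and Enshi Black (ES) and Meishan (MS) as Chinese local breeds. The labels list 200 samples, of which 52 are RNA-seq, 61 H3K27ac ChIP-seq, 61 H3K4me3 ChIP-seq, 25 ATAC-seq and 1 Hi-C. Breed, tissue, assay and individual of each sample were taken from these labels, and 0 samples were left without a condition. All gene and peak positions are on susScr11, with starts counted from 1. The TSS of a gene is the one in the TPM tables, and for named genes it was checked against the NCBI annotation.
For RNA-seq the authors depleted rRNA, made strand-specific libraries, aligned the reads with TopHat, assembled new transcripts with Cufflinks and quantified the UCSC annotation together with the new transcripts with RSEM. The TPM values were deposited as RSEM gave them, divided by transcript length, scaled to the same sum in every library and rounded to 2 decimals, 1 library at a time. The authors normalized TPM with qsmooth for tissue specificity and used DESeq2 on read counts for DE genes, and neither step is contained in the values. The authors gave no read counts with them, so the counts behind a TPM value are unknown and only the paper's totals per library can be given.
For ChIP-seq the authors aligned the reads with BWA, kept those with a mapping quality of at least 25, removed duplicates with Picard and called narrow peaks with MACS2 in each individual, with input reads as the control. For ATAC-seq they trimmed with Cutadapt, aligned with Bowtie2 and called peaks and their summits with MACS2. The −log10 p and −log10 q values of each peak were computed by the authors with MACS2 within its library, and 5.00 was the lowest −log10 p in the deposited lists. The fold enrichment of a peak is the ratio that MACS2 gave the authors over the input library for ChIP-seq and over the local background for ATAC-seq. The score of a peak, as deposited, is its −log10 p multiplied by 10 and truncated to a whole number. None of these values is scaled between libraries. For Hi-C the authors pooled 2 libraries of 1 LW muscle, processed them with HiC-Pro, normalized the matrix of 40 kb bins with ICE and called boundaries and TADs by the insulation score. The deposited Hi-C files give positions alone.
The following was computed from these files with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3. Differential expression was tested with limma 3.58.1 (eBayes with trend, two-sided) on log2(TPM + 1), with 1 mean per breed over the 8 libraries of a tissue, for genes with at least 1 TPM in at least 2 of the 8. Calls had a Benjamini-Hochberg adjusted p under 0.05 within a tissue and comparison. Western and Chinese breeds were also compared as 4 libraries against 4, over all 35 splits of the 8 libraries. Where a replicate was left out, the lone library of that breed was taken to vary like the libraries of the other breeds. The fit was tested on simulated data of 15339 genes made from the means of the muscle libraries, 5 times with 200 changed genes each.
Tissue-specific genes were called by the paper's rule on Z scores with a fold of 3, with quantile normalization in place of qsmooth. Tau was computed on the 11 LW tissues with 100000 resamples. Peaks were compared by position. The regions of a breed and tissue were the merged peaks supported by every library of that group, with a TSS stretch from 2500 bp upstream to 1000 bp downstream. Broad H3K4me3 regions were peaks merged over gaps of up to 1000 bp. Overlaps were set against 100 or 1000 circular shifts along the chromosome. Gene pairs at TADs were at most 4000000 bp apart, neighbouring TADs were at most 500000 bp apart, and pairs of equal distance were weighted in bins of TSS distance by the smaller of both numbers of pairs. ATP8 and TCONS_00078317 were aligned with blastn 2.17.0. Figures were drawn with matplotlib 3.10.9.
Genes were named by a rule set beforehand. It took every gene the paper names in its results or main figures, the 3 genes with the largest changes past the threshold in muscle LW versus ES and Duroc versus LW whose libraries of both breeds were separated, and per tissue the specific gene with the highest mean TPM. Values that the paper's tables give for these genes had been seen. Of 47 named genes looked for, 43 were found by symbol or identifier, and RPL32, SEC23A, RMRP and TDRD7 were not. Results on some of the genes are not reported here. Symbols were paired with 14832 of 22800 reference genes from the reference annotation and the paper's supplementary tables.
A limit concerns genes with few or no reads. In all 52 libraries 2471 entries shared their exact TPM with another entry, and 2982 lay within 10% or 0.011 TPM of such a shared profile. They were kept in all results. DE genes, tissue-specific genes, Tau, the fit of Western against Chinese libraries and gene pairs at TADs were computed again without them.
Replicate numbers were not used as a block, because nothing in the sources used here says that individuals of different breeds were paired. A list of 8 red blood cell marker genes, written before its test, was used for spleen, heart and muscle, and 7 of its genes are in the tables. A library was taken as far from the other libraries of its tissue by Dixon's test, in 51 groups of libraries. Alternatives were tried for the pseudocount, the filter on low values, the normalization, the libraries in each fit, the replicates, the threshold and support of peaks, the overlap, the windows around a TSS and the correlation, 62 in all, and 9 more were added. Super-enhancers, chromatin loops, pairs of enhancers and genes, footprints, allele frequencies and human data were not analysed here, because they need reads or samples other than those used.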

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

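The tests on filtered reads of ES heart replicate 2 and ES muscle replicate 2 were chosen only after the result was seen. Single libraries were looked for in 51 groups of 4 to 10 libraries of a tissue. In 8 groups the highest or lowest library lay farther from its neighbour than Dixon's 95% value allows, where chance gives about 1 in 20 groups, or 2.55 of 51.
In 4 tissues 1 library stood apart in the percent of TPM taken by ENSSSCG00000032395 and ENSSSCG00000032599, which lie on a scaffold with ribosomal DNA. These were Duroc spleen replicate 1 with 22.7% (other spleen libraries 0.0137% to 0.326%), ES liver replicate 2 with 5.04% (others 0.0131% to 0.354%), MS fat replicate 2 with 2.14% (others 0.0246% to 0.0737%) and MS muscle replicate 2 with 0.321% (others 0.0172% to 0.0979%). The median of the 52 libraries was 0.0435%. Both genes rose and fell together over these libraries (Spearman correlation 0.918), which is consistent with ribosomal RNA left in these libraries after depletion. All 5 MS libraries of replicate 2 had between 0.321% and 2.14%, and all 5 of replicate 1 between 0.0169% and 0.0334%, so a difference between preparations of the MS libraries may contribute. The labels give no batch, and no biological explanation was tested.
HBB took 1.65% of TPM in LW heart replicate 2 (other heart libraries 0.461% to 0.847%) and 0.933% in ES muscle replicate 1 (others 0.181% to 0.489%), which set these libraries apart. Red blood cells in the sample are a candidate explanation. Of the red blood cell marker genes with at least 1 TPM in some library of the tissue, 5 of 6 were highest in LW heart replicate 2 and 3 of 4 in ES muscle replicate 1. HBB itself had 16546.5 TPM in the first of these libraries and 9334 TPM in the second. ALAS2, AHSP and HBM had at least 1 TPM in all 8 libraries of both tissues. The amount of blood left in a tissue and a difference between the animals remain open.
ES heart replicate 2 had 199319 H3K27ac peaks, against 59606 to 105280 in the other 7 heart libraries. A difference in depth is argued against, since the paper's number of filtered reads put it in place 5 of 8 (56287242, others 42941966 to 69880910). An excess of weak peaks was not seen either, since 61.2% of its peaks had a −log10 p over 8, within the 60.4% to 75.8% of the others. Its fraction of reads in peaks as reported by the paper, 0.59, also lay within the range of the others (0.49 to 0.7). All 8 libraries are from heart and the other ES heart library had 66424 peaks, so neither the tissue nor the breed accounts for the number. The animal and the preparation cannot be separated with a single library.
ES muscle replicate 2 had H3K27ac peaks over 125 Mb, against 61.6 to 87.4 Mb in the other muscle libraries. It was in place 3 of 8 by filtered reads, within the range of the others, which argues against a difference in depth. The share of its peaks with a −log10 p over 8 was 57.6%, within the 53.6% to 68.0% of the others, which argues against more weak peaks. The other ES muscle library had 83.7 Mb, so neither the tissue nor the breed accounts for the length. A difference between the animals or the preparations remains open and was not tested.
At the TAD boundaries of LW muscle, which the paper does not examine for these features, bins held 1.27 times as many TSSs and 1.18 times as many H3K4me3 regions as shifted boundaries (two-sided permutation p = 0.002 for each, the smallest that 1000 shifts can give). For H3K27ac the ratio was 0.944 (permutation p = 0.11) and for ATAC-seq 0.985 (permutation p = 0.53). Boundaries could lie in gene-rich stretches as a whole, but boundary bins held 1.28 times as many TSSs as bins 200 kb away, where gene-rich stretches would give the same number. A relation of promoters with boundaries stays a hypothesis, since it rests on 1 animal and 1 tissue. The mappability and restriction sites of the bins were not tested.
ATP8, outside the genes the paper discusses, had a median of 8350 TPM in the 10 Duroc libraries (1777 to 26674) and of 21.0 TPM in the 42 libraries of the other breeds (4.09 to 105). TCONS_00078317, listed as a new transcript on chromosome 9, had a median of 3407 TPM in the other breeds (1610 to 19784) and of 41.0 TPM in Duroc (15.9 to 86.5). Nearly all of its sequence aligned to the mitochondrial genome, at 98.5% to 99.2% identity. The TPM share of the 12 other mitochondrial genes was higher in both Duroc libraries than in all others in heart (15.6% to 19.4%, others 7.67% to 14.8%), liver (2.91% to 4.43%, others 1.349% to 2.58%) and spleen (4.26% to 4.77%, others 1.48% to 2.85%), while in fat and muscle the ranges overlapped. More mitochondrial RNA in Duroc may thus add to ATP8 in 3 tissues, but differences of this size are far below that of ATP8 and do not account for the pattern. Of these 12 genes, 0 were higher in both Duroc libraries than in the other breeds of the tissue in all 5 tissues, although ND1, ND2, COX3 and CYTB, named after their values were seen, were in 4, and TCONS_00078317 moved the other way. Shared reads are a candidate explanation, since 98.5% of the bases of ATP8 in the aligned stretch of TCONS_00078317 were identical, and reads may be assigned to one in Duroc and to the other elsewhere. Only 3 bases of ATP8 differed in this stretch. Whether a variant of the breeds against the reference at such bases moves the reads, or whether expression differs between the breeds, cannot be told apart without reads.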

How the results depend on the processing

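Of the alternatives, 62 were set before the data were examined. The 9 tests without the genes of the shared TPM profile, with spleen TPM rescaled and with DE genes at an unadjusted p under 0.01 were chosen only after the result was seen. Over 69 results there were 428 values under alternatives, of which 287 kept their direction and side of the threshold or moved by less than the limit, and 5 were reversed. Limits were the spread between replicates, or 1.5 times for a count. The use of all listed peaks at a p of 0.01 was not run, because the lists hold only peaks with a −log10 p over 5. A −log10 q over 2 left out no peak, and DE genes with an absolute log2 fold change of at least 1 gave the same shares at breed-only regions, so these settings say nothing about stability. Reporter regions were covered in full under all settings, and these and the enhancers with a VISTA sequence were selected from the same data, so their values say nothing about stability either.
For the 10 genes with a log2 fold change in the text, all 90 values under other settings had the same direction. In 6 of them a gene was no longer past the threshold. These were TCONS_00044997 without either library of LW or ES (6.19 to 6.71) and UGT8 without LW replicate 1 (−1.57) or LW replicate 2 (−1.74). The results on Tau, peak overlap between replicates, open chromatin, H3K4me3 at TSSs, TADs and gene pairs within TADs kept their direction and stayed within the limits under all alternatives run.
The number of DE genes (limma) depended on several choices. Without a filter on low values more genes are tested, and over all comparisons 1216 genes were called in place of 2309, with 994 in place of 2166 at an absolute log2 fold change of at least 1. By comparison this gave 731 in place of 1334 (Duroc versus ES), 643 in place of 1053 (Duroc versus MS), 229 in place of 523 (LW versus ES), 88 in place of 228 (LW versus MS) and 63 in place of 104 (ES versus MS). With only both breeds of a comparison in the fit, the numbers were 3946 in all, 3266 at the same fold change, 3125 for Duroc versus ES, 999 for LW versus ES and 368 for ES versus MS. In muscle LW versus ES this fit gave 660 genes in place of 61, and the cause was not tested. Quantile normalization gave 602 for Duroc versus MS, 306 for LW versus ES and 371 for LW versus MS, and the cause was not tested.
Quantile normalization also moved the shares of higher and lower genes. In liver the split changed from 107 higher and 322 lower to 124 and 103 (LW versus ES) and from 66 and 72 to 226 and 81 (LW versus MS). In spleen it changed from 271 and 278 to 131 and 238 (Duroc versus ES), from 213 and 330 to 59 and 413 (Duroc versus LW), from 499 and 415 to 112 and 341 (Duroc versus MS), from 25 and 22 to 20 and 9 (LW versus ES) and from 8 and 14 to 0 and 2 (ES versus MS). In heart it changed from 8 and 8 to 5 and 12 (LW versus ES), from 22 and 15 to 26 and 27 (LW versus MS) and from 2 and 2 to 3 and 8 (ES versus MS). In muscle it changed from 16 and 45 to 22 and 36 (LW versus ES) and from 11 and 19 to 13 and 14 (LW versus MS), and in fat from 28 and 48 to 13 and 38 (Duroc versus ES) and from 4 and 2 to 1 and 0 (LW versus MS). The median log2 fold change of all genes as deposited was up to 0.60 in spleen.
Individuals with the same replicate number are not known to be paired. Over 30 pairs of breeds within a tissue, the correlation of the deviations of same-numbered libraries was between −0.322 and 0.213, and 2 were over 0.1, so the numbers were not treated as pairs. With a replicate block in the limma fit, 1514 genes were called for Duroc versus LW, 1762 for Duroc versus MS and 232 for ES versus MS. In muscle LW versus ES there were 34 and in spleen Duroc versus LW 1476. Western versus Chinese libraries gave 28 in fat, 7 in heart, 78 in liver and 35 in muscle under the block.
With 1 library left out in turn, each breed with a lone library borrowed the spread of the others. The total of DE genes ranged from 1190 without Duroc replicate 2 to 5645 without LW replicate 2, with 1323 without Duroc replicate 1. At an absolute log2 fold change of at least 1 it ranged from 1142 to 5547 for these libraries, with 1277 without Duroc replicate 1. The range was 439 (Duroc replicate 2) to 1137 for Duroc versus ES, with 615 without Duroc replicate 1 and 607 without ES replicate 2. For Duroc versus LW it was 174 (LW replicate 1) to 4712 (LW replicate 2), with 225 without Duroc replicate 2. For Duroc versus MS it was 428 (MS replicate 2) to 1355, with 515 and 452 without Duroc replicates 1 and 2. For LW versus ES it was 151 (LW replicate 2) to 570, with 180 without LW replicate 1 and 332 without ES replicate 2. For LW versus MS it was 97 (LW replicate 2) to 881 (MS replicate 1), with 130 without LW replicate 1 and 113 without MS replicate 2. For ES versus MS it was 162 (ES replicate 1) to 409 (MS replicate 1), with 225 without ES replicate 2 and 242 without MS replicate 2. Muscle LW versus ES gave 17 without either ES library and 21 without either LW library. Muscle Duroc versus LW gave 20 (LW replicate 2) to 86 (Duroc replicate 1), with 21 without Duroc replicate 2 and 22 without LW replicate 1. Spleen Duroc versus LW gave 100 (LW replicate 1) to 4706 (LW replicate 2), with 201 without Duroc replicate 2.
Without the genes of the shared TPM profile, muscle Duroc versus LW gave 15 genes in place of 37. With TPM rescaled, spleen Duroc versus LW gave 329 in place of 543.
In the limma fit of Western against Chinese libraries, chance in the split of single libraries can be excluded at 0.05 as the source of the number of genes in fat (124, highest of the other splits 1), liver (182, highest other 1) and muscle (72, highest other 37), where the real split alone, 1 of 35, reached its number. It cannot be excluded in heart (25, highest other 71), where 2 of 35 splits did, or in spleen (11, highest other 2686), where 3 did. These splits treat the 2 animals of a breed as unrelated. With breeds kept whole there are 3 groupings, which allow no p below 0.333, so a difference between single breeds cannot be excluded in any tissue, although the other 2 groupings gave at most 1 gene. No filter on low values gave 60 in fat, 4 in heart, 27 in liver, 13 in muscle and 3 in spleen. The contrast of breed means gave 83 in heart, 800 in liver, 382 in muscle and 250 in spleen, against at most 8, 134, 96 and 186 when the breeds were paired in another way, and the cause was not tested. Leaving out single libraries gave 0 to 120 in fat, with 0 without Duroc replicate 1 and without ES replicate 2, where 2450 and 2643 genes had an unadjusted limma p under 0.05. The number in fat was 24 without ES replicate 1, 64 without LW replicate 2, 19 without MS replicate 1 and 15 without MS replicate 2. In heart it was 6 to 83, with 6 and 9 without Duroc replicates 1 and 2, 9 and 7 without those of ES, 12 and 15 without those of LW and 83 and 7 without those of MS. In liver it was 42 to 891, with 60 and 79 without Duroc replicates 1 and 2, 94 and 42 without those of ES, 48 without LW replicate 2, and 891 and 75 without those of MS. In muscle it was 7 to 701, with 29 and 30 without Duroc replicates 1 and 2, 12 and 9 without those of ES, 7 without either of LW, and 701 and 37 without those of MS. In spleen it was 5 to 863, with 6 and 5 without Duroc replicates 1 and 2, 6 without ES replicate 2, 863 and 18 without LW replicates 1 and 2, and 5 without MS replicate 1.
The median RNA replicate correlation was 0.969 for genes with a mean of at least 1 TPM, since genes near 0 in both libraries were left out. The plain ratio of TPM gave 3207 tissue-specific genes. New transcripts in the lowest tissue numbered 2667 at 0.1 TPM and 3304 above 0 TPM, by the lower threshold itself. A pseudocount of 0.1 widened low values and raised the difference in expression to 4.72 for active promoters and to 3.10 for broad H3K4me3 regions.
With a −log10 p over 8 fewer peaks are kept. The median number of H3K27ac peaks per library was then 50908, with 129657 enhancers and 257105 regions together. Regions of any library gave 112425 promoters and 367716 enhancers. Windows of 2 kb merge neighbouring peaks and gave 90537 enhancers, 221262 regions together and 34.1% of the genome. Without replicate 1 there were 348411 enhancers and without replicate 2 316586, since no support by a second library is then required. Broad H3K4me3 regions had a median of 1579.5 at 4 kb and of 434.5 without merging. The coverage of tissue-specific enhancers was 83.7 percentage points at an overlap of 50% and 92.3 with a −log10 p over 8.
The ratio of ATAC-seq regions at TAD boundaries, 0.985, was reversed to 1.00 with a −log10 p over 8 and to 1.02 with 40 kb on each side, and none of these differed from shifted boundaries in a detectable way. The similarity of muscle H3K27ac peaks within the Western and Chinese sides fell from 0.0145 to 0.00985 with a −log10 p over 8 and to 0.0144 over the whole genome, no longer past the threshold, and the cause was not tested. At the promoter alone the difference for regions present only in LW was 6.25 percentage points, no longer past the threshold, with fewer regions within reach. The difference for regions present only in ES, 19.9, was reversed to −4.44 at the promoter, to −18.2 within 20 kb and to −5.00 with DE genes at an unadjusted p under 0.01, and the cause was not tested.
Depth limits these results in that no count stands behind a TPM value and no reads behind a peak. Small values of TPM carry an unknown counting error, and peaks under the threshold of a library cannot be told from absent signal.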

Differences from the paper's values

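The paper's numbers of DE genes are higher than those found here. The paper gives 7708 non-redundant DE genes, and 2309 were found here. Of the alternatives set before the data were examined, only leaving out LW replicate 2 (5645) comes within 1.5 times of the paper's number, and the others do not. For an absolute log2 fold change of at least 1 the paper gives 4469 genes, and 2166 were found here. The fit of only both breeds compared (3266), the replicate block (3197) and the fit without LW replicate 2 (5547) come within that range, and the other alternatives do not.
By tissue and comparison all 25 numbers were lower here. In fat the paper gives 1609 (Duroc versus ES), 82 (Duroc versus LW), 530 (Duroc versus MS), 392 (LW versus ES) and 250 (LW versus MS), and here they were 76, 8, 36, 2 and 6. In heart the paper gives 420, 261, 239, 444 and 551 in the same order, and here they were 36, 4, 32, 16 and 37. In liver the paper gives 1561, 230, 473, 1107 and 390, and here they were 483, 39, 104, 429 and 138. In muscle the paper gives 2692, 307, 216, 1860 and 352, and here they were 373, 37, 48, 61 and 30. In spleen the paper gives 1697, 1060, 1813, 319 and 199, and here they were 549, 543, 914, 47 and 44. These are the paper's numbers in Supplementary Data 9. Supplementary Table 12, whose totals in fat, muscle and spleen equal those of LW versus MS, gives 390 in heart and 551 in liver, the other way round. Quantile normalization comes within 1.5 times of 390 in liver LW versus MS (307), and no alternative does so of 551. The fit of only both breeds compared comes within 1.5 times of the paper's number in spleen Duroc versus ES (1574) and LW versus MS (202). The replicate block does so in spleen Duroc versus LW (1476), Duroc versus MS (1685), LW versus ES (288) and LW versus MS (212). Pseudocount, no filter on low values and a replicate left out do so in none of the 25, and no alternative does so in fat, heart or muscle.
In muscle LW versus ES the paper shows about 890 genes higher and about 980 lower in Fig. 4a, and here there were 16 and 45. Between Duroc and LW it shows about 110 higher and about 200 lower in Fig. 4b, and here there were 11 and 26. None of the alternatives comes within 1.5 times of these numbers. For the complete fat lists of the paper, 1600 of 1601 genes tested here changed in the same direction for Duroc versus ES, 77 of 77 for Duroc versus LW, 528 of 528 for Duroc versus MS and 390 of 390 for LW versus ES.
The paper gives 220723 cis-regulatory sequences, and 386390 were found here. A −log10 p over 8 (257105) and windows of 2 kb (221262) come within 1.5 times of it, and the other alternatives do not. For promoters the paper gives 37838, and 65885 were found here. The same alternatives come within that range (50505 and 56455), and the others do not. For open chromatin regions the paper gives 137838, and 297509 were found here, and no alternative comes within that range. Open chromatin outside promoters and enhancers covers about 1.9% of the genome in Fig. 1c. Here it covers 4.596%, and no alternative comes within that range.
For liver the paper lists 370 tissue-specific genes, and 568 were found here. TPM as deposited (351), the plain ratio (363) and the rule without replicate 1 (499) come within 1.5 times of it, and the other alternatives do not. For muscle the paper lists 203, and 324 were found here. TPM as deposited (198), the plain ratio (185) and the rule without replicate 1 (288) or replicate 2 (273) come within that range, and the filter on at least 2 libraries does not.
The highest number of broad H3K4me3 peaks in a group is 1899 in the paper and 1113 here. Regions over 4 kb (2079) come within 1.5 times of it, and the other alternatives do not. The highest number of active promoters in a group is 20138 in the paper, in LW duodenum, and 30399 here, in ES duodenum, which has 1 library. These are different groups. For LW duodenum the number here is 22411, and the highest in a group with 2 libraries is 25823, in ES liver. A −log10 p over 8 (23614) brings the highest number within 1.5 times of the paper's, and leaving out a replicate does not.
The paper calls SIX4 a DE gene in muscle. Here its limma, Benjamini-Hochberg adjusted p value was 0.138 between LW and ES, with a log2 fold change of 1.02, and none of 9 other settings called it. In Fig. 4c ES and MS have the most similar H3K27ac signal of all pairs of breeds in muscle. By overlap of peaks they had the lowest index of the pairs, 0.523, also with a −log10 p over 8 (0.537), with the same number of strongest peaks (0.570) and over the whole genome (0.481), while Duroc and LW had the highest, 0.626.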

Other observations

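The test of the length of genes with equal TPM and the spleen counts with TPM rescaled were chosen only after the result was seen.
Unrelated genes had equal TPM in every library. Over 323 sets of such genes the median TPM fell with the length of the shortest gene (Spearman correlation −0.779), so length has a part in these values. Length alone does not give them, since 12 of the sets were at 0 in some libraries and at 10 TPM or more in others. The other 311 sets were above 0 in all 52 libraries. Which step of the authors' processing made the values equal remains open. The largest set held 69 genes. Of the 2982 genes within the tolerance, 443 reached 10 TPM in at least 1 library. For ENSSSCG00000031575 and ENSSSCG00000031623, which have the same TPM in every library, shared reads are argued against, since 0% of the first aligned within the second. No biological explanation was tested.
By limma, more genes differed between Duroc and the other breeds in spleen than in most other tissues, 543 against LW and 914 against MS, where other tissues had at most 39 and 104. Against ES there were 549 in spleen, 483 in liver and 373 in muscle. The median log2 fold change of all genes in spleen was 0.60 against LW, 0.39 against ES and 0.47 against MS. With TPM rescaled without 7 globin and ribosomal DNA genes, 329 genes were called against LW, 320 of them among the 543, and the median was 0.55. Against MS 533 genes were then called, with a median of 0.47, and against ES 349, fewer than in liver and muscle. This argues against these few genes as the whole source of the numbers against LW and MS. Counts also fell between LW and MS, from 44 to 13, so the fall does not show that these genes account for part of the difference of Duroc. Without LW replicate 2 the number against LW was 4706, without LW replicate 1 it was 100 and without Duroc replicate 2 it was 201. Against MS it was 367 and 403 without Duroc replicates 1 and 2, and 401 and 373 without those of MS. Against ES it was 335 and 343 without Duroc replicates 1 and 2 and 841 without ES replicate 1. Fewer red blood cells in the Duroc spleens are a candidate explanation, since 7 of 7 listed marker genes were lower in both Duroc libraries than in the other 6. HBB had 21161 to 29729 TPM in Duroc and 126911 to 215870 TPM in the others. All 7 markers are also expressed in these spleens of the other breeds, and in fat, heart and liver HBB was lower in both Duroc libraries too. Breed remains open as an explanation and was not tested.
Of 16 genes named at rearranged TADs, IGF1R lay in a listed pig TAD, 14 in the TAD next to one and IL11RA in no TAD. TTR had 3106 TPM in LW cerebellum replicate 1 and 2.52 TPM in replicate 2.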
